# *Gli1*-expressing stromal cells are highly reparative precursors of long-lived chondroprogenitors in the fetal murine limb

**DOI:** 10.1038/s41467-025-65029-y

**Published:** 2025-11-18

**Authors:** Xinli Qu, Ehsan Razmara, Ashiq Khader C, Chee Ho H’ng, Kailash K. Vinu, Luciano G. Martelotto, Maia Zethoven, Fernando J. Rossello, Shanika L. Amarasinghe, David R. Powell, Alberto Rosello-Diez

**Keywords:** Limb development, Bone development, Stem cells

## Abstract

The growth-plate cartilage of the developing long bones is a well-known system of spatially segregated stem/progenitor, transient amplifying and terminally differentiated cells. However, the regulation of the number and activity of long-lived cartilage progenitors (LLCPs) is poorly understood, despite its relevance for understanding human-height variation, the evolution of limb size and proportions and the aetiology of skeletal growth disorders. Moreover, whether their behaviour can adapt to developmental perturbations, generating robustness, has not been explored. Here, we show that Gli1^+^ cells are the fetal precursors of postnatal LLCPs, and that Gli1^+^ LLCP precursors remain mostly dormant until postnatal stages. However, in response to genetically-induced cell-cycle arrest targeted to the fetal cartilage, they expand in the cartilage, enabling normal growth. We further show that reparative Gli1^+^ cells originate from Pdgfra^+^ cells outside the cartilage, revealing the surrounding tissues as an unexpected CP source. Elucidating how stromal cells become Gli1^+^ LLCPs could shed light on developmental robustness and lead to growth-boosting therapies.

## Abstract (web summary)

Qu, Razmara et al. show that Gli1+ fetal cells give rise to long-lived cartilage progenitors in the long bones. While normally dormant until postnatally, they expand upon (and compensate for) growth perturbations, arising from external Pdgfra+ cells.

## Introduction

Developmental systems often display remarkable robustness—that is, the ability to overcome challenges that affect cell function or viability^1^. Elucidating the mechanisms underlying robustness could improve our fundamental understanding of how individual cells integrate information and coordinate with their neighbours, such that organ-level collective behaviours are achieved. Moreover, it could lead to growth-modulating therapies for congenital or acquired growth disorders. Long bones in the limbs are a powerful model to study growth regulation. They grow via a transient cartilage template that is progressively replaced by bone^2^. Cartilage cells (chondrocytes) undergo progressive end-to-centre differentiation, starting as resting/reserve chondrocytes that are progressively recruited into the proliferative pool (flat cells arrayed in columns), which eventually enlarge and differentiate to hypertrophic chondrocytes. Some hypertrophic chondrocytes die, while others transdifferentiate into osteoblasts (bone-laying cells) that replace the cartilage with bone, forming the primary ossification centre^3,4^. Osteoblasts can also migrate, along with blood vessels, from the perichondrium^5^, a connective tissue layer that surrounds the cartilage and has been shown to contain a stem-cell niche known as the groove of Ranvier^6^. A secondary ossification centre (SOC) forms later (~postnatal day 7 in the mouse) at both ends of the skeletal element, so that the growth cartilage gets ‘sandwiched’ into a so-called growth plate by both ossification centres.

Maintaining the size and structure of the growth plate—in other words, the balance between cartilage generation and destruction—is critical to sustain bone growth over time and requires refined control mechanisms. The size of the proliferative zone is maintained approximately constant due to a well-described negative feedback loop between Indian hedgehog and Parathyroid hormone-related peptide that balances proliferation and differentiation^3^. But other control mechanisms are less known, especially regarding the resting-to-proliferative transition. In fetuses and neonates, cartilage progenitors (CPs) located in the reserve zone do not self-renew^7^, so that when one is recruited into a proliferative column, its lineage gets rapidly exhausted, leading to short clonal columns. At approximately 3 weeks of age, CPs start to self-renew—possibly in response to SOC signals—giving rise to long clonal columns (Supplementary Fig. 1a)^7^. These long-lived CPs (LLCPs) are the key driver of subsequent growth and therefore of final bone length. Therefore, elucidating their origin and regulation is critical to understanding normal and compensatory growth, as well as skeletal growth disorders and the evolution of limb size. One of the biggest unresolved questions is whether postnatal LLCPs arise from fetal short-lived ones, in response to intrinsic and/or extrinsic triggers (Supplementary Fig. 1a), or whether they are already present but inactive in the fetal limb, becoming activated (or even recruited from outside the cartilage) in response to cartilage maturation (Supplementary Fig. 1b). Determining which of these mechanisms takes place during normal growth, and whether they can adapt in response to developmental perturbations, is desirable for the development of targeted growth therapies, focussed on stimulating the expansion of the pool of LLCPs at the right time and location. In this study, we probe the system using models of cartilage-targeted cell-cycle arrest, combined with lineage tracing and functional analyses. We find that Gli1^+^ cells in the fetal limb (including outside the cartilage) give rise to dormant CPs, which later postnatally give rise to most chondrocytes of the growth plate. Moreover, these progenitors can be precociously activated by cartilage-targeted growth challenges, revealing significant plasticity and a strong reparative potential. We posit that this fundamental knowledge will be critical to understanding and manipulating cartilage growth and repair.

## Results

### Cell-cycle arrest in the fetal cartilage triggers a compensatory response from Gli1+ cells

We previously generated a fetal mouse model of left cartilage-targeted, mosaic (i.e. salt-and-pepper) overexpression of p21 (which blocks the cell cycle in G1 phase^8^), by combining *Pitx2-Cre*^9^, *Col2a1-rtTA*^10^ and *Tigre*^*Dragon-p21*^ alleles^11^ (Fig. 1a, *Left-Cart-p21*^*MOE*^ model hereafter). In that study, we showed that the defect was compensated by hyperproliferation of the spared (p21^−^) chondrocytes^11^. We reasoned that, if short-lived CPs were the only source of LLCPs (as in Supplementary Fig. 1a), their hastened proliferation would lead to premature exhaustion of the CP pool (Supplementary Fig. 1c), and therefore to reduced bone length in the long term. To test this hypothesis, we followed mice from the *Left-Cart-p21*^*MOE*^ model until postnatal day (P) 100, well beyond the end of the growth period. Interestingly, no major asymmetries in bone length were found as compared to *Pitx2-Cre/+; Tigre*^*Dragon-p21/+*^ mice (Controls, Ctl hereafter, Supplementary Fig. 1d, the left/right ratio was not significantly different for the tibia, and only ~1.5% lower for the femur). This result suggested that either the spared resident CPs in the *Left-Cart-p21*^*MOE*^ acquired self-renewing properties precociously, or that facultative CPs (i.e. cells that would not normally contribute to cartilage at that age) were recruited to the challenged cartilage. To shed light on this process, we undertook an unbiased single-nuclei RNA-seq approach of left and right fetal knees from two Ctl and two *Left-Cart-p21*^*MOE*^ embryos (Fig. 1a and Supplementary Fig. 2a). From the original dataset (~32,000 nuclei in 32 clusters, Supplementary Fig. 2b, d), which contained mostly lateral-plate-mesoderm-derived cells, and a minority of muscle and endothelial cells, we further explored the former population (~21,000 nuclei, Supplementary Fig. 2d’). This subset was composed of 23 clusters (Fig. 2c, d’), which we grouped in five main categories (see Methods): chondrocytes (Supplementary Fig. 2b’), tenocytes, fibroblasts, perichondrium and joint-associated mesenchymal cells. Analysis of regulon activity with SCENIC^12^ (Supplementary Fig. 3a, Supplementary Data 1), complemented by our previous bulk RNA-seq analysis of the *Left-Cart-p21*^*MOE*^ model^11^ (Supplementary Fig. 3b, b’) revealed that the activity of GLI-Kruppel family member 1 (GLI1) transcription factor was significantly upregulated in the left experimental (ExpL) osteochondroprogenitors and to a lesser extent in resting chondrocytes (Fig. 1a’). This was interesting because Gli1^+^ osteochondroprogenitors have been shown to participate in the repair of bone fractures^13^. Thus, we next asked whether the number of Gli1^+^ cells changed in response to cartilage-targeted p21 overexpression. Indeed, bioinformatics analysis^14^ revealed that, within the Gli1^high^ lateral-plate-mesoderm-derived population, the proportion of cells belonging to the chondrocyte group was increased in experimental limbs, as compared to Ctl (Supplementary Fig. 2e, e’). To confirm these findings, we turned to Cre-based lineage tracing. To trace the Gli1-lineage independently of p21 expression, we utilised a Doxycycline (Dox)-controlled, Cre-independent p21 expression system, targeted to all cartilage elements (*Col2a1-rtTA/+; Tigre*^*TRE-p21/+*^, *Pan-Cart-p21*^*MOE*^ model hereafter; where TRE means Tet-responsive element)^15^. Females bearing a tamoxifen (TM)-inducible Cre recombinase (CreER^T2^) cassette^16^ targeted to the *Gli1* locus (*Gli1*^*CreER*^ hereafter) were crossed with *Pan-Cart-p21*^*MOE*^ males bearing also a Cre-reporter cassette (lox-STOP-lox-tdTomato) targeted to the safe harbour locus *Rosa26* (*R26*^*LSL-tdTom*^ hereafter)^17^ and given Dox at E12.5 and TM at E13.5 (Fig. 1b, b’). As with the model targeted to the left limb, we confirmed that expression of p21 in 60-70% of E14.5 chondrocytes (Supplementary Fig. 4a) did not cause growth defects by postnatal day (P) 0 (Fig. 1b’). To assess the involvement of Gli1^+^ cells in this compensatory response, we followed the distribution of tdTom^+^ cells inside and outside the cartilage at 1, 4 and 7 days post TM (Fig. 1c, c’). In *Pan-Cart-p21*^*MOE*^ mice, the Gli1-lineage showed a significant cartilage expansion, as compared to controls, at all stages analysed (Fig. 1c’). These results suggested that, in control conditions, some chondrocytes derived from fetal Gli1^+^ cells are only transient and eventually eliminated from the cartilage, while in *Pan-Cart-p21*^*MOE*^ limbs, the Gli1-lineage increases its contribution to longer-lived CPs. Given that CPs reside in the resting zone^18^, we divided the cartilage analysis into resting and proliferative, finding that both zones showed an increased number of tdTom^+^ cells, typically biased towards the resting zone (Supplementary Fig. 4b–b’’). Moreover, we observed that the population of cycling chondrocytes (i.e. Ki67^+^) in *Pan-Cart-p21*^*MOE*^ mice got enriched in Gli1-lineage cells, as compared to control mice (Supplementary Fig. 4c). Of note, the contribution outside the cartilage was also expanded in P0 *Pan-Cart-p21*^*MOE*^ limbs compared to controls (Fig. 1c’), suggesting that the challenged cartilage signals to the surrounding tissues.

**Fig. 1:**
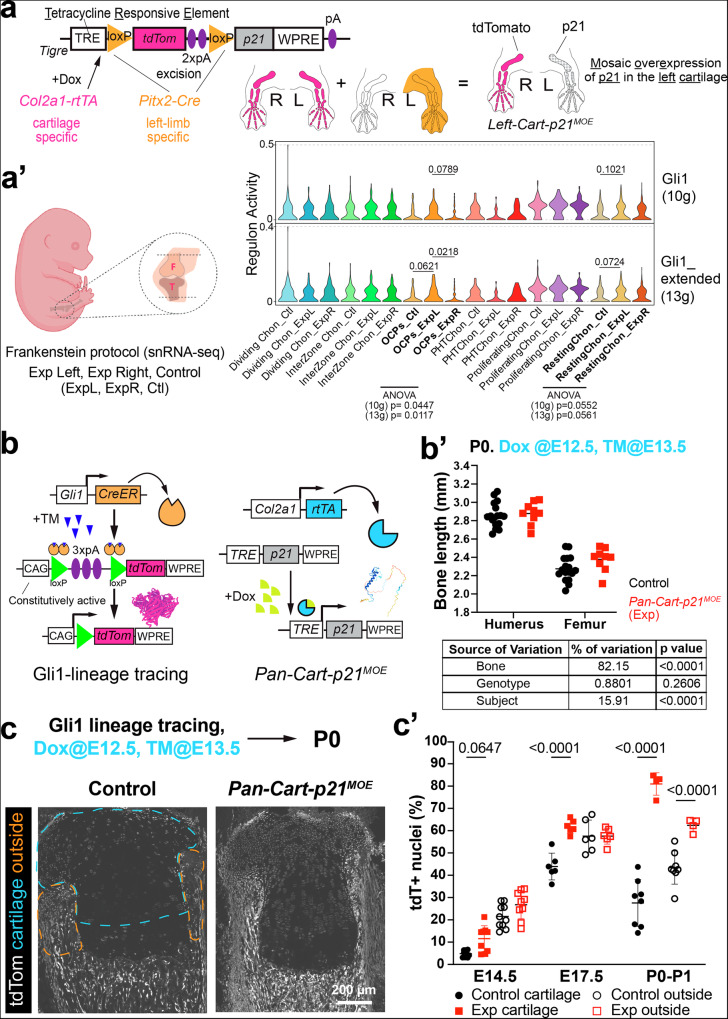
Mosaic cell-cycle arrest in the fetal cartilage triggers compensation from Gli1^+^ stromal cells. **a**, **a’** A left-specific, cartilage-targeted p21 mosaic overexpression model (*Left-Cart-p21*^*MOE*^) was used for snRNA-seq analysis of knees. TRE, Tet-responsive element. WPRE, RNA-stabilising sequence. Left (L) and right (R) knees were processed separately but analysed together in control embryos (**a**). Chondrocyte-related cells were analysed via SCENIC. A focus on Gli1 activity is presented as violin plots (**a’** right). *p* values of ANOVA (across conditions within each cell type) are tabulated in the Supplementary Table 1. Those ≤0.1 are also shown on the graph. Tukey-corrected *p* values for multiple comparisons tests are also shown if ≤0.1. Expression of p21 in the cartilage, induced from E12.5 to P0 (**b**), does not lead to growth defects (**b’**, *n* = 17 Ctl, 9 Exp). The table shows the results of 2-way ANOVA. **c**, **c’** The Gli1-lineage was followed in the absence (Control) and presence of p21 misexpression (*Pan-Cart-p21*^*MOE*^), and quantified in the regions shown in (**c**). In (**c’**), data shown as mean ± SD. *p* values for Sidak’s multiple comparisons test after 2-way ANOVA are shown (*n* = 11, 6, 11 Ctl; 9, 6, 4 Exp).

Importantly, since our initial labelling of the Gli1-lineage was done after the induction of p21 expression (Fig. 1b’), we were not able to distinguish between two scenarios: (i) all the Gli1^+^ cells derive from formerly Gli1^+^ cells; (ii) *Gli1* expression is activated de novo in cells that were Gli1^−^ before. Since the second scenario would reveal an unknown degree of plasticity that could be relevant for the understanding of growth control and the design of future therapies, we decided to further investigate this matter. We reasoned that, by providing TM-first, and Dox 1 day later, most of the tdTom-labelling would happen among existing Gli1^+^ cells, with TM clearance mostly taking place before any potential de novo *Gli1* expression. Indeed, it was previously shown with a cartilage-driven CreER that recombination is complete 24 h after TM injection^19^. Using this TM-first approach, we found that the Gli1-lineage expansion was not as dramatic as in the Dox-first approach, becoming significant only by P0 (Supplementary Fig. 4d). Moreover, within P0 *Pan-Cart-p21*^*MOE*^ animals, the number of Gli1 descendants in the cartilage was lower in TM-first as compared to the Dox-first approach, especially in the proliferative zone (Supplementary Fig. 4e). This result suggests that while the existing population of Gli1^+^ cells contributes to the repair, some Gli1^−^ cells become Gli1^+^ after *p21* induction in the cartilage (Supplementary Fig. 4f). To further test this possibility, we quantified the proportion of Gli1^+^ cells within tdTom-negative cells in the TM-first condition. We found that the number of cells that were initially Gli1-negative but subsequently gained expression of *Gli1* increased in the experimental condition as compared to control littermates (Supplementary Fig. 4g). This effect was not significant at E14.5 (2 days after Dox addition), but it was at E17.5 (5 days after Dox addition), suggesting that the response takes some time to build up. Along these lines, the proportion of Gli1^+^ cells that belonged to the Gli1-lineage did not change between control and experimental samples when the lineage was labelled before p21 expression was triggered, but it did increase in experimental samples when p21 expression was triggered before the Gli1-lineage was labelled (Supplementary Fig. 4h).

We next characterised the expression of *Gli1* in its own traced lineage, in both control and *Pan-Cart-p21* samples. We found that *Gli1* mRNA expression is only detected in less than 40% of the E13.5-traced chondrocytes (tdTom^+^), when analysed at E14.5 and E17.5 (Supplementary Fig. 5a’), suggesting that, in normal growth, *Gli1* expression is quite transient in many chondrocytes. However, in *Pan-Cart-p21*^*MOE*^ littermates, significantly more lineage-traced chondrocytes retained *Gli1* expression at both stages (Supplementary Fig. 5a’), suggesting that this could be relevant for the observed compensation.

To test whether Gli1-derived chondrocytes are required for the compensation of *Pan-Cart-p21*^*MOE*^, we set to specifically kill them using a *Tigre*^*Dragon-aDTA*^ allele in which inducible expression of attenuated diphtheria toxin (aDTA) requires Cre and rtTA activity^15,20^ (Fig. 2a). Mice were crossed as shown in Fig. 2a to generate *Gli1*^*CreER/+*^; *Col2a1-rtTA/+; Tigre*^*TRE-p21/+*^ embryos (phenotypically similar to *Pan-Cart-p21*^*MOE*^), *Gli1*^*CreER/+*^*; Col2a1-rtTA/+; Tigre*^*Dragon-aDTA/+*^ (*Gli-Cart-DTA* model) and *Gli1*^*CreER/+*^*; Col2a1-rtTA/+; Tigre*^*Dragon-aDTA/ TRE-p21*^ littermates (*Pan-Cart-p21*^*MOE*^*; Gli-Cart-DTA* model, Fig. 2a), in addition to control (rtTA^−^) ones. As shown in Fig. 2a, a’, we gave Dox to induce p21 expression in the cartilage (*Pan-Cart-p21*^*MOE*^), and TM to induce cell death of the rtTA-expressing Gli1-derived chondrocytes (*Gli-Cart-DTA* combination). As predicted, TUNEL staining revealed apoptosis only in the cartilage of *Gli-Cart-DTA* and *Pan-Cart-p21*^*MOE*^*; Gli-Cart-DTA* embryos (Fig. 2b, b’). We then measured bone length at P0 and found that only *Pan-Cart-p21*^*MOE*^*; Gli-Cart-DTA* pups showed significantly decreased bone length as compared to *Pan-Cart-p21*^*MOE*^ and/or control pups (Fig. 2c). This result demonstrated that Gli1-derived chondrocytes are required to compensate for cell-cycle arrest in the fetal cartilage, although it did not rule out more subtle effects in *Gli-Cart-DTA* pups, which showed a trend towards decreased bone length. Later time points could not be analysed due to the high mortality of animals carrying the *Gli1-Cart-DTA* genotype.

**Fig. 2:**
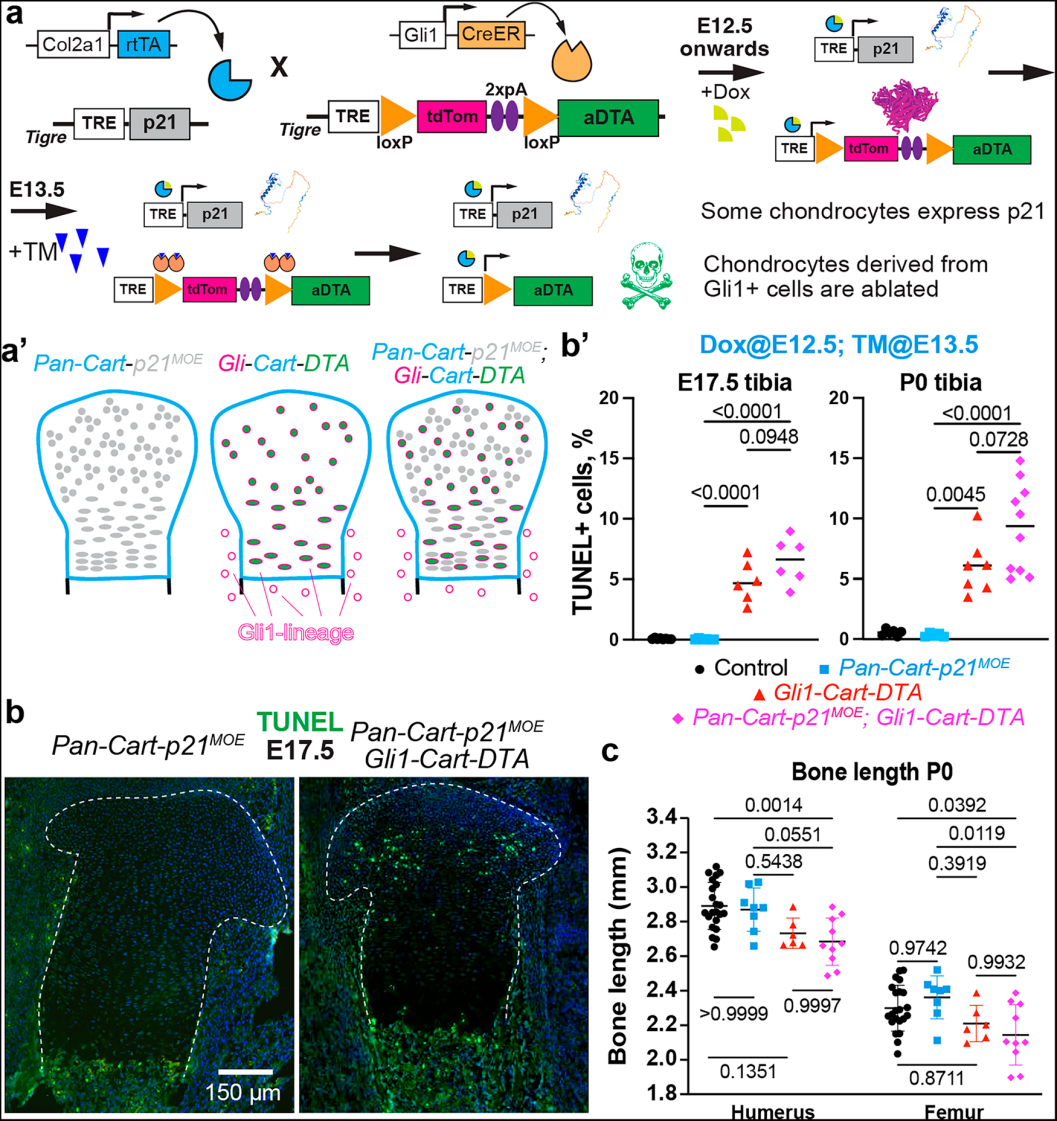
Gli1-derived chondrocytes are needed for compensation of *Pan*-*Cart-p21*^*MOE*^. A *Gli1*^*CreER*^ allele and *Col2a1-rtTA* are combined with *Dragon-aDTA* (**a**, aDTA= attenuated diphtheria toxin) and/or *TRE-p21* to specifically ablate Gli1-derived chondrocytes in normal growth and p21-induced compensation (**a’**). Example images of TUNEL (**b**, cartilage outlined) and quantification (**b’**) for the indicated stages and genotypes (*n* = 8, 6, 6, 6 at E17.5, *n* = 6, 5, 7, 10 at P0). Significant *p* values for Tukey’s test after ANOVA are shown. **c** Length of the P0 mineralised region is shown for the indicated genotypes as mean ± SD (*n* = 17, 9, 6, 10). Significant *p* values of Sidak’s multiple comparisons test (after 2-way ANOVA) are shown.

### Foetal Gli1+ cells give rise to most chondrocytes in the juvenile and adult growth plate

Having identified a highly-reparative fetal Gli1^+^ population, we set out to determine their role during normal growth. One study showed that when Gli1^+^ cells are lineage-traced at 1 month of age, they label 60-80% of chondrocytes of the growth plate 1 month later^21^, indicating that P30 Gli1^+^ cells include long-lived chondroprogenitors (LLCPs). We thus tested whether fetal Gli1^+^ cells (present inside and outside the cartilage; Supplementary Fig. 5a) already contained LLCPs. We traced Gli1-lineage cells from either embryonic day (E) 12.5 or E13.5, and quantified the tdTom^+^ cells at E14.5, E17.5, E19.5, P30 and P60. In all cases, tdTom^+^ cells were found both inside the cartilage and adjacent tissues, including perichondrium, metaphysis, interzone knee region and SOC (Fig. 3a, a’). Since fetal CPs had been shown not to self-renew^7^, we expected the % of lineage-traced chondrocytes to decrease with time. On the contrary, the contribution of Gli1-lineage cells to the cartilage increased with time, labelling up to 65–70% of chondrocytes in the 2-month-old growth plate (Fig. 3b). To ascertain when Gli1-derived chondrocytes became LLCPs (i.e. switched from forming short to forming long clonal columns), we used a tri-colour reporter line (RGBow, Fig. 3c)^22^ that randomly expresses one of three membrane-bound fluorescent proteins upon Cre-recombination. After giving TM at E12.5 or E13.5, we analysed the number, location and length of distinct columns in the three regions of the cartilage. Notably, the total number of columns increased up to P0-P1, the majority located in the resting and proliferative zones (Fig. 3c, c’’) and composed of 2–3 cells (Fig. 3d). By P14, the total number of columns was significantly reduced, but started to become longer (Fig. 3c’’, d). By P30, few columns remained, but many crossed the whole growth plate, starting from the RZ (Fig. 3c’, c’’). In summary, these results suggested that Gli1^+^ cells at E12.5 or E13.5 give rise to CPs with two different fates: short-lived clones that get depleted over time, and long-lived ones that remain mostly dormant at perinatal stages and become more active after the second postnatal week. To further probe the existence of these two populations, we performed label-retaining experiments with the thymidine analogue 5-ethynyl-2′-deoxyuridine (EdU). We injected EdU at E13.5 and E14.5 (60 mg/kg each day, to reach saturation) to females carrying *Gli1*^*CreER/+*^; *R26*^*LSL-tdTom/+*^ embryos (given TM at E12.5), and provided 5-chloro-2′-deoxyuridine CldU at the times of collection (P3, P7, P14) to quantify proliferative activity at those times (Supplementary Fig. 5b). As expected, the Gli1-lineage in the RZ became enriched in EdU-retaining cells between P7 and P14 and, in fact, most EdU-retaining cells belonged to the Gli1-lineage by P14 (Supplementary Fig. 5b’, b’’). Moreover, EdU-retaining cells showed a peak of proliferation at P7 (Supplementary Fig. 5b’’), supporting the notion that an early wave of CPs proliferates and abandons the RZ early postnatally, and what remains is the LLCP population, which is mostly quiescent at perinatal stages.

**Fig. 3:**
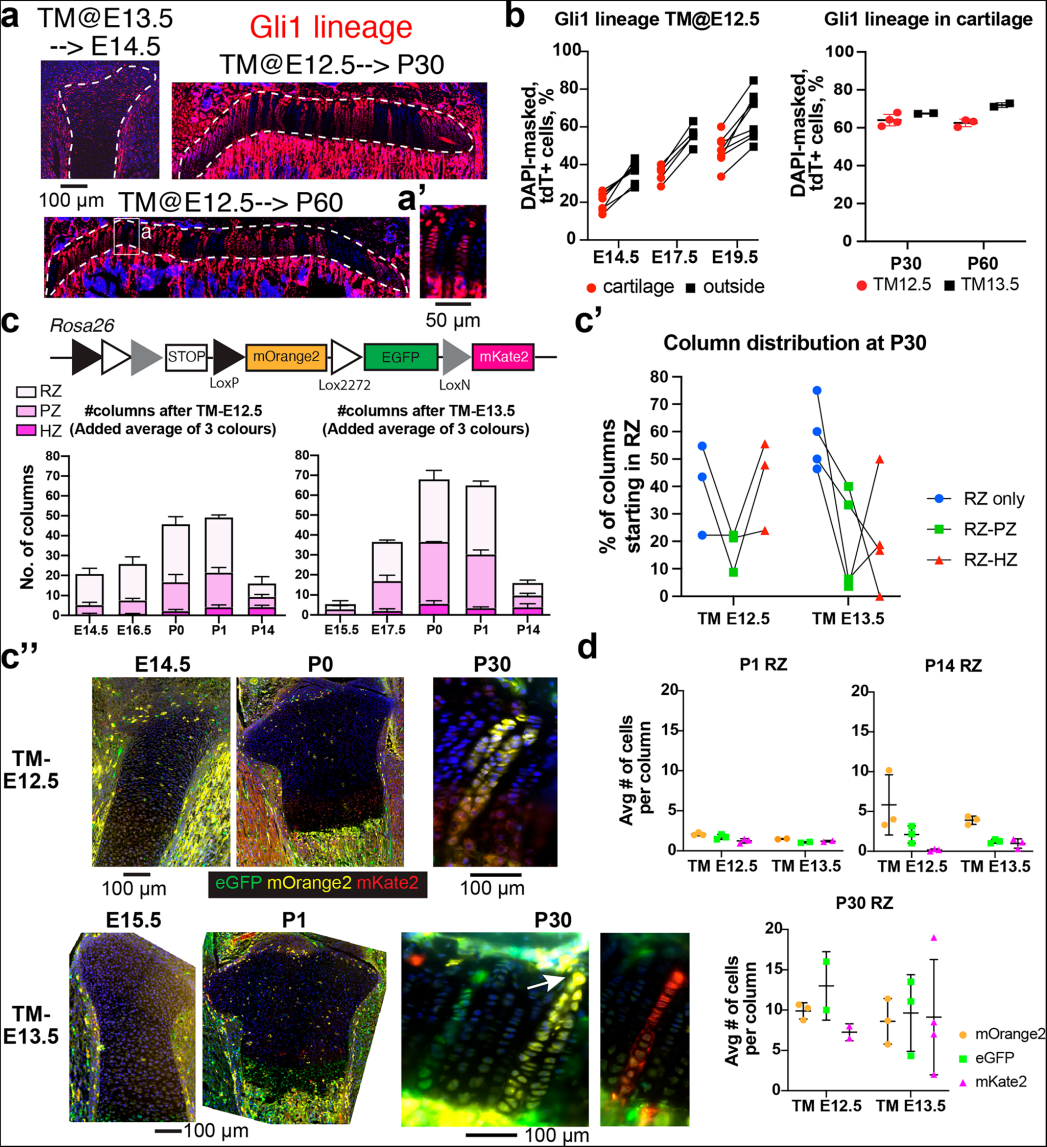
Foetal Gli1^+^ cells give rise to most chondrocytes in the juvenile and adult growth plate. **a** Examples of Gli1-lineage tracing after TM induction at E12.5 or E13.5, analysed at the indicated stages. **b** Quantification of reporter-expressing cells, inside and outside the cartilage for TM-E12.5 (left, *n* = 6, 5, 6), or in cartilage for both inductions (right, *n* = 4, 2, average and SD are shown). **c–c”** The tri-colour reporter RGBow was used to quantify individual clones in the growth plate (**c**, added average of each colour is shown), at multiple times post induction (*n* = 3, 4, 3, 3, 3, 3 for TM-E12.5, *n* = 3, 3, 2, 2, 2, 3, 3 for TM-E13.5). RZ, PZ, HZ: resting, proliferative, hypertrophic zone. In (**c’**), the % of P30 columns starting from RZ are shown, based on where they end (*n* = 3 and 4). **c”** shows representative images. **d** Number of cells per RZ-rooted column, for the stages and induction times indicated (*n* = 3 in all groups). Bars in (**c**, **d**) represent SD.

### Chondrocytes generated in the last prenatal week from Gli1+ cells are required for long-term bone growth

To test if Gli1-derived chondrocytes are required to sustain normal bone growth, we crossed *Gli1*^*CreER*^*; Tigre*^*Dragon-aDTA*^ mice with *Col2a1-rtTA; R26*^*LSL-tdTom*^, and gave TM at E13.5 and Dox E12.5-P0. This way, only chondrocytes were ablated among Gli1 descendants (Fig. 4a–b’). While the ablation was incomplete and only sustained for a short time, this targeted injury led to reduced bone length by P100, especially for the femur and tibia (Fig. 4c). This revealed the important role of fetal/perinatal Gli1-derived chondrocytes in long-term bone growth.

**Fig. 4:**
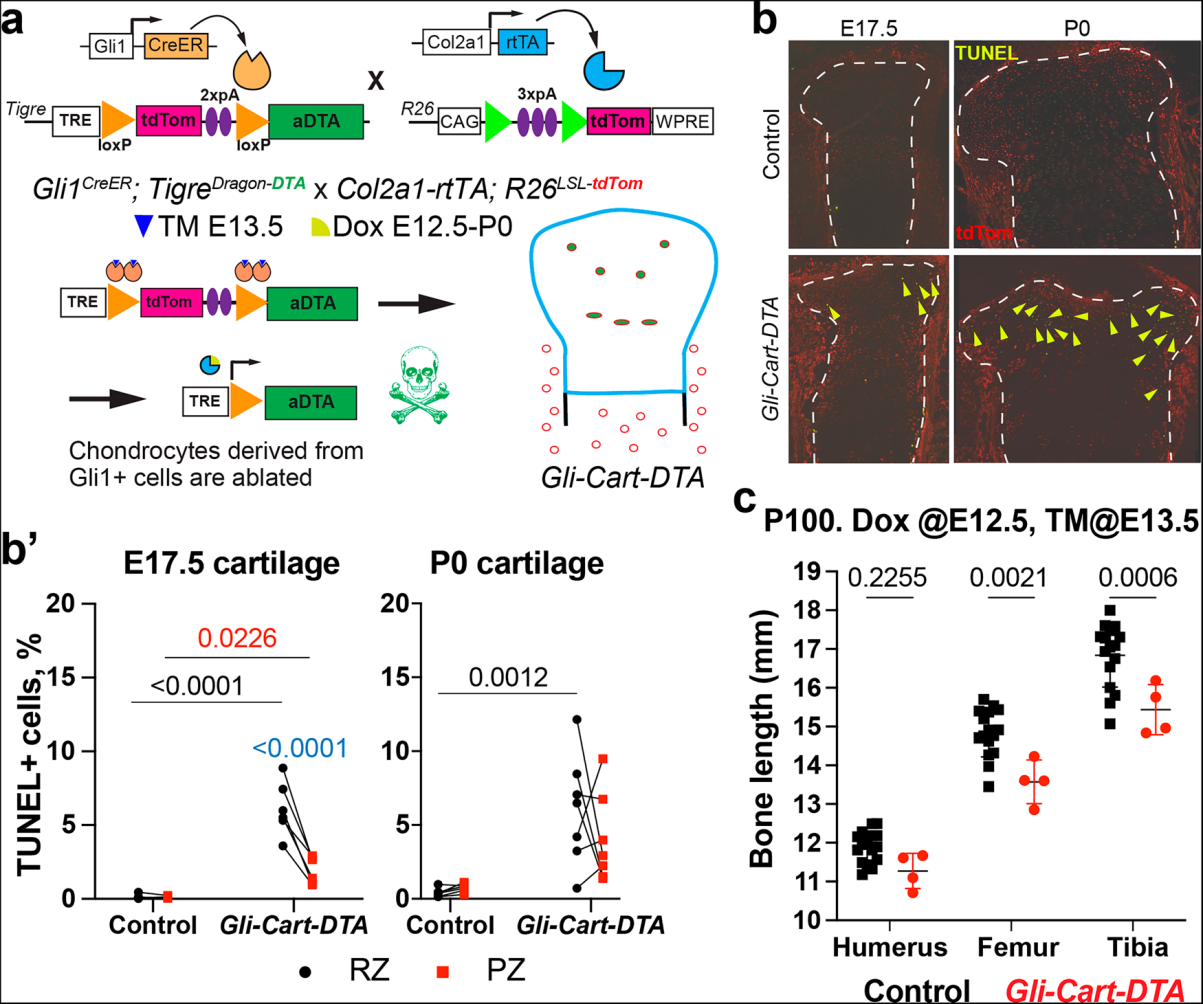
Foetal-Gli1-derived chondrocytes are required for normal growth. **a** The *Dragon-aDTA* allele was combined with *Gli1*^*CreER*^ and *Col2a1-rtTA* to activate diphtheria toxin expression exclusively in Gli1-lineage chondrocytes in the last week of gestation (*Gli-Cart-DTA* model). Typical images (**b**) and quantification (**b’**) of TUNEL^+^ cells (arrowheads) at the indicated stages (*n* = 3, 6 at E17.5; 6, 7 at P0). **c** Bone length of Ctl and *Gli-Cart-DTA* mice at postnatal day 100 (P100, *n* = 17 Ctl, 4 Exp). Mean and SD are shown. In (**b’**, **c**), *p* values of multiple comparisons tests after 2-way ANOVA are shown. RZ, PZ: resting, proliferative zone.

### Long-lived CPs are derived from Gli1+ cells that continuously seed the fetal and perinatal cartilage

We next asked whether Gli1-derived LLCPs were already present in the early cartilage template (around E12.5), or whether they were incorporated later from the adjacent tissues. The latter possibility is supported by studies showing that the chicken perichondrium is a reservoir for cartilage precursors^23^. To this end, we generated a mouse line in which expression of nuclear-directed GreenLantern fluorescent protein depends on Dox-activated rtTA (Fig. 5a and Supplementary Fig. 6a, b, *Tigre*^*TRE-nGL*^ hereafter). We then crossed *Gli1*^*CreER/CreER*^*; Tigre*^*TRE-nGL/TRE-nGL*^ females with *Col2a1-rtTA/+; R26*^*LSL-tdTom/LSL-tdTom*^ males, and provided TM at E13.5 to label the Gli1-lineage with tdTom, and Dox for a 1-day pulse to transiently express nGL primarily in fetal chondrocytes. We then followed the green signal over time, with the expectation that quiescent chondrocytes (cells expected to become LLCPs) would retain fluorescence for longer than cells dividing quickly (Fig. 5a). Moreover, by providing Dox at different points, we aimed to label different potential CP populations (Fig. 5a’): those already resident in the early cartilage anlage (Dox at E12.5), and those seeded later into the cartilage (Dox at E17.5). Most green cells after E12.5-Dox were found inside the cartilage, with a negligible number in the perichondrium (Fig. 5a’’, Supplementary Fig. 6c, d), confirming that the new tool could be used to track cells located only in the cartilage. As predicted, the number of nGL^+^ chondrocytes dropped fast at first (Supplementary Fig. 6e), but then stabilised at 2–3% of the RZ cells at P14 and P21 (Fig. 5b, no green signal in the PZ), becoming undetectable by P30. Remarkably, the % of Gli1-lineage chondrocytes in the nGL^+^ population increased over time in the RZ (Fig. 5d), until ~90% of GL-retaining CPs at P14 belonged to the E13.5-labelled Gli1-lineage. Conversely, only ~3% of the Gli1-lineage cells in the P14 RZ were also nGL^+^ (Fig. 5e), confirming that the Gli1-lineage contains label-retaining and non-retaining subpopulations. Of note, the scarcity of nGL^+^ cells within the P14 Gli1-lineage could theoretically be due to the existence of early Gli1-derived CPs that are nGL^−^ despite being located in the cartilage and that expand later. To test this possibility, we co-stained sections of E14.5 limbs with an HCR probe for *Matn1*, as an independent cartilage marker^24^. As shown in Supplementary Fig. 6d, we could not detect almost any tdTom^+^ nGL^−^ cells within the *Matn1*^+^ region, ruling out that possibility. When Dox was given between E17.5 and E18.5 (Fig. 5b’, c, d’, e’), the result was similar to the E12.5-Dox pulse, except for the proportion of nGL^+^ cells within the Gli1-lineage RZ chondrocytes, which was higher (~6.7% at P21) than when Dox was given at E12.5 (~2%). In other words, while a 1-day Dox pulse may not be enough to fully activate nGL expression in all possible rtTA^+^ cells, the same pulse duration, given at E17.5, led to a different quantitative outcome at P21 as compared to E12.5. These results suggested that while many LLCPs are already present in the E12.5 cartilage, more LLCPs are added later, in both cases derived mostly from fetal Gli1^+^ cells. To test this prediction, we extended the Dox pulse from E12.5 to E18.5, so that all potential chondrogenesis waves were labelled in that period. Indeed, many more double-positive cells were found in the P14 RZ than with any other regimen (Fig. 5b’’, c, d’’, e’’), in line with the theory that Gli1^+^ stromal cells initially located outside the cartilage get incorporated into the cartilage during the last week of gestation.

**Fig. 5:**
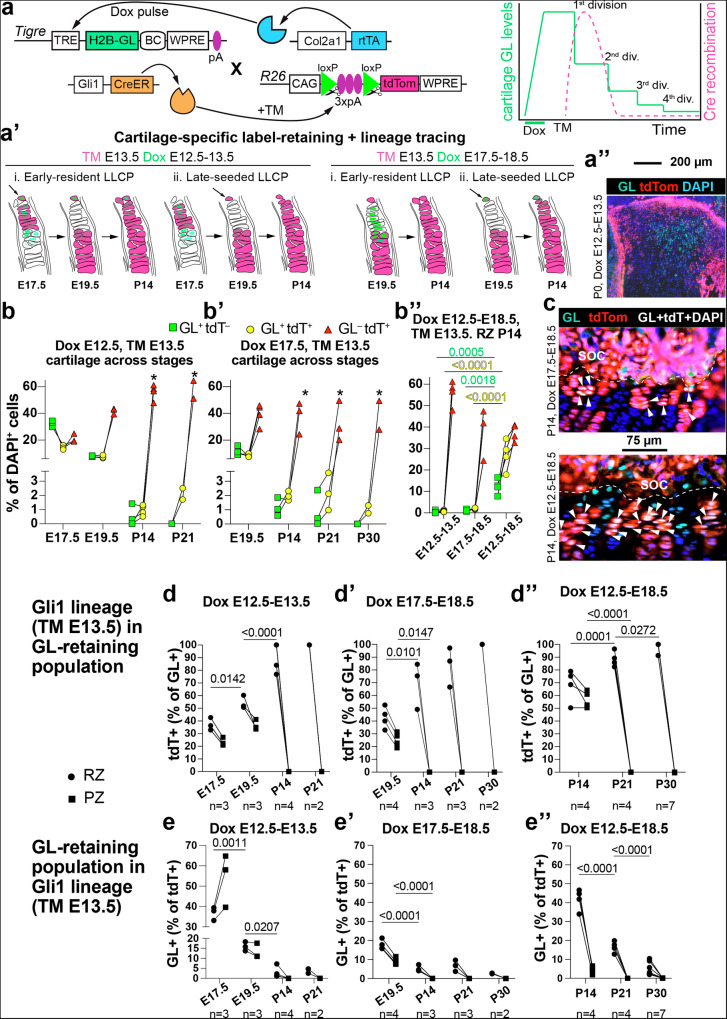
Most fetal LLCPs belong to the Gli1-lineage. Model to permanently label the Gli1-lineage and transiently label chondrocytes with a nuclear GreenLantern (H2B-GL, nGL) that gets halved every cell division (**a**); different outcomes depending on Dox timing (**a’**) and a representative image of the distribution after early labelling (**a”**). BC, barcoding region (not used here). Quantification of single-positive and double-positive populations in the cartilage at the indicated stages after induction at E12.5-E13.5 (**b**, *n* = 3, 3, 4, 2), E17.5–E18.5 (**b’**, *n* = 4, 3, 3, 2) or E12.5–E18.5 (**b”**, *n* = 4). *: quantified in resting zone only. **c**, Representative images of tdT and nGL overlap (arrowheads) at P14 with 2 different induction regimes. SOC, secondary ossification centre (separated from cartilage by dashed lines). % of tdT^+^ cells within the nGL^+^ population (**d**–**d”**) or nGL^+^ cells within the tdT^+^ population (**e**–**e”**) after a 1-day Dox pulse at E12.5 (**d**, **e**) or E17.5 (**d’**, **e’**) or after a 6-day pulse at E12.5 (**d”**, **e”**). In all graphs *p* values for multiple comparisons tests after 2-way ANOVA are shown. P21 data from (**d**, **d’**) and P30 data from (**e**, **e’**) were omitted from the analysis due to low sample size.

### Most Gli1+ LLCPs generated upon challenge derive from stromal Pdgfra+ cells

Having found evidence suggesting that stromal (non-cartilage) Gli1^+^ cells can become LLCPs (Fig. 5) and that some Gli1^−^ cells become Gli1^+^ upon p21 misexpression (Supplementary Fig. 4), we next set out to determine the origin and regulation of Gli1^+^ cells in normal and challenged growth.

To capture the potential arising of new Gli1^+^ chondrocytes from stromal cells, we chose *platelet derived growth factor alpha* (*Pdgfra*) as a marker of stromal cells that is virtually not expressed in the cartilage beyond E13.5 (Supplementary Fig. 5c, d, Supplementary Fig. 7). We crossed *Pdgfra*^*CreER/+*^ females^25^ with *Pan-Cart-p21*^*MOE*^; *R26*^*LSL-tdT/LSL-tdT*^ males and provided Dox at E12.5 and TM at E13.5. We found that, in normal growth, the E13.5-labelled Pdgfra-lineage gave rise to an increasing proportion of chondrocytes (Fig. 6a, 30–40% at E14.5, 45–50% at E17.5 and ~60% at P0), strongly suggesting that the surrounding tissues can contribute to cartilage. Moreover, the proportion of Pdgfra-lineage chondrocytes was progressively increased in *Pan-Cart-p21*^*MOE*^ limbs as compared to controls (Fig. 6a, compare P0 with E14.5). Of note, the Pdgfra-lineage located in the resting zone showed increased proliferation in *Pan-Cart-p21*^*MOE*^ vs. control limbs at E14.5 and E17.5 (Supplementary Fig. 8a–b’), potentially explaining the progressive expansion observed at and after E17.5 (Fig. 6a).

**Fig. 6:**
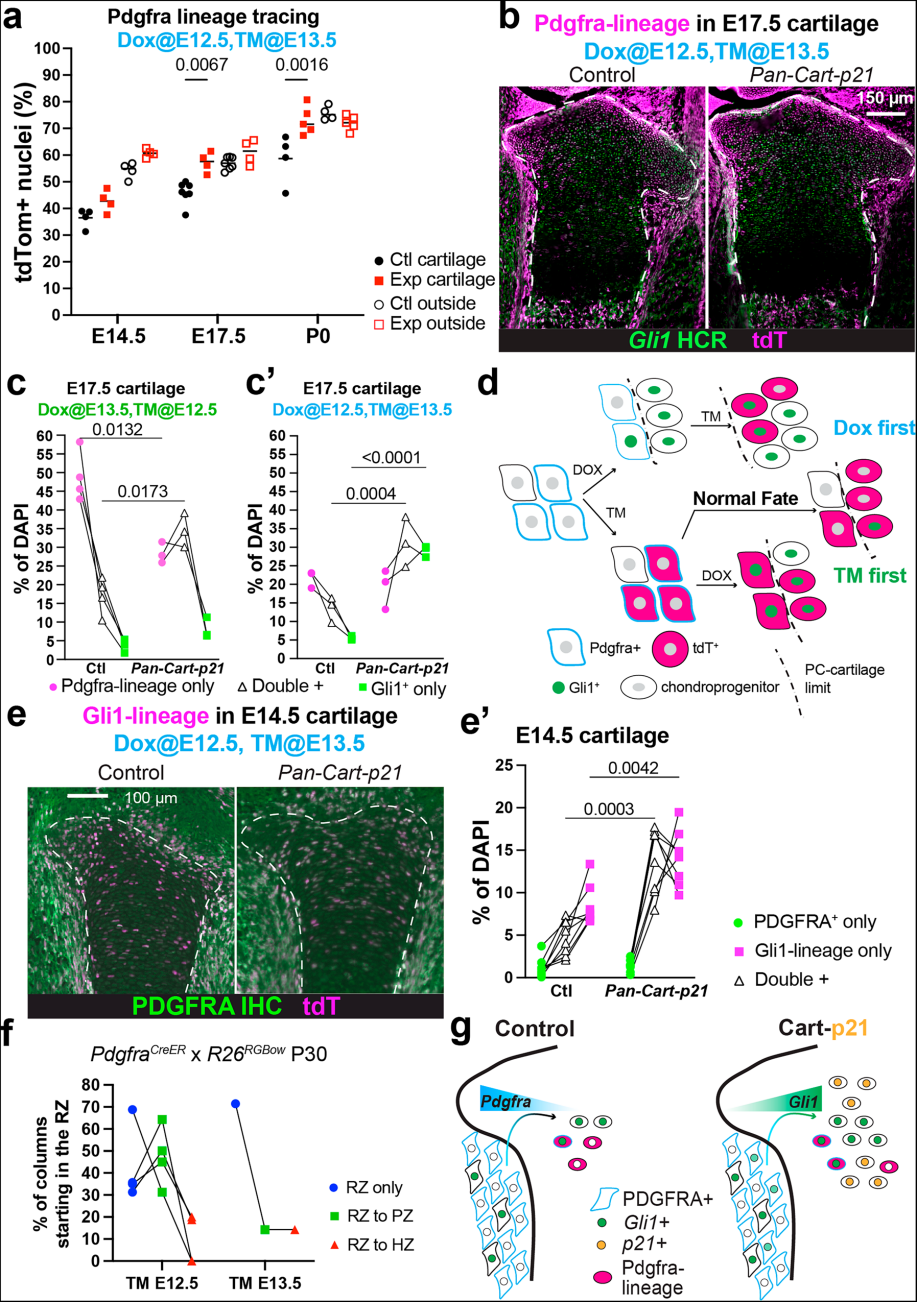
The contribution of the Pdgfra-lineage to Gli1^+^ LLCPs increases upon cartilage challenge. **a** The Pdgfra-lineage was traced in the absence and presence of *Pan-Cart-p21*^*MOE*^, both inside and outside the cartilage (dashed lines; *n* = 4 Ctl, 4 Exp at E14.5; 6, 4 at E17.5; 4, 5 at P0). **b** Representative E17.5 image of Pdgfra-lineage^+^ and/or Gli1^+^ cells (*n* = 3 Ctl, 3 Exp). Quantification of the Pdgfra-lineage^+^ and/or *Gli1*^*+*^ populations in the E17.5 cartilage, under TM-first (**c**, *n* = 4 Ctl, 3 Exp) or Dox-first strategies (**c’**, *n* = 3 Ctl, 3 Exp). **d** Schematic model illustrating the contribution of Pdgfra-lineage and non-lineage cells to Gli1^+^ chondroprogenitors under different induction regimens. Representative image (**e**) and quantification (**e’**) of Gli1-lineage^+^ and/or PDGFRA^+^ cells in the E14.5 cartilage (*n* = 5 Ctl, 6 Exp). **f** RGBow-expression was induced in Pdgfra^+^ cells at either E12.5 (*n* = 4) or E13.5 (*n* = 1) and followed till P30. RZ, PZ, HZ: resting, proliferative, hypertrophic zone. The % of columns starting from RZ are shown, based on where they end. In (**a**, **c**, **c’**, **e’**), *p* values for Sidak’s posthoc test after 2-way ANOVA. **g** Potential model of how Pdgfra-lineage moving into the cartilage could become Gli1^+^ LLCPs in response to *Pan-Cart-p21*^*MOE*^.

To determine to what extent Pdgfra-lineage expansion was related to the expression of *Gli1* in cartilage cells, we analysed the overlap of tdTom (marking the Pdgfra-lineage) and *Gli1* expression in cartilage cells at E17.5, under both TM-first and Dox-first induction regimens (Fig. 6b–d’). In the TM-first condition (early labelling of Pdgfra^+^ cells), *Pan-Cart-p21*^*MOE*^ exhibited an increased proportion of double-positive cells (*Gli1*^+^ within the Pdgfra-lineage; Fig. 6c, triangles) at the expense of Gli1^−^ Pdgfra-lineage cells (Fig. 6c, circles), suggesting a shift within the lineage towards a *Gli1*^+^ identity. In contrast, the proportion of Gli1^+^ cells outside the Pdgfra-lineage remained largely unchanged (Fig. 6c, squares). Under the Dox-first regimen, where cell-cycle arrest is initiated earlier, Gli1^+^ cells within the Pdgfra-lineage were similarly increased in *Pan-Cart-p21*^*MOE*^ samples (Fig. 6c’, triangles), but without a corresponding reduction in the Gli1^−^ fraction (Fig. 6c’, circles). Instead, there was a significant increase in Gli1^+^ cells not originating from the Pdgfra-lineage (Fig. 6c’, squares), indicating either the very fast gain of *Gli1* and loss of *Pdgfra* expression in Pdgfra^+^ cells before they were exposed to TM, or the recruitment of Gli1^+^ cells from alternative sources. These results support a model in which a subset of Pdgfra^+^ cells in the surrounding tissue can lose *Pdgfra* expression and instead acquire *Gli1* expression under normal conditions, transitioning into Gli1^+^ CPs. This latent plasticity appears to be enhanced following p21-induced cell-cycle arrest in the cartilage, particularly when *Pdgfra* expression has already declined before lineage labelling (i.e. in the Dox-first regimen), leading to a greater contribution from Gli1^+^ cells outside the original lineage (Fig. 6d).

Although *Pdgfra* mRNA levels are low and transient in the cartilage (Supplementary Fig. 5c, d, Supplementary Fig. 7), we reasoned that chondrocytes that had recently formed from Pdgfra^+^ cells in response to cell-cycle arrest would retain PDGFRA protein for some time. Therefore, to further explore Gli1^+^ chondrocytes as derivatives of the Pdgfra-lineage, we analysed PDGFRA protein expression within and outside the Gli1-lineage at E14.5, i.e. shortly after p21 induction (Fig. 6e). Indeed, the number of PDGFRA^+^ cells was increased within the Gli1-lineage cartilage in *Pan-Cart-p21*^*MOE*^ as compared to controls (Fig. 6e’, circles). In fact, the population that expanded the most in the *Pan-Cart-p21*^*MOE*^ vs. control cartilage was the PDGFRA^+^ Gli1-lineage one (Fig. 6e’), suggesting that this population is especially involved in the repair. To test this, we crossed *Pdgfra*^*CreER/+*^*; Tigre*^*Dragon-aDTA/+*^ females with *Cart-p21* males. We provided TM at E12.5 and Dox at E13.5, so that Pdgfra-derived chondrocytes were ablated in the context of *Cart-p21* background (Supplementary Fig. 8c). As predicted, while the number of *Gli1*^*+*^ cells increased in *Cart-p21* embryos, the number dropped to control levels when Pdgfra-derived chondrocytes were ablated (Supplementary Fig. 8c). In summary, our data suggests that Pdgfra^+^ cells (mostly located outside the cartilage) become Gli1^+^ CPs and progressively increase their contribution to cartilage in *Pan-Cart-p21*^*MOE*^ limbs as compared to controls, contributing to the compensation. Lastly, we examined the behaviour of the Pdgfra-lineage in long-term normal growth. Tracing of fetal Pdgfra^+^ cells with the RGBow reporter during normal growth led to very few long columns being labelled at P30 (Fig. 6f, compare with 3c’), with most of the few long columns being restricted to the periphery of the growth plate (Supplementary Fig. 8d–e’). These results suggest that Pdgfra^+^ cells do not give rise to a significant number of Gli1^+^ LLCPs unless the cartilage is challenged (Fig. 6g), leading us to question what molecular changes were triggered by the challenge.

### CCN2 impairs Gli1 expression and proliferation in chondrocytes, and is downregulated in Cart-p21 samples

To determine how the *Pan-Cart-p21*^*MOE*^ challenge triggers *Gli1* upregulation, we performed another transcriptomic approach, but this time shortly after challenge induction, separating Gli1-lineage and non-Gli1-lineage cells (Supplementary Fig. 9a). Pregnant females carrying *Gli1*^*CreER/+*^*; R26*^*LSL-tdTom/+*^*; Tigre*^*TRE-p21*/+^ embryos (with or without *Col2a1-rtTA*) were provided with Dox at E12.5 and TM at E13.5, and embryos were collected at E14.5. 

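The data are single-cell transcriptomes of E14.5 hindlimb cells in 4 libraries, which Fig. 7a calls S1 to S4. *Col2a1-rtTA* drives the p21 transgene in cartilage under doxycycline, and control embryos lacked it. *Gli1*-CreER and tamoxifen labelled the *Gli1*-lineage with tdTomato, and the cells were sorted into tdT+ and tdT- fractions. The paper gives a dose of 120 µg/g tamoxifen by oral gavage and 1 mg/ml doxycycline in the drinking water, with doxycycline also in the food. Each library held *Pan-Cart-p21* MOE cells of 1 sex and control cells of the other. S1 (tdT+) and S2 (tdT-) held male *Pan-Cart-p21* MOE and female control cells, and S3 (tdT+) and S4 (tdT-) held female *Pan-Cart-p21* MOE and male control cells. The 4 samples per condition are thus the tdT+ and tdT- cells of 2 embryo pools per condition. For these samples the paper's results describe pools of several embryos, whereas its methods list 1 female *Pan-Cart-p21* MOE embryo. The paper loaded 7500, 25000, 5700 and 24000 cells for S1 to S4. Libraries were made with the 10x Genomics 3′ v3.1 chemistry, which counts transcripts by unique molecular identifiers (UMIs). The authors aligned the reads with CellRanger to the mouse genome GRCm38 with the transgenes tdTom, CreERT2 and WPRE added. The deposited values are whole UMI counts per gene and barcode, without normalization. S1 to S4 held 4072, 2541, 6455 and 5887 barcodes with 20770520, 11945062, 31871634 and 39435830 UMIs. The median was 691, 702, 635 and 1099 UMIs per barcode, and no barcode had fewer than 500 UMIs. Under 1000 UMIs were counted in 81.9%, 68.9%, 76.0% and 33.0% of the barcodes of S1 to S4, so the files hold barcodes that a filter on low counts would remove.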

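For the values given with the results, barcodes were kept from 1000 UMIs and 500 genes with at most 10% mitochondrial UMIs, which left 706, 772, 1483 and 3912 barcodes in S1 to S4. A cell was taken as female or male when it had at least 2 UMIs of *Xist* or of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) and at least 80% of these UMIs came from 1 side. Cells with at least 2 UMIs of both sides and under 80% from either, 175 over the 4 libraries, were left out as doublets. They made up 4.81% of the 3640 barcodes with at least 3000 UMIs. The doublet caller Scrublet marked only 7 barcodes at its own threshold, so the 5% of each library with the highest score were left out instead. No sex could be given to 177, 348, 453 and 2745 of the barcodes in S1 to S4. The *Pan-Cart-p21* MOE cells kept numbered 234, 98, 667 and 815 in S1 to S4, and the control cells 240, 274, 278 and 217. Kept cells had a median of 27293, 17333.5, 21908 and 22641.5 UMIs in S1 to S4. UMIs were summed over the cells of each library and condition into 8 pseudobulks. Chondrocyte pseudobulks held 1835640, 964043, 5516078 and 8522227 UMIs in *Pan-Cart-p21* MOE and 1703339, 2748229, 1810987 and 3348278 UMIs in control. Counts were scaled by TMM factors and tested by edgeR's quasi-likelihood test with the sorted fraction in the model. P values were adjusted by the Benjamini-Hochberg method. Fold changes are *Pan-Cart-p21* MOE over control, and levels with an SD are TMM-scaled CPM. CellBender and DoubletFinder, which the paper used, were not rerun.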

The whole hindlimb was processed for single-cell isolation and 10x Chromium library preparation, multiplexed by sex (*n* = 4 Exp and 4 Ctl samples, limbs from 2–3 embryos were pooled per sample, see Methods). Coarse clustering was initially generated and further refined manually (Supplementary Fig. 9b, b’). 

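The kept cells were clustered again, without the genes of Fig. 7a, *Gli1*, *Pdgfra*, sex genes, transgenes and 478 genes that follow the cell cycle, because the authors' cluster names were not analysed here. Leiden clustering at a resolution of 1 gave 18 clusters of 16 to 401 cells. Clusters were named from marker lists, and a cluster with fewer than 3 markers detected above the other clusters stayed unnamed. The chondrocyte class combined 4 clusters. Cluster 4 (264 cells), led by *Hes5*, *Barx1*, *Cytl1* and *Gdf10*, was resting chondrocyte-like, and the stress gene *Hspa1a* was also among its 10 leading genes. Clusters 2 (315 cells; *Lrp1b* and *Sorbs2os*) and 8 (191 cells; *C1qtnf3*, *Epyc* and *Matn1*) were proliferative chondrocyte-like. Cluster 11 (113 cells; *Col10a1*, *Spp1* and *Comp*) was hypertrophic chondrocyte-like. *Pan-Cart-p21* MOE and control chondrocytes numbered 54 and 57 in S1, 39 and 118 in S2, 170 and 63 in S3, and 291 and 91 in S4. Clusters 3 (300 cells; *Epha3*, *Erc2*, *Runx2*, *Alpl* and *Aspn*) and 16 (35 cells; *Lrrc7* and *Tnn*) were perichondrium or groove of Ranvier-like, but *Runx2* and *Alpl* are osteoprogenitor markers, so the clusters are reported by number. Tenocyte-like, interzone or articular-like, osteoprogenitor-like and muscle-like clusters held 401, 163, 50 and 31 cells, and the other 8 clusters stayed unnamed. The 10 leading genes of the tenocyte-like cluster 1 held no tenocyte marker and 1 of another type, so its name is uncertain. Some clusters came mostly from 1 library, with 96.2% of cluster 12 from S3 and 92.3% of cluster 14 and 100% of cluster 18 from S4. The thresholds for naming were set after the clusters had been seen. They kept cluster 5 (245 cells), whose best match was the resting type, out of the chondrocyte class. Its share of the *Pan-Cart-p21* MOE and control cells was 9.83% and 12.1% in S1, 8.16% and 14.2% in S2, 9.45% and 11.5% in S3, and 4.54% and 6.45% in S4. Also kept out were cluster 12, with 11.2% of the *Pan-Cart-p21* MOE cells of S3 and 0.368% of those of S4, and cluster 18, with 1.96% of the *Pan-Cart-p21* MOE cells of S4. Cluster 12 met a rule on depth that left shallow clusters unnamed, with a median of 3157 UMIs against 21936.2 in its libraries. Clusters 12, 14 and 18 held no control cell. They lay in S3 and S4, where *Pan-Cart-p21* MOE cells are the female ones, so condition, sex and cell quality cannot be told apart for them.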

Supporting the connection between perichondrium and cartilage lineages, in the coarse clustering, the two resting chondrocyte subpopulations formed a continuum with the cells showing markers of the perichondrial groove of Ranvier, a niche that hosts cells that can make a contribution to cartilage^6^. 

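Of the 3960 nearest neighbours of the 264 resting chondrocyte-like cells (15 per cell, over 30 principal components), 887 lay in other clusters. The largest share of these, 26.7%, lay in the unnamed cluster 7, led by the immune genes *Cd74*, *Il1b* and *H2-Aa*, against 7.50% by that cluster's size. Cluster 7 was above its share by size in 4 of 4 libraries. The proliferative chondrocyte-like cluster 2 held 17.7% of the outside neighbours against 12.3% by size, and cluster 5 held 15.3% against 9.57%, each above in 3 of 4 libraries. The groove of Ranvier-like cluster 16 held 13 neighbours, 1.47% against 1.37% by size, above in 2 of 4 libraries. Cluster 3, which is led by osteoprogenitor markers as well, held 2 neighbours, 0.226% against 11.7% by size, and was above in 0 of 4 libraries. The clustering placed resting chondrocyte-like cells in 1 cluster, and its names were rebuilt from markers.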

To identify gene signatures changed in *Pan-Cart-p21*^*MOE*^ limbs, we performed pseudobulk differential gene expression analysis—which minimises false discovery rates^26^—via edgeR (Fig. 7a). 

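In all chondrocytes, 32 of 11572 genes tested passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 higher and 26 lower in *Pan-Cart-p21* MOE. All 32 moved in the same direction in 4 of 4 libraries. Unadjusted p values were under 0.05 for 1115 genes (503 higher and 612 lower). In all cells, 3 of 14577 genes passed (1 higher and 2 lower) and 986 were under 0.05 unadjusted. In resting chondrocytes, 0 of 7279 genes passed and 471 were under 0.05 unadjusted. In proliferative chondrocytes, 8 of 10358 genes passed (2 higher and 6 lower) and 987 were under 0.05 unadjusted. Among the alternatives that adjust the p value, the count in chondrocytes moved most when no filter on low counts was used, to 403 genes. On simulated chondrocyte counts with no gene changed, the test without that filter called 20 genes, and with it 1. With 200 simulated genes changed, the test recovered 65.0% of those changed by 1 on the log2 scale and 99.0% of those changed by 2. Of its calls 5.95% were false, against 11.6% on such simulated counts of all cells. Simulated pseudobulks were drawn once and independently, whereas the real ones share embryo pools, so the test may do worse on real counts. Single pseudobulks carried much weight. In chondrocytes, leaving out the *Pan-Cart-p21* MOE cells of S1, S2, S3 or S4 gave 18, 16, 5 or 10 genes, and leaving out the control cells of S1 gave 11. In all cells, 1 gene was left without the *Pan-Cart-p21* MOE cells of S2 or S4 or the control cells of S1 or S4. In resting chondrocytes, 5 genes passed without the *Pan-Cart-p21* MOE cells of S1, and 1, 2 and 4 without the control cells of S1, S2 and S3. In proliferative chondrocytes, 15, 4 and 2 genes passed without the *Pan-Cart-p21* MOE cells of S2, S3 and S4, and 13, 32 and 3 without the control cells of S2, S3 and S4. With the library as a block, 1 gene passed in all cells and 2 in resting chondrocytes.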

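The lowest p value in chondrocytes was that of the linker histone gene *Hist1h1b* (chromosome 13, 21779883 to 21780625, minus strand). Its level was 56.0 ± 9.23 CPM (SD, *n* = 4) in *Pan-Cart-p21* MOE and 161 ± 30.4 CPM (SD, *n* = 4) in control, a log2 fold change of −1.54 (SE 0.141, adjusted p = 0.00196 from edgeR's quasi-likelihood test). Histone genes form a multigene family whose reads the authors' counting could have split, so the values of single members are uncertain. *Matn3* (chromosome 12, 8947929 to 8972028, plus strand), which encodes the cartilage matrix protein matrilin 3, stood at 120 ± 18.7 CPM (SD, *n* = 4) against 296 ± 77.7 CPM, a log2 fold change of −1.27 (SE 0.146, adjusted p = 0.00407 from edgeR, lower in 4 of 4 libraries). It no longer passed when the tdT+ and tdT- cells of a pool were summed (adjusted p = 0.0584, range over its alternatives 8.3e-24 to 0.0584). *Matn3* is also a leading gene of cluster 8, whose share of the chondrocytes was lower in *Pan-Cart-p21* MOE. In S1 and S2 cluster 8 held 11 of 54 against 16 of 57 and 7 of 39 against 30 of 118. In S3 and S4 it held 26 of 170 against 14 of 63 and 59 of 291 against 28 of 91. The change within cluster 8 was not tested, so the mix of clusters may contribute. Among the genes that rose, the protocadherin gene *Pcdh11x* (chromosome X, 120290259 to 120910619, plus strand) had a log2 fold change of 0.93 (SE 0.148, adjusted p = 0.0268 from edgeR, higher in 4 of 4 libraries). It passed in 2 of the 8 fits that each left out 1 pseudobulk and not with the library as a block (adjusted p = 0.0571, range over its alternatives 1.9e-08 to 0.254). *Gm16070*, an antisense gene on chromosome 1 (17676027 to 17727646), had a log2 fold change of 0.98 (SE 0.156, adjusted p = 0.0268 from edgeR, higher in 4 of 4 libraries) and passed in 1 of those 8 fits, that without the control cells of S2. Whether reads of an antisense gene come from the gene it overlaps was not examined. In proliferative chondrocytes the genes that passed were *Matn3*, *Ccn2*, *Hist1h1b*, *Cdkn1c*, *Hist1h2ae* and *Hist1h2ab*, which fell, and *Cpa6* and WPRE, which rose. *Cpa6* (chromosome 1, 10324720 to 10719945, minus strand), which encodes a carboxypeptidase, stood at 114 ± 30.7 CPM (SD, *n* = 4) against 33.4 ± 10.7 CPM, a log2 fold change of 1.76 (SE 0.237, adjusted p = 0.0189 from edgeR, higher in 4 of 4 libraries). *Cpa6* is also a leading gene of the hypertrophic chondrocyte-like cluster, and it did not pass without the *Pan-Cart-p21* MOE cells of S4 (adjusted p = 0.0780) or the control cells of S4 (0.0855, range over its alternatives up to 0.133).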

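In all cells, the genes that passed were *Gm28653*, *Hist1h3c* and *BC006965*. *Gm28653* is a long non-coding RNA gene on chromosome 1 (20669882 to 20684298, plus strand). It had 313 UMIs among 46898454 in *Pan-Cart-p21* MOE cells and 3 UMIs among 26349686 in control cells. The ratio of their rates is 58.6 (95% exact interval 19.9 to 286, for counting error only), and edgeR's adjusted p was 0.00338, with the gene higher in 4 of 4 libraries. Its UMIs came mostly from muscle-like cells, with 97.1% of those in *Pan-Cart-p21* MOE cells found in 23 of 29 muscle-like cells. *Gm28653* did not pass without the fraction in the model (adjusted p = 0.0692 from edgeR, range over its alternatives up to 0.156). *Hist1h3c* had a log2 fold change of −0.86 (SE 0.102, adjusted p = 0.0364 from edgeR, lower in 4 of 4 libraries) and *BC006965*, a processed transcript on chromosome 11, of −0.99 (SE 0.125, adjusted p = 0.0429 from edgeR, lower in 4 of 4 libraries). Of the 8 fits that each left out 1 pseudobulk, both passed only in that without the control cells of S3, and in the other fits their adjusted p values reached 0.245. With the library as a block the adjusted p was 0.0550 for *Hist1h3c* and 0.166 for *BC006965*, against at most 0.302 over all their alternatives.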

Besides the expected cell-cycle related genes (e.g. histone-encoding), the second-biggest change was observed in a gene related to chondrocyte activity and response to stress, namely *cellular communication network factor 2* (*Ccn2*), also known as *connective tissue growth factor*^27–29^, which was downregulated in *Pan-Cart-p21*^*MOE*^ limbs (see Violin plot and Gene Ontology analysis in Supplementary Fig. 9c, d). 

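*Ccn2* lies on chromosome 10 of GRCm38 (24595442 to 24598683, plus strand) and encodes a secreted matricellular protein. In all chondrocytes it stood at 48.5 ± 10.6 CPM (SD, *n* = 4) in *Pan-Cart-p21* MOE and 135 ± 50.7 CPM (SD, *n* = 4) in control, a log2 fold change of −1.47 (SE 0.154, adjusted p = 0.00274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower in 4 of 4 libraries, at 42.3 against 113 CPM in S1, 56.7 against 129 CPM in S2, 36.8 against 91.3 CPM in S3 and 58.3 against 208 CPM in S4. Every *Pan-Cart-p21* MOE value lay below every control value (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow, although the 8 values come from only 2 embryo pools per condition). The UMIs behind these values ranged from 55 to 672 per pseudobulk. Over 25 alternative settings the log2 fold change ranged from −1.58 to −1.23 and the adjusted p stayed at or below 0.0292. In all cells, *Ccn2* stood at 41.4 ± 13.9 CPM (SD, *n* = 4) against 77.4 ± 33.5 CPM, a log2 fold change of −0.88 (SE 0.128, adjusted p = 0.0649 from edgeR) that did not pass the threshold although *Ccn2* was lower in 4 of 4 libraries (two-sided exact permutation test, p = 0.114). Ranked by p value, *Ccn2* was number 3 of 11572 genes in chondrocytes and number 1 of the 11531 that are not histone genes. Ranked by the size of the change among the 1115 genes under an unadjusted p of 0.05, it was number 44. In all cells it was number 7 of 14577 genes by p value. The 41 histone genes tested in chondrocytes were all lower, with a mean log2 fold change of −1.41 (adjusted p = 1.4e-44 by limma's camera with a preset correlation of 0.01). The S phase list (35 of 42 genes lower, mean −0.26, adjusted p = 3.1e-05) and the G2M list (48 of 52 lower, mean −0.37, adjusted p = 9.7e-11) also passed in limma's camera. So did a list of 23 genes that respond to tissue dissociation, such as *Fos*, *Jun* and *Hspa1a* (18 lower, mean −0.46, adjusted p = 4.4e-06 by limma's camera). Of these 4 lists, only the histone list also passed in limma's fry (adjusted p = 0.00216), and it alone was under an unadjusted 0.05 with an estimated correlation in camera. For the dissociation list limma's fry gave an adjusted p = 0.161. The paper states that, besides the cell-cycle genes it anticipated, *Ccn2* showed the change next in size and was downregulated, and describes the gene as related to chondrocyte activity and the response to stress.

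**Figure D1:**
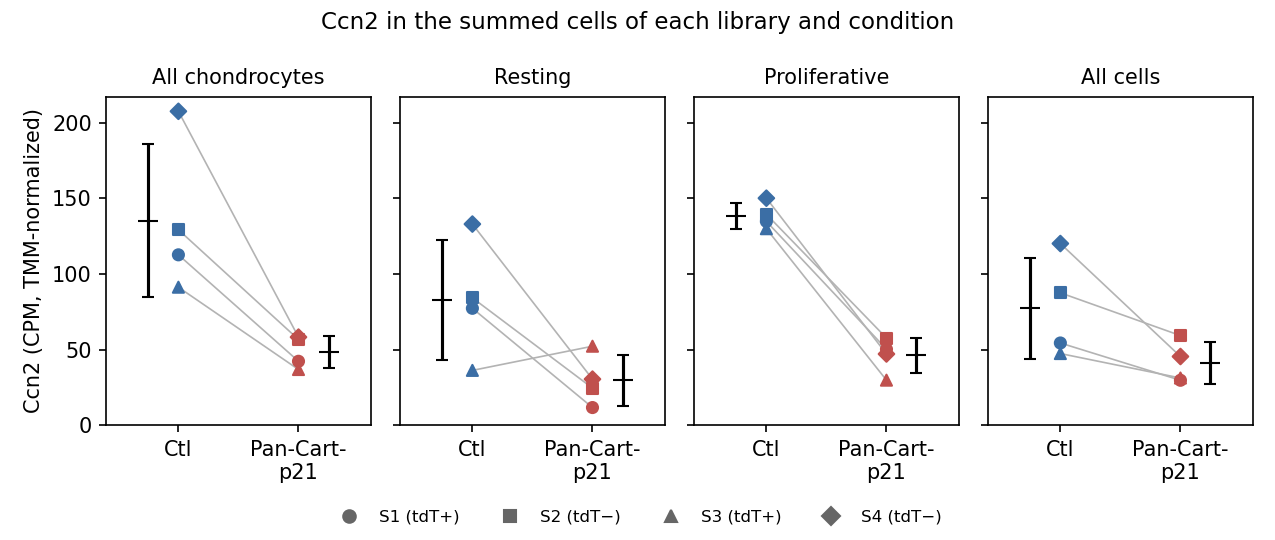
*Ccn2* in the summed cells of each library and condition, for all chondrocytes, resting chondrocytes, proliferative chondrocytes and all cells, with TMM-normalized CPM on the vertical axis, control (Ctl, blue) and *Pan-Cart-p21* MOE (red) on the horizontal axis, 1 marker per library (S1 circle, S2 square, S3 triangle, S4 diamond), grey lines joining the conditions of a library and black bars for mean ± SD. *Pan-Cart-p21* MOE values lie below control in 4 of 4 libraries in all chondrocytes, proliferative chondrocytes and all cells, and in 3 of 4 in resting chondrocytes.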

We complemented these results by analysing cell-cell communication via MultiNicheNet^30^ in the E14.5 scRNA-seq dataset. 

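*Ccn2* transcripts themselves were compared in resting and in proliferative chondrocyte-like cells of the resting zone (RZ) and proliferative zone (PZ) types, since MultiNicheNet was not rerun. In proliferative cells, *Ccn2* stood at 46.2 ± 11.8 CPM (SD, *n* = 4) in *Pan-Cart-p21* MOE and 139 ± 8.63 CPM (SD, *n* = 4) in control, a log2 fold change of −1.66 (SE 0.169, adjusted p = 0.00213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 4 of 4 libraries. The proliferative pseudobulks held 16 to 153 cells and 429452 to 4975903 UMIs. Over 24 alternatives the log2 fold change ranged from −1.79 to −1.48, and it passed in 23, the exception being the stricter cell filter (adjusted p = 0.0655 from edgeR). In resting cells, *Ccn2* stood at 29.7 ± 16.9 CPM (SD, *n* = 4) in *Pan-Cart-p21* MOE and 82.7 ± 39.7 CPM (SD, *n* = 4) in control, a log2 fold change of −1.25 (SE 0.367, adjusted p = 0.510 from edgeR) that did not pass the threshold. Unadjusted, the p value was 0.00381 from edgeR. *Ccn2* was lower in 3 of 4 libraries and higher in S3, at 52.3 against 36.3 CPM (two-sided exact permutation test over the 8 pseudobulks, p = 0.0571). Resting pseudobulks were smaller, with 16 to 82 cells and 340258 to 1721776 UMIs, and held 6 to 69 *Ccn2* UMIs each. Over 24 alternatives the log2 fold change in resting cells ranged from −1.95 to −0.70 and passed in 1, that without a filter on low counts (adjusted p = 0.00113 from edgeR, range up to 0.992). The difference between the changes in the 2 kinds of cells was not tested.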

In both RZ and PZ, *Ccn2*-mediated communication was significantly downregulated in experimental samples (Supplementary Fig. 9e, e’). We confirmed this using *Ccn2* hybridisation chain reaction (HCR) on *Pan-Cart-p21*^*MOE*^ and control samples (Fig. 7b, b’). Of note, this reduction happened in both Gli1^+^ and Gli1^−^ chondrocytes, suggesting that it was not a cell-autonomous consequence of *Gli1* activation (Fig. 7c, c’). These results were interesting considering our previous study in which we showed that overexpression of *Ccn2* in the left cartilage (*Pitx2-Cre/+; Col2a1-tTA/+; Tigre*^*Dragon-Ccn2/+*^ model, Supplementary Fig. 10a) impairs bone growth^15^. Using archival samples of this model, we observed that the left hypertrophic zone was extremely reduced in size (Supplementary Fig. 10a’), and that cycling cells (Ki67^+^) in the resting zone was significantly downregulated in the left cartilage as compared to the right one or control littermates (Supplementary Fig. 10b, b’). Interestingly, by using the ImageJ tool Distance Analysis (DiAna)^31^, we also observed that the remaining Ccn2^+^ cells tended to be closer to p21^−^ cells than to p21^+^ ones (Supplementary Fig. 10c), suggesting that p21^+^ chondrocytes generate a Ccn2-inhibiting area.

**Fig. 7:**
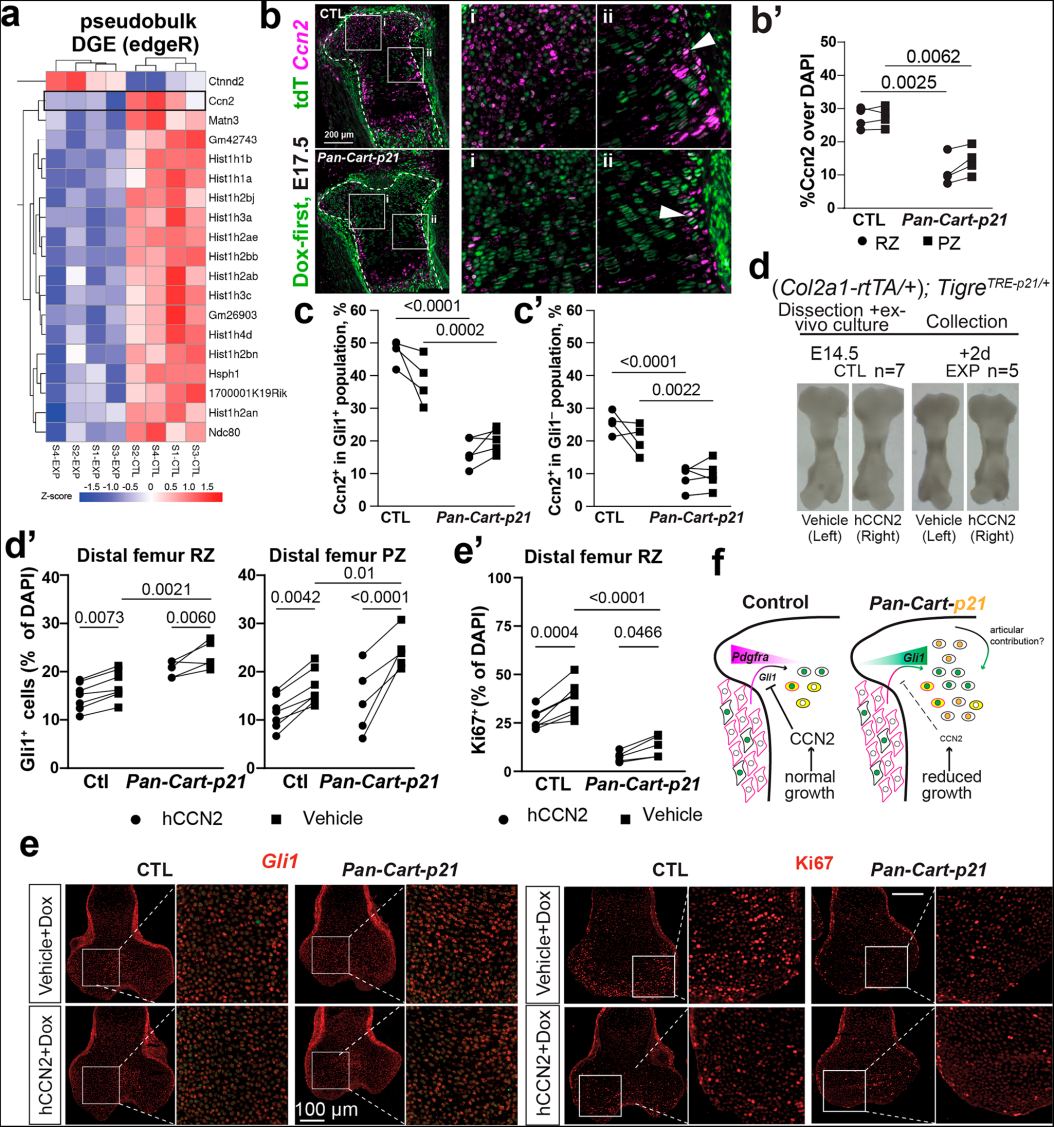
CCN2 impairs *Gli1* expression and proliferation in chondrocytes, and is downregulated in *Pan-Cart-p21*^*MOE*^ mice. **a** Pseudobulk Differential Gene Expression analysis of scRNA-seq data (seen as a heatmap) using edgeR. Representative images (**b**) and quantification (**b’**) of *Ccn2* expression (visualised by HCR). PZ, RZ, GoR: proliferative zone, resting zone, groove of Ranvier (separated from cartilage by dashed line). *n *= 5 Ctl, 5 *Pan-Cart-p21*^*MOE*^. Quantification of *Ccn2* expression in Gli1^+^ (**c**) and Gli1^−^ (**c’**) chondrocytes (*n* = 4 Ctl, 5 Exp). Ex vivo culture method (**d**, *Col2a1-rtTA* only present in EXP embryos) and representative images of *Gli1* or Ki67 staining (**e**); quantified in the indicated zones (**d’**, **e’**). *n* = 7 CTL, 5 EXP. Boxed regions are shown magnified on the sides. **f** Proposed model of how CCN2 is produced in specific cartilage zones limits *Gli1* expression in Pdgfra-derived chondrocytes during normal growth, whereas reduced CCN2 levels due to impaired growth in *Pan-Cart-p21*^*MOE*^ limbs lead to unrestricted *Gli1* activation in these cells, some of which become LLCPs. Note that the model includes the possibility that we have not specifically tested, that the articular region contributes cells that, in normal conditions, would give rise to the articular cartilage, not the growth plate.

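Fig. 7a shows 19 genes in S1 to S4, each library as *Pan-Cart-p21* MOE and control. The paper's text does not name which cells entered it, so the list was tested in each class. In all chondrocytes, 18 of the 19 genes were lower in *Pan-Cart-p21* MOE and 1 was higher. An adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was reached by 14 of the 19, an unadjusted p under 0.05 by 19, and an adjusted p under 0.05 adjusted over the list alone by 19. The study chose the list on these samples, so none of these counts is independent evidence. The number that passed was 18 with DESeq2, 19 with no filter on low counts, 6 with the fractions of a pool summed, 9 with looser cluster names (chosen after the data were seen) and 10 with the library as a block, the last without *Hist1h2bj*, *Hist1h3a*, *Hist1h2bb* and *Hist1h2an*. It fell to 5 and 6 without the *Pan-Cart-p21* MOE cells of S3 and S4, and to 6 without the control cells of S1. *Ccn2*, *Matn3*, *Hist1h1b*, *Hist1h2ae* and *Hist1h4d* passed in all 8 fits that each left out 1 pseudobulk. *Hist1h2ae* (chromosome 13, 23570517 to 23571220, minus strand) had a log2 fold change of −1.53 (SE 0.158, adjusted p = 0.00274 from edgeR, lower in 4 of 4 libraries). *Ndc80* (chromosome 17, 71496100 to 71526857, minus strand), a kinetochore gene, had a log2 fold change of −1.08 (SE 0.166, adjusted p = 0.0268 from edgeR, lower in 4 of 4 libraries). *Ndc80* did not pass without the *Pan-Cart-p21* MOE cells of S3 (adjusted p = 0.124) or S4 (0.146) or the control cells of S1 (0.109) or S2 (0.0571), and the range over its edgeR alternatives reached 0.261. The 5 genes that did not pass were *Hsph1*, *Hist1h1a*, *Gm26903*, *Gm42743* and *Ctnnd2*. The heat shock gene *Hsph1* (chromosome 5, 149614287 to 149636376, minus strand) had a log2 fold change of −1.20 (SE 0.230, adjusted p = 0.0631 from edgeR), and passed without the *Pan-Cart-p21* MOE cells of S1 (0.0329) or the control cells of S2 (0.0439, range over its alternatives 1.9e-16 to 0.352). *Hist1h1a*, *Gm26903* (an antisense gene) and *Gm42743* had log2 fold changes of −1.38, −1.05 and −1.58 (adjusted p = 0.0562, 0.0861 and 0.109 from edgeR).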

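*Ctnnd2* (chromosome 15, 30172593 to 31029341, plus strand), which encodes the catenin delta 2, was the gene of Fig. 7a that was higher in *Pan-Cart-p21* MOE chondrocytes, with a log2 fold change of 0.96 (SE 0.252, adjusted p = 0.176 from edgeR). Its level in the *Pan-Cart-p21* MOE cells of S1 was 62.1 CPM, against 27.2 to 30.9 CPM in the *Pan-Cart-p21* MOE cells of S2 to S4, and without them the log2 fold change was 0.68. Of the same list, 1 of 19 genes passed in all cells (*Hist1h3c*), 0 of 12 tested in resting chondrocytes and 5 of 19 in proliferative chondrocytes. Unadjusted p values were under 0.05 for 19, 12 and 19 genes in these classes. Adjusted over the list alone, 19, 12 and 19 genes passed. These counts are not independent evidence either, since the classes come from the libraries on which the list was chosen.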

Given the results above, and prior evidence that CCN2 orchestrates various signalling pathways to promote harmonised skeletal growth^32^, we hypothesised that CCN2 interferes with *Gli1* activation in CPs, so that downregulation of *Ccn2* facilitated the expansion of Gli1^+^ cells in the *Pan-Cart-p21*^*MOE*^ models. To test this possibility, we cultured fetal femurs of control and *Pan-Cart-p21*^*MOE*^ fetuses ex vivo (see Online methods) and treated them with human CCN2 (one femur from each embryo) or Vehicle (the other femur from each embryo) for ~2 days (Fig. 7d). As predicted, *Gli1* expression was found downregulated in treated samples—both Ctl and *Pan-Cart-p21*^*MOE*^—(Fig. 7d’). Moreover, Ki67 immunostaining was used to detect cycling cells, which were found to be diminished in treated samples (Fig. 7e, e’). In summary, we concluded that the expansion of the Gli1-lineage and the compensatory proliferation triggered by cartilage cell-cycle arrest were in part due to decreased CCN2 levels (Fig. 7f).

## Discussion

Elucidating the origin and regulation of the LLCPs is crucial to understanding the evolution of limb size and proportions, the factors that influence human height and the potential causes and treatments of skeletal dysplasias. In mice, postnatal CPs have been described that can self-renew and give rise to long columns of chondrocytes for most or the whole growth period^21,33,34^. However, given that at fetal and perinatal stages only short columns are generated^7^, it was unclear whether LLCPs are already present (albeit inactive) in the early cartilage, or they are formed later. In either case, we hypothesised that the system likely evolved with built-in robustness, such that transient developmental challenges may reveal regulatory details of the process. Following this approach, we found that fetal Gli1-derived chondrocytes expand in response to cell-cycle arrest in the cartilage and are required to compensate for this challenge (Figs. 1 and 2). We further found that Gli1^+^ cells give rise to LLCPs during normal growth (Fig. 3) and that chondrocytes arising from the Gli1-lineage in the last gestational week are critical for acquiring normal bone length in the hindlimb (Fig. 4). While bone length was significantly affected when Gli1-derived chondrocytes were ablated, the effect was somewhat mild. This was probably due to compensation after Dox clearance. We tried to test this possibility by providing Dox postnatally, but the rtTA that we used in our models did not get sufficiently activated. Of note, while we showed that the early cartilage anlage already contains Gli1^+^ quiescent CPs, our results also suggested that Gli1^+^ cells outside the initial cartilage anlagen contribute to the LLCP pool later, at least until birth (Fig. 5).

Interestingly, our single-cell RNA-seq analyses identified a continuous cluster including two resting chondrocyte populations and one of cells expressing markers of the groove of Ranvier (Supplementary Fig. 9b), with one of the resting populations within the Gli1^high^ subset being expanded at the expense of the groove-of-Ranvier one in *Pan-Cart-p21*^*MOE*^ samples (Supplementary Fig. 11a, b). It is important to note, however, that this approach is limited because the Gli1-lineage had to be separated by FACS instead of bioinformatically identified, because in the 10x approach, which is 3′ biased, both the tdTom and the p21 transgenes yield reads mapping mostly to WPRE, the RNA-stabilising sequence used in both alleles (Fig. 1b).

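The tdT+ cells of S1 (pool 1) and S3 (pool 2) were divided by whether a *Gli1* UMI was detected. *Gli1* was detected in 47.9% and 39.2% of the *Pan-Cart-p21* MOE and control cells of pool 1 and in 36.6% and 42.1% of those of pool 2, at 23.1, 22.9, 22.3 and 24.0 CPM. With every cell thinned to 5746 UMIs the shares were 13.4%, 12.8%, 14.6% and 14.0%, after leaving out 2, 5, 114 and 21 shallower cells. Detection in single cells thus says little about level, and it was also found in 14.8% of the thinned cells of the immune gene-led cluster 7 (median 20819 UMIs) and in 0 of 18 cells of the hypertrophic chondrocyte-like cluster (median 24435 UMIs). Resting chondrocyte-like cells made up 9 of 112 *Gli1*-detected *Pan-Cart-p21* MOE cells in pool 1 (8.04%, 95% exact binomial interval 3.74 to 14.7) and 8 of 94 control cells (8.51%, 3.75 to 16.1). In pool 2 they made up 24 of 244 *Pan-Cart-p21* MOE cells (9.84%, 6.40 to 14.3) and 6 of 117 control cells (5.13%, 1.91 to 10.8). The difference was −0.475 percentage points in pool 1 and 4.71 in pool 2, with a mean of 2.12 ± 3.66 (SD, *n* = 2 pools). The mean difference moved most at a clustering resolution of 0.5, to 8.52 ± 10.0 (SD) with a wider resting class, and was below 0 after thinning. With the stricter cell filter the differences were 5.09 and 5.68 points, with a mean of 5.38 ± 0.412 (SD). With at least 2 *Gli1* UMIs required they were 0.251 and 0.694 points, with a mean of 0.473 ± 0.314 (SD). Cluster 3, in which groove-of-Ranvier and osteoprogenitor markers mix, made up 25.9% (18.1 to 35.0) of *Pan-Cart-p21* MOE and 23.4% (15.3 to 33.3) of control cells in pool 1, and 14.8% (10.6 to 19.8) and 29.9% (21.8 to 39.1) in pool 2. Cluster 16 held 0 of 112 *Pan-Cart-p21* MOE cells in pool 1, with an upper limit of 3.24% (95% exact binomial interval), against 1.06% of control cells, and 0.410% against 3.42% in pool 2. The unnamed cluster 5 held 10.7% against 11.7% in pool 1 and 9.43% against 11.1% in pool 2. The intervals cover counting error only. The shares were not tested. An exact permutation test of 2 pools against 2 cannot reach 0.05, and a test based on a model was not run. Supplementary Fig. 11a uses the authors' own clusters and *Gli1* groups, so these shares have another denominator.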

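WPRE, listed in the files as a feature of its own, was compared in tdT- chondrocytes, in which the p21 allele alone would bring it. There *Pan-Cart-p21* MOE and control cells had 939 and 115 CPM in S2 (905 and 317 UMIs) and 1219 and 72.6 CPM in S4 (10389 and 243 UMIs). The log2 ratio was 3.02 in S2 and 4.07 in S4. In tdT+ chondrocytes, in which both alleles bring WPRE, the levels were 1146 and 589 CPM in S1 and 1831 and 472 CPM in S3. Over all 4 libraries WPRE stood at 1291 ± 401 CPM (SD, *n* = 4) against 317 ± 259 CPM after TMM scaling, a log2 fold change of 2.46 (SE 0.366, adjusted p = 0.0268 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 4 of 4 libraries). It did not pass without the *Pan-Cart-p21* MOE cells of S2 (adjusted p = 0.0529) or S3 (0.114), the control cells of S2 (0.0639), with the library as a block (0.0571) or without the fraction in the model (0.154, the largest over its alternatives in edgeR). The tdTom feature had far fewer UMIs in chondrocytes, 35 and 42 in S1 and 100 and 33 in S3, against 3 and 2 in S2 and 7 and 7 in S4. The endogenous p21 gene, *Cdkn1a* (chromosome 17, 29090976 to 29100727, plus strand), had a log2 fold change of 0.31 (SE 0.321, adjusted p = 0.830 from edgeR, higher in 3 of 4 libraries). With a pseudobulk left out, the change of *Cdkn1a* ranged from 0.015 to 0.72. Its *Pan-Cart-p21* MOE and control levels were 49.6 and 18.8 CPM in S1, 56.0 and 49.1 CPM in S2, 72.7 and 43.1 CPM in S3, and 69.2 and 100.4 CPM in S4.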

Regarding the origin of the Gli1^+^ CPs, our results suggested that some chondrocytes derive from stromal Pdgfra^+^ cells (Fig. 6), revealing a previously unknown source of chondrocytes. Moreover, we showed that these Pdgfra^+^ cells do not give rise to LLCPs during normal growth, but that they can become *Gli1*^*+*^ CPs (and maintain PDGFRA expression at least briefly) in response to cartilage challenge. This ‘facultative role’ would fit with the fact that *Pdgfra* loss in the developing limb does not have a major phenotype^35^. Future studies will address whether there is a chemoattractant signal emanating from the cartilage, capable of recruiting Pdgfra^+^ cells. Such a signal could have therapeutic potential if it could be exogenously provided to stimulate CP formation in situ, in a minimally invasive manner. In summary, our data support a model in which external cells contribute to the cartilage, but mostly form short-lived CPs, unless they switch their behaviour in response to a growth challenge. It is worth noting that previous studies used *Ctsk-Cre* to label most cells of the perichondrial groove of Ranvier, finding little^36^ to no^37^ contribution to the growth plate from P14 or P7 onwards, respectively. This aligns well with our finding that, in the absence of challenge, the Pdgfra-lineage almost did not contribute to the central growth plate from P14 onwards (Supplementary Fig. 8c).

Lastly, regarding the signalling changes operating in the challenged limbs, one of the first candidates we considered was the hedgehog signalling pathway, as *Gli1* is a hedgehog readout. In fact, the repair of large-scale rib fractures is another experimental paradigm in which cells surrounding the skeletal element (namely, a subpopulation of periosteal cells) are responsible for repair, and they do so in response to increased levels of sonic hedgehog^38^. 

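Of a list of 20 hedgehog pathway genes, 16 were tested in chondrocytes, with a mean log2 fold change of 0.04 (9 higher and 7 lower in *Pan-Cart-p21* MOE). The list did not pass in limma's camera (adjusted p = 0.731) or fry (adjusted p = 0.798). Its mean was between −0.09 and 0.19 over 23 alternatives and passed in none of them. In edgeR's quasi-likelihood test, 0 of the 16 genes passed the adjusted threshold and 1 was under 0.05 unadjusted. Adjusted over the list alone, 0 passed, with a lowest adjusted p of 0.348 in edgeR. The gene under 0.05 unadjusted was *Disp1* (chromosome 1, 183086266 to 183221522, minus strand), with a log2 fold change of −0.46 (SE 0.204, adjusted p = 0.497 from edgeR, lower in 4 of 4 libraries). The *Pan-Cart-p21* MOE cells of S4 stood apart from the other *Pan-Cart-p21* MOE cells for *Disp1*, and without them its log2 fold change was −0.71. *Gli1* (chromosome 10, 127329882 to 127341974, minus strand) had a log2 fold change of 0.33 (SE 0.226, adjusted p = 0.704 from edgeR, higher in 3 of 4 libraries). With a pseudobulk left out, the change of *Gli1* ranged from 0.14 to 0.44. *Ptch1* (chromosome 13, 63508328 to 63573598, minus strand), a hedgehog receptor and target gene, had a log2 fold change of −0.09 (SE 0.0915, adjusted p = 0.830 from edgeR).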

In our case, however, differential gene expression and cell-cell communication analyses did not point to the hedgehog pathway, but showed that CCN2 levels were decreased in response to cartilage cell-cycle arrest (Fig. 7, Supplementary Fig. 9c). Subsequently, we showed that excess CCN2 impairs *Gli1* expression, chondrocyte proliferation and growth plate cytoarchitecture (Fig. 7 and Supplementary Fig. 10), leading us to propose a model in which CCN2 acts as a negative feedback signal (Fig. 7f). In this model, CCN2 levels reflect the growth status of the cartilage, such that reduced growth output leads to decreased CCN2 and thus increased number of Gli1^+^ CPs, therefore unleashing long-term bone growth potential. Future studies will focus on elucidating how growth status is linked to CCN2 levels, and how CCN2 and additional factors could be used to convert stromal cells into Gli1^+^ LLCPs, which could provide new avenues to stimulate cartilage regeneration in situ.

## Methods

### Animal models

The use of animals in this study was approved by the Monash Animal Research Platform animal ethics committee at Monash University. All mouse strains were outbred to a SwissWebster background for multiple generations before being used in the presented experiments. Females were bred from 7 weeks of age onwards and limited to 8 litters. Males were bred from 8 weeks of age onwards and to a maximum of 70 weeks of age. Mice were kept in individually ventilated cages (IVC), in rooms with a 12 h light cycle (6 am to 6 pm), at 22-24 °C and 40–60% humidity.

#### Unilateral p21 misexpression model

The *Pitx2-ASE-Cre* (aka *Pitx2-Cre*) mouse line, obtained from Prof. Hamada^9^, was crossed with the *Col2a1-rtTA* mouse line, obtained from Karen Posey^10^ and then inter-crossed to generate *Pitx2-Cre/Cre; Col2a1-rtTA* mice. In some experiments, a *Col2a1-eCFP* allele^39^ was also included (a kind gift from David Rowe). Genotyping was performed as described previously^11^. The *Tigre*^*Dragon-p21*^ mouse line was previously described^11,15^. Experimental and control animals were generated by crossing *Pitx2-Cre/Cre; Col2a1-rtTA/+* females with *Tigre*^*Dragon-p21/Dragon-p21*^ males (i.e. homozygous for the conditional misexpression allele). The separation of control and experimental animals was based on the rtTA genotype. Pregnant females were administered doxycycline hyclate (Sigma) in water (1 mg/kg with 0.5% sucrose for palatability) from E12.5 until collection (or until birth). The day of vaginal plug detection was designated as E0.5, and E19.5 was referred to as P0.

#### Multi-colour lineage tracing

*Gli1*^*CreER/CreER*^ female mice^40^ were obtained from Bryce Vissel and time-mated with *R26R*^*RGBow/RGBow*^ male mice (obtained from Tobias Merson). The day of vaginal plug detection was referred to as E0.5, and E19.5 as P0. Pregnant females were administered Tamoxifen (Sigma, stock at 20 mg/ml in corn oil) by oral gavage (180 µg/g) at E12.5 (Experiment 1) or E13.5 (Experiment 2). Mouse embryos were collected at E14.5, E16.5, P0, P1, P14, P30 (Experiment 1) or E14.5, E15.5, E17.5, P0, P1, P14, P30 (Experiment 2). Limbs were dissected and fixed in 4% paraformaldehyde for 2 d at 4 °C. Decalcification was performed on P14-P30 samples by immersing them in 0.45 M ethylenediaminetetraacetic acid (EDTA) in PBS from 10–14 days at 4 °C.

#### Pulse of nuclear Green Lantern expression in cartilage

*Gli1*^*CreER/CreER*^*; Tigre*^*TRE-nGL/TRE-nGL*^ female mice were time-mated with *Col2a1-rtTA/+*; *R26*^*LSL-tdTom/LSL-tdTom*^ male mice. Experimental set 1: Pregnant females were administered Dox in drinking water and Dox food (Specialty feeds SF08-026, 600 mg/Kg) from E12.5-E13.5. Tamoxifen was administered by oral gavage (180 µg/g) at E13.5. Mouse embryos were collected at E14.5, E17.5, P0, P14, P21. Experimental set 2: like set 1, except that Dox was given from E17.5–E18.5, and offspring was collected at P0, P14, P21 and P30. Experimental set 3: Like set 2, except that Dox was given from E12.5–E18.5, and offspring collected at P14. Limbs processed as above.

#### Lineage tracing combined with p21 expression in all cartilage elements

*Gli1*^*CreER/CreER*^ females were crossed with *Col2a1-rtTA/+; Tigre*^*TRE-p21/TRE-p21*^*; R26*^*LSL-tdT/LSL-tdT*^ males (described in refs. ^15,17^). Pregnant females were given Dox food and water, plus tamoxifen (180 µg/g orally), at the stages described in the main text. To trace other lineages, *Pdgfra*^*CreER*^ females^25^ (a kind gift from Brigid Hogan) were used instead of *Gli1*^*CreER*^ ones (tamoxifen 100 µg/g). *Pdgfra*^*H2B-EGFP*^ mice^41^ were a gift from Philippe Soriano.

#### Ablation of Gli1-derived chondrocytes

*Gli1*^*CreER/CreER*^*; Tigre*^*Dragon-aDTA/Dragon-aDTA*^ females were crossed with males bearing one copy of the *Col2a1-rtTA* allele, with (Fig. 2) or without (Fig. 4) two copies of the *Tigre*^*TRE-p21*^ allele. Of note, ablation could not be sustained postnatally in Fig. 4 experiment due to insufficient activity of *Col2a1-rtTA*, raising the possibility that partial compensation had taken place postnatally.

#### Unilateral Ccn2 misexpression model

The *Pitx2-Cre* mouse line was crossed with the *Col2a1-tTA* one that we previously described^11^, and then inter-crossed to generate *Pitx2-Cre/Cre; Col2a1-tTA* mice. The *Tigre*^*Dragon-Ccn2*^ mouse line was previously described^15^. Experimental and control animals were generated by crossing *Pitx2-Cre/Cre; Col2a1-tTA/+* females with *Tigre*^*Dragon-Ccn2/Dragon-Ccn2*^ males (i.e. homozygous for the conditional misexpression allele). The separation of control and experimental animals was based on the tTA genotype. Pregnant females were not given Doxycycline to allow for tTA activity from the onset of chondrogenesis.

#### Generation of G4 mouse embryonic stem cells with Tigre docking site

A TIGRE docking site targeting vector (a gift from Hongkui Zeng via Addgene plasmid #61580; http://n2t.net/addgene:61580; RRID:Addgene_61580) was electroporated by Monash Genome Modification Platform into G4 mESCs (a gift from Andras Nagy) to generate an ESC line (MG36) with a docking site in the *Tigre* (*Igs7*) locus, amenable to Flp-mediated cassette exchange. 192 individual clones were picked after 6 days of G418 selection. Out of the 96 analysed clones, 21 were positive by Southern hybridisation with both 5′ and 3′ probes. After reanimation, these clones were analysed again by Southern hybridisation; 8 positive clones were further characterised by Southern hybridisation using internal neo probe (3 restriction digestions); 7 clones (#9, 13, 17, 32, 56, 61, 62) showed single integration. After sequencing, all positive clones were found to have the correct sequence at F5 and F3 mutant FRT sites. 4 clones were karyotyped: clones #56 and 62 are 100% euploid metaphase, whereas clone#32 was 87% euploid, and clone#9 was 80% euploid.

#### Generation of TigreTRE-nucGreenLantern

AR157 vector, containing a TRE-H2B-GreenLantern and a PGK-Hygro resistance split gene (N-half) flanked by FRT sites, was generated by VectorBuilder (Supplementary Fig. 6a). The vector also contained a Polylox cassette^42^ downstream of the GreenLantern, but this feature was not used in this study. This vector was then used by Monash Genome Modification Platform for Flp-mediated cassette exchange (Supplementary Fig. 6a) into clones #56, 62 and 32 of *Igs7-*targeted G4 ES cells (MG36, see above). Thirty micrograms pCAG-FlpO-IRES-Puro + 10 µg AR157, mixed with 0.8 ml of ESC suspension at ~1 × 10^7^/ml and transferred to a 4 mm cuvette. After incubation at room temperature for 5 min, electroporated by applying a single pulse (an exponential decay pulse at 250 V, 500 µF capacitance or a square wave pulse at 250 V, 5 ms duration) followed by 5 min at RT, then added into a 10-cm dish pre-coated with MEFs. Two electroporation (one exponential decay pulse and one square wave pulse) per clone was performed. One day after transfection, transfection efficiency was checked under the fluorescent microscope, and drug selection was started (150 µg/ml hygromycin). At 4 days after transfection, selection was changed to hygromycin 100 µg/ml. At 6 days after transfection, we picked up 4 clones from each parental clone (#56-1 to 4, #62-1 to 4, #32-1 to 4) to MEF-coated 24-well plates. These clones were genotyped by 5′-GT PCR, 3′-GT PCR and TRE-GL specific PCR (see Table 1). All clones were correctly targeted (Supplementary Fig. 6b). Clones #62-1, 62-2, 56-1 and 56-2 were used for two sessions each of blastocyst microinjection. Males ET6 (clone 62-1, 85% chimera), ET28 (clone 62-2, 85% chimera), ET51 (clone #56-1, 80% chimera), ET59 (clone #56-2, 80% chimera) were selected for breeding to the next generation. One of these lines was crossed with *Gli1*^*CreER*^ animals to establish the *Gli1*^*CreER*^*; Tigre*^*TRE-nGL*^ lines. Six additional highly chimeric males were kept as back-up breeders.

**Table 1:** Primers used for genotyping of the new targeted lines

ES1 5′-GT PCR (245 bp) 64 °C	
MG36 5′-GT step2 up	CGACCTCTAGAAGTAAGCTTTGAGC
MG36 5′-GT step2 down	CCTCCCCTGGCACAACGTAA
**ES1 3′-GT PCR (449 bp) 64 °C**	
MG36 3′-GT step2 up	ATCTTAGCCAGACGAGCGGG
MG36 3′-GT step2 down	AATGACCGCTGTTATGCGGC
**TRE-GL GT PCR (448 bp) 62 °C**	
TRE-GL GT up	GTGAACCGTCAGATCGCCTG
TRE-GL GT down	TGGATCCTTAGCGCTGGTGT

### Single-nuclei and single-cell RNA-seq and analysis

#### Single-nuclei RNA-sequencing of the unilateral p21 model

*Pitx2-Cre/Cre; Col2a1-rtTA/+; Col2a1-eCFP/+* females were crossed with *Tigre*^*Dragon-p21/Dragon-p21*^ males and given Dox (1 mg/ml in drinking water with 0.5% sucrose) at E12.5. The knee region (obtained via orthogonal cuts from the hypertrophic region of the distal femur to the hypertrophic region of the proximal tibia in skinned hindlimbs) of E16.5 Left and Right limbs from uCtl and *Left-Cart-p21*^*MOE*^ samples (2 embryos of each genotype) were collected in DMEM with 10% DMSO and 5% calf serum, stored in a MrFrosty (ThermoFisher) at 4 °C for 10 min and then transferred to −80 °C overnight. Tissue lysis and nuclei isolation were done as described by L.G.M. in https://www.protocols.io/view/frankenstein-protocol-for-nuclei-isolation-from-f-5jyl8nx98l2w/v2, in two batches of four samples each (left and right knees from one control and one experimental embryo). Once ~5000 nuclei per sample were collected, we proceeded immediately with the 10x Genomics Single Cell Protocol (https://www.10xgenomics.com/support/single-cell-gene-expression/documentation/steps/library-prep/chromium-single-cell-3-reagent-kits-user-guide-v-3-1-chemistry), minimising the time between nuclei preparation/sorting and chip loading. One chip per batch was used (4 channels in each case, to load left and right samples from one control and one experimental embryo). The libraries were sequenced twice on Novaseq (800 million clusters/read pairs each time, which, when combined, amounted to ~40,000 reads per nucleus across the 8 samples).

Following sequencing, fastq reads were mapped against a custom reference that combined Mus musculus (GRCm38) with transgenic genes (tdTomato, ECFP, and WPRE) using CellRanger (v7.1.0). The resulting aligned reads were analysed via R (4.0.2). Seurat (v.4.2.1) and R/Bioconductor SingleCellExperiment packages were used to generate count matrices. For each sample, the mean of unique molecular identifiers (UMIs) (nCounts) was calculated and used as a threshold to exclude empty droplets. Filtering was manually done according to the nCount and the number of genes. DoubletFinder (v2.0.3) was used to remove the expected doublets in each sample. Harmony R package (v 0.1.0) was also used to mitigate batch effects, and subsequently, the data were consolidated into a single Seurat object.

To identify the appropriate resolution, Clustree v 0.5.0 and Cluster Correlation analysis were used. Visual representation of cluster assignments for individual cells was achieved within a reduced-dimensional space using UMAP. To pinpoint the differentiation marker genes in the specific cluster as compared to the remaining clusters, the Wilcoxon Rank-Sum Test was used. This analysis was conducted using the ‘FindAllMarkers’ function within Seurat (v.4.2.1), *p* value < 0.05 and only.pos = T, and a log-fold change threshold of 0.1. To identify the cell type annotation, the clusters were mapped with published mouse single-cell hindlimb data^43^. In addition, previously reported cellular biomarkers and Gene Ontology (GO) annotations were utilised to annotate the cell clusters.

### Single Cell RNA-sequencing

#### Sample preparation, collection, and sequencing

Female *Gli1*^CreER/CreER^ mouse was crossed with *Col2a1-rtTA; Tigre*^*TRE-p21/TRE-p21*^; *R26*^*LSL-tdT/LSL-tdT*^ male. At E12.5, the pregnant mouse was administered with doxycycline in drinking water (1 mg/ml with 0.5% sucrose) and food, and Tamoxifen was orally gavaged (120 μg/g) at E13.5. At E14.5, the embryos were carefully dissected. Initially, the sex and rtTA genotyping were determined using PCR-based quick genotyping and hindlimbs were then meticulously dissected.

Afterwards, the tissue underwent treatment with Accumax on a rocker at 31 °C for 25 min (Supplementary Fig. 3a) and every 10 min, the samples were gently shaken. The supernatant was carefully transferred into a tube and placed on ice for preservation, while the cartilaginous portions were exposed to Collagenase B (5 mg/ml; Sigma) for ~90 min at 37 °C in a water bath (pipetted every 20 min). To stop collagenase activity, we then added 700 µl of cold DMEM + 20% FBS for each tube. We then incorporated outer and inner supernatants, and the samples were resuspended in 20 volumes of 1x RBC lysis buffer (including NH_4_Cl, NaHCO_3_, and EDTA) and incubated for 10 min at room temperature on a rocker. The cells were then centrifuged at 500 g for 5 min at 4 °C and the cell pellet was then suspended in 900 µl of PBS + 0.05% BSA. After re-washing, the cells were resuspended in 400 µl of PBS + 0.05% BSA. Lastly, the cell suspension was filtered through 40-μm Flowmi® Cell Strainers and cells were stained with DAPI (0.05 µg/ml) and transferred into Falcon™ Round-Bottom Polypropylene (Fisher Scientific). The tdT^+^ and tdT^−^ cells were sorted using flow cytometry (nozzle size of 100 µm, operating at a PSI of 20 and a BOP of 223).

In total, two experimental males (EM), two control males (CM), two control females (CF), and only one experimental female (EF) were used. The cells were counted by an automated cell counter (ThermoFisher) using trypan blue staining and all samples exhibited >90% cell viability. Then, the cell suspensions were centrifuged at 500 g for 5 min at 4 °C to reduce the final volume. The samples (S) were then multiplexed based on sex and conditions. Specifically, for S1, EM^tdt+^ (Experimental Male) and CF^tdt+^ (Control Female) cells were multiplexed, totalling 7500 cells. For S2, EM^tdt-^ and CF^tdt-^ cells were multiplexed, amounting to 25,000 cells (at a concentration of 1000 cells/µl with a volume of 25 µl). In S3, EF^tdt+^ and CM^tdt+^ cells were multiplexed, totalling 5700 cells. Finally, in S4, EF^tdt-^ and CM^tdt-^ cells were multiplexed, comprising 24,000 cells. Subsequent steps followed the 10X Genomics protocol (https://www.10xgenomics.com/support/single-cell-gene-expression/documentation/steps/sample-prep/single-cell-protocols-cell-preparation-guide).

The libraries were prepared using Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 (10X Genomics) according to the manufacturer’s directions and then sequenced on Illumina (~833 million clusters/read pairs each time) with a length of 100 bp. All cDNA libraries passed quality control thresholds (refer to the GSE File).

#### scRNA-seq preprocessing

The fastq files were aligned against a custom reference comprising *Mus musculus* (GRCm38; obtained from 10X Genomics) along with transgenic genes (tdTom, CreERT2, and WPRE) using CellRanger (v7.2.0). In total, more than 98.2% of Reads Mapped to Genome and 25,190 genes were detected, as well as transgenes. 

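The deposited counts list 32288 features, of which 32285 carry Ensembl identifiers and the other 3 are the transgenes. At least 1 UMI was counted for 23738, 22497, 24539 and 25190 features in S1 to S4. The GRCm38 annotation used here holds 32235 of the Ensembl identifiers and gives 31440 of them the same symbol as the deposited files.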

To remove ambient RNA contamination, CellBender V 0.3.0 was used. The expected number of genuine cells and total droplets were estimated based on the CellRanger output, using the Raw_feature_bc_matrix.h5 file as input. Identified UMIs were then mapped and subset from the Seurat object generated by the filtered feature barcode matrix file. DoubletFinder (v2.0.3)^44^ was then used to remove expected doublets in each sample, with pK calculated separately for each sample. Then the cells with low nCount_RNA and nFeature_RNA were filtered out.

#### Testing for differences in cell type proportions

To analyse the distinct cellular compositions among conditions, the propeller test available in the speckle R (v.0.0.1, accessible at https://github.com/Oshlack/speckle) was employed. The groups were classified with a false discovery rate (FDR) of ≤0.1 as indicative of notable variations in cell types.

#### MultiNicheNet

To investigate cell-to-cell communication, MultipleNichenet (version 1.0.0)^30^ was used. The Seurat object was first converted to a SingleCellExperiment (SCE), and all genes were mapped using the alias_to_symbol_SCE function to ‘mouse’. A cutoff point of min_cells = 10 was used, and differentially expressed genes were calculated using the get_DE_info function. The following parameters were applied: logFC_threshold = 0.5, p_val_threshold = 0.05, fraction_cutoff = 0.05, and empirical_pval = TRUE. To achieve more robust results and minimise cluster dropouts caused by a low number of cells, some subclusters were merged. Ligand-receptor interactions were identified via the ‘multi_nichenet_analysis’ function, and the results were visualised using MultiNicheNet’s built-in functions^30^.

#### SCENIC analysis

SCENIC (v1.2.4)^12^ was used to assess gene regulatory network activities in each cell population. For snRNA-seq data, pySCENIC^45^ was employed and outputs were manually imported into SCENIC in R. A co-expression network was generated using the GENIE3 function, and the Area Under the Curve (AUC) was calculated with AUCell. The AUC values were normalised to a range of 0 to 1 for each regulon and regulon scores were obtained using the ‘get_AUC’ function. To assess regulon activity changes, *t*-tests and Wilcoxon tests were performed within each cluster, and one-way ANOVA was used to evaluate the regulon activity across conditions.

#### MiloR

To identify differential cell states, the Seurat object was subset to include only Gli1^+^ cells and split by ‘ETP’ and ‘CTP’ status, and then we used the miloR (https://github.com/MarioniLab/miloR) package (v1.6.0)^46^. A k-nearest neighbour graph (*k* = 30, *d* = 20) was constructed based on PCA-reduced dimensions. Neighbourhoods were generated, and the number of cells in each neighbourhood was counted. A design matrix incorporating experimental conditions, cell lineage, and sample metadata was created for differential analysis. Neighbourhood distances were calculated using PCA reductions and log-transformed count data. Differential analysis of these distances was performed with testNhoods, and the results were visualised based on SpatialFDR values. UMAP-based dimensionality reduction was visualised using the plotReducedDim function, with cells coloured by ETP and CTP and labelled by cell type.

### Pseudobulk approach

We used pseudobulk approaches to ascertain gene expression profiles across three distinct conditions in snRNA-seq and in single-cell RNA-seq. Gene expression counts were aggregated within each combination of individuals, and the linear modelling approach from the Limma R package (v.3.64.0) was employed to incorporate our experimental design into the differential analysis. The pseudobulk gene expression matrix was generated using the Seurat2PB function, specifying ‘sample’ and ‘type’ parameters to define the sample identifiers and cluster types. The TMM method in edgeR (v.4.6.1) was used to compute normalisation factors. Differential gene identification was performed with a significance threshold of raw p < 0.05. Heatmaps were generated to visualise differential expressions, using the pheatmap (v.1.0.12) in R (4.0.2).

### EdU/CldU incorporation and detection

A solution of 5-Ethynyl-2′-deoxyuridine (EdU) was prepared at 6 mg/ml in phosphate-buffered saline (PBS). This solution was administered at a dose of 60 µg/g, subcutaneously (s.c.) for pups and 30 µg/g intraperitoneally (i.p.) for pregnant females, 1.5 h before euthanizing the mice (or several days earlier for pulse-chase experiments). To detect EdU, a click chemistry reaction with fluorescein-conjugated azide (Lumiprobe #A4130) was performed once the immunohistochemistry and/or TUNEL staining were completed on the same slides. Briefly, the working solution was prepared in PBS, adding CuSO_4_ (Sigma # C1297) to 4 mM, the azide to 0.4 µM and freshly-dissolved ascorbic acid (Sigma #A0278) to 20 mg/ml, and incubating the sections for 15 min at room temperature in the dark, followed by PBS washes. When used, 5-chloro-2′-deoxyuridine (CldU) was prepared at 6 mg/ml in PBS, and injected s.c. to pups (60 µg/g), 1.5 h before euthanising the pups. To detect both EdU and CldU, after the first EdU click reaction (as above), a second click reaction was performed with a different azide: azidomethyl phenyl sulphide (AMPS, 2 mM final concentration) to block access to EdU alkyne. Sections were incubated for 15 min at room temperature in the dark, followed by 1x PBS wash and 1x PBSTx (0.1%) wash. Then, sections were blocked with 5% goat serum in PBSTx 0.1% for 5 min at room temperature and incubated with anti-CldU 1/500 (rat monoclonal BU1/75 (ICR1), Abcam ab6326) in 5% goat serum in PBSTx 0.1% for 2 h at room temperature, followed by PBSTx (0.1%) washes. Anti-rat secondary antibody diluted 1/500 in PBS with DAPI was incubated for 1 h at room temperature. The sections were washed by PBSTx (0.1%) and mounted with Fluoromount.

### Sample collection and histological processing

Mouse embryos were euthanized using hypothermia in cold PBS, while mouse pups were euthanized by decapitation. Upon collection of the embryos or pups, the limbs (including full tibiae and/or femora) were carefully dissected out in cold PBS, skinned, and fixed in 4% paraformaldehyde (PFA) for 2 days at 4 °C. Samples of P1 or younger were processed without decalcification. For P3, P5, and P7 samples, decalcification was performed by immersing the specimens in 0.45 M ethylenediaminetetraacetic acid (EDTA) in PBS for 3, 5, and 7 days, respectively, at 4 °C. Following several washes with PBS, the limb tissues were cryoprotected in PBS containing 15% sucrose and then equilibrated in 30% sucrose at 4 °C until they sank. The hindlimbs were then oriented sagittally, facing each other, with the tibiae positioned at the bottom of the block (closest to the blade during sectioning) and embedded in Optimal Cutting Temperature (OCT) compound using cryomolds (Tissue-Tek). The specimens were frozen by immersing them in dry-ice-cold iso-pentane (Sigma). Serial sections with a thickness of 7 µm were collected using a Leica Cryostat on Superfrost slides. The sections were allowed to dry for at least 30 min and stored at −80 °C until further use. Prior to conducting histological techniques, the frozen slides were brought to room temperature in PBS, and the OCT compound was washed away with additional rounds of PBS rinses.

### Ex vivo culture

The culture medium was prepared by mixing 200 μL penicillin/streptomycin (10,000 U/ml) with 48.9 ml high-glucose DMEM, 500 μL Glutamax, 100 mg BSA, 2.5 mg ascorbic acid, and 400 μL β-glycero-phosphate, then filtered through a 0.2-μm filter. E14.5 embryos were dissected and transferred to pre-warmed media under a tissue culture hood. Each hindlimb was placed in cold Accumax and then digested at 31 °C for at least 35 min. The samples were then put on ice, and the tibia and femur were dissected individually. Limbs were cultured in 48-well plates with 500 μL of media at 37 °C in a 5% CO_2_ incubator for approximately 2 h before initiating treatment. For the treatment, human recombinant CCN2 (Peprotech, 17840573) was used. One limb from each pair was treated with 100 ng/ml of CCN2 + Doxycycline, while another set received Doxycycline + Vehicle (1% BSA in Saline). After 2 days, the limbs were treated with 10 µM EdU for 1 h before fixation in PFA.

### Micro-CT and bone length analysis

The micro-CT and bone length analysis was as previously described^47^. Briefly, samples were retained and fixed in 4% PFA as residual tissues from other experiments in the Rosello-Diez lab. Whole femora and humeri were scanned using a Siemens Inveon PET-SPECT-CT small animal scanner in CT modality (Monash Biomedical Imaging). The scanning parameters included a resolution of 20 and 40 µm, 360 projections at 80 kV, 500 µA, 600 ms exposure with a 500 ms settling time between projections. Binning was applied to adjust the resolution to 2 × 2 for 20 µm scans and 4 × 4 for 40 µm scans. The acquired data were reconstructed using a Feldkamp algorithm and converted to DICOM files using Siemens software. For the analysis and bone length measurements, Mimics Research software (v21.0; Materialize, Leuven, Belgium) equipped with the scripting module was utilised to develop the analysis pipeline^47^.

### Immunohistochemistry and TUNEL staining

For antigen retrieval, the sections were subjected to citrate buffer (10 mM citric acid, 0.05% Tween 20 [pH 6.0]) at 90 °C for 15 min. Afterward, the sections were cooled down in an ice water bath, washed with PBSTx (PBS containing 0.1% Triton X-100). To perform TUNEL staining, the endogenous biotin was blocked using the Avidin/Biotin blocking kit (Vector #SP-2001) after antigen retrieval. Subsequently, TdT enzyme and Biotin-16-dUTP (Sigma #3333566001 and #11093070910) were used according to the manufacturer’s instructions. Biotin-tagged DNA nicks were visualised using Alexa488- or Alexa647-conjugated streptavidin (Molecular Probes, diluted 1/1000) during the incubation with the secondary antibody.

For immunohistochemistry staining, sections were incubated with the primary antibodies prepared in PBS for either 1.5 h at room temperature or overnight at 4 °C (see list of antibodies below). Following PBSTx washes, the sections were incubated with Alexa488-, Alexa555-, and/or Alexa647-conjugated secondary antibodies (Molecular Probes; diluted 1/500 in PBSTx with DAPI) for 1 h at room temperature. After additional PBSTx washes, the slides were mounted using Fluoromount™ Aqueous Mounting Medium (Sigma). The antibodies used, along with their host species, vendors, catalogue numbers, and dilutions, were as follows: mCherry (goat polyclonal, Origene Technologies #AB0040-200, diluted 1/500), BrdU/CldU (rat monoclonal BU1/75 (ICR1)), Abcam #ab6326 diluted 1/500, GFP (chicken polyclonal, Abcam #ab13970, diluted 1/1000), nanoGFP (alpaca, monoclonal, Chromotek #gb2AF488-50 diluted 1/300), Ki67 (rat monoclonal (SolA15), ThermoFisher #14-5698-82 diluted 1/100), mKate2 (camel monoclonal 1H7, Abnova #RAB00798, diluted 1/100), PDGFRA (goat polyclonal, R&D # AF1062, diluted 1/100).

### In situ hybridisation

To perform in situ hybridisation, sections were fixed in 4% PFA for 20 min at room temperature, washed in PBS, and treated with 4 µg/ml Proteinase K for 15 min at 37 °C. After washing in PBS, the sections were refixed with 4% PFA, followed by 10-min treatment at room temperature with 0.25% acetic anhydride (Sigma #320102) freshly added to 0.1 N pH 8 triethanolamine (Sigma #90279). Subsequently, the sections were washed in PBS and water and incubated with prehybridization buffer (50% formamide, 5x SSC pH 5.5, 0.1% 3-[(3-Cholamidopropyl)dimethylammonio]-1-propanesulfonate (CHAPS), 0.05 mg/ml yeast tRNA, 0.1% Tween 20, 1x Denhardt’s) at 60–65 °C for 30 min. The sections were then incubated with 1 µg/ml preheated riboprobes and subjected to hybridisation at 60–65 °C for 2 h. Post-hybridisation washes were performed using post-hybridisation buffer I (50% formamide, 5x pH 5.5 SSC, 1% SDS) and II (50% formamide, 2x pH 5.5 SSC, 0.2% SDS) preheated at 60 °C for 30 min, respectively. The sections were then washed with maleic acid buffer (MABT: 100 mM maleic acid, 150 mM NaCl, 70 mM NaOH, 0.1% Tween 20) and blocked with 10% goat serum, 1% blocking reagent (Roche #11096176001) in MABT at room temperature for 30 min. Next, the sections were incubated overnight at 4 °C with anti-digoxigenin-AP (Sigma #11093274910) diluted 1/4000 in MABT with 2% goat serum and 1% blocking reagent. After several MABT washes, the sections underwent 2 washes with NTMT/AP buffer (0.1 M Tris-HCL pH 9.5, 0.1 M NaCl, 0.05 M MgCl_2_, 0.1% Tween 20), with the second one containing 1 mM levamisole and then developed colour using BM purple (Roche #11442074001) at 37 °C. Following a wash in PBS, the sections were fixed for 10 min in 4% PFA, counterstained with Nuclear Fast Red (Sigma #N3020) at room temperature for 10 min, and rinsed in water. Dehydration was performed by passing the sections through 70%, 90% ethanol, absolute ethanol, and xylene. Finally, the sections were mounted with DPX (Sigma #100579).

Most slides were imaged with a Zeiss Imager Z2 equipped with a colour camera. The *Pdgfra* developmental series was imaged with a Hamamatsu Nanozoomer at 40×. Images were exported with NDPView software.

### Hybridisation chain reaction (HCR)

The slides were thawed for 20 min in RNAse-free PBS (DPBS; GIBCO, Invitrogen, LOT: 866200), then rinsed twice with DPBS and fixed in ice-cold 4% PFA for 15 min at 4 °C. The samples were then dehydrated by being immersed in 50% ethanol, 75% ethanol, and 100% ethanol for 5 min at RT. The slides were washed with DPBS. A total of 200 µl/slide of probe hybridisation buffer was added to the sample and incubated for a minimum of 10 min at 37 °C. After draining the excess buffer, 95 µl/slide of probe solution at a final concentration of 16 nM were added to the slide and the incubation was carried out for at least 12 h.

To remove excess probes, slides were sequentially washed for 15 min each with 75%, 50%, and 25% probe wash buffer (diluted in 5× SSCT), followed by a final wash with 100% 5× SSCT. Following these steps, the slides were immersed in 100% 5x SSCT for 5 min at room temperature. The amplification stage was initiated by adding 200 µl/slide of amplification buffer on top of the sample, and the samples were pre-amplified in a humidified chamber for 30 min at room temperature. Meanwhile, 6 pmol of hairpin h1 and 6 pmol of hairpin h2 were separately prepared by snap cooling 2 µl of a 3 µM stock (heated at 95 °C for 90 s and cooled to room temperature in a dark drawer for 30 min). Each hairpin was added to 100 µl/slide of amplification buffer at room temperature. After removing the pre-amplification solution from the slides, 98 µL of the hairpin solution was added on top of the samples, and incubation was carried out for a minimum of 12 h in a dark, humidified chamber at room temperature. Subsequently, the slides were subjected to twice washing with 5x SSCT at room temperature for 30 min. Finally, the samples were washed for 5 min with 5x SSCT at room temperature. Following these, the slides were allowed to dry and then mounted using antifade mounting reagent (Fluoromount-G™ Mounting Medium, Cat: 00495802, USA).

### Imaging

Sagittal sections of the limbs were captured, with a focus on the area between the distal femora and proximal tibiae. Typically, at least two sections per limb were analysed, although in most cases, four sections were examined. In the case of cultured distal femora, frontal sections were used as they provided better identification of the different epiphyseal regions. To determine the boundaries of the resting zone (RZ), proliferative zone (PZ) and hypertrophic zone (HZ), morphological criteria were applied. The RZ was considered to include the articular region (except the outer-most two cell layers) at the stages before a SOC exists. The transition between round (resting) and flat (columnar) nuclei, forming an arch along the upper point of the grooves of Ranvier, was considered as the start of the PZ. On the other hand, the transition towards larger, more spaced nuclei (pre-hypertrophic) marked the end of the PZ. The point where the pericellular matrix exhibited a sharp reduction around enlarging chondrocytes was designated as the beginning of the HZ. The distal end of the last intact chondrocyte served as the endpoint of the HZ. For imaging, bright-field and fluorescence images were acquired using a Zeiss inverted microscope (Imager.Z1 or Z2) equipped with Axiovision software (Zeiss/ZenBlue). Mosaic pictures were automatically generated by assembling individual tiles captured at 10× magnification for bright-field images or 20× magnification for fluorescence images.

### Image analysis and quantification

The regions of interest, such as resting, proliferative and hypertrophic zones (RZ, PZ, HZ) and the SOC, were identified from imaged sections of the multiple models (left and right; experimental and control proximal tibial cartilage). Consistent parameters such as brightness, contrast, filters and layers were kept the same for all the images in the same study.

### Cell-count analysis

The RZ and PZ were identified and segmented from sections stained for DAPI, tdTomato, and TUNEL or EdU using macros in FIJI. Details of the macros are available upon request. The number of cells in the region of interest (RZ & PZ) were measured using CellProfiler. Since in our hands, CellProfiler did not work properly with more than 3 channels, a pipeline was generated to split the four channels into DAPI on one hand and the 3 other channels on the other hand. The two sets of images were run on CellProfiler separately. Threshold bounds were manually selected with an initial set of images, and kept approximately constant for the rest. However, manual curation was applied to every single image by checking whether the outlines of the automatically identified objects matched the eye of the curator, who was blinded to the genotype. Threshold fine-tuning was applied if necessary. An example CellProfiler pipeline has been uploaded as Supplementary material.

### Statistical analysis

Statistical comparisons were performed using appropriate tests based on the experimental design. An unpaired *t*-test was used for comparisons involving one variable and two conditions. One- or two-way ANOVA was utilised for comparisons involving one or two variables, respectively, and two or more conditions. The Shapiro-Wilk test was used to confirm normality of the data when in doubt. All statistical analyses were two-sided and conducted using Prism 10 software (GraphPad).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

The single-nuclei and single-cell RNA-seq datasets have been deposited at the NCBI Sequence Read Archive (SRA) with accession numbers PRJNA1136579 and PRJNA1138445, respectively. These can be accessed via the Gene Expression Omnibus (GEO), with accession numbers GSE273540 and GSE273538, respectively. Source data are provided with this paper.

# Supplementary material for: Gli1-expressing stromal cells are highly reparative precursors of long-lived chondroprogenitors in the fetal murine limb
**Source:** Nat Commun. 2025 Nov 18;16:10107. doi: 10.1038/s41467-025-65029-y
**Supplement:** Supplementary file 1 — Supplementary Information

### **Supplementary Information**

*Gli1*-expressing stromal cells are highly reparative precursors of long-lived chondroprogenitors in the fetal murine limb

**a**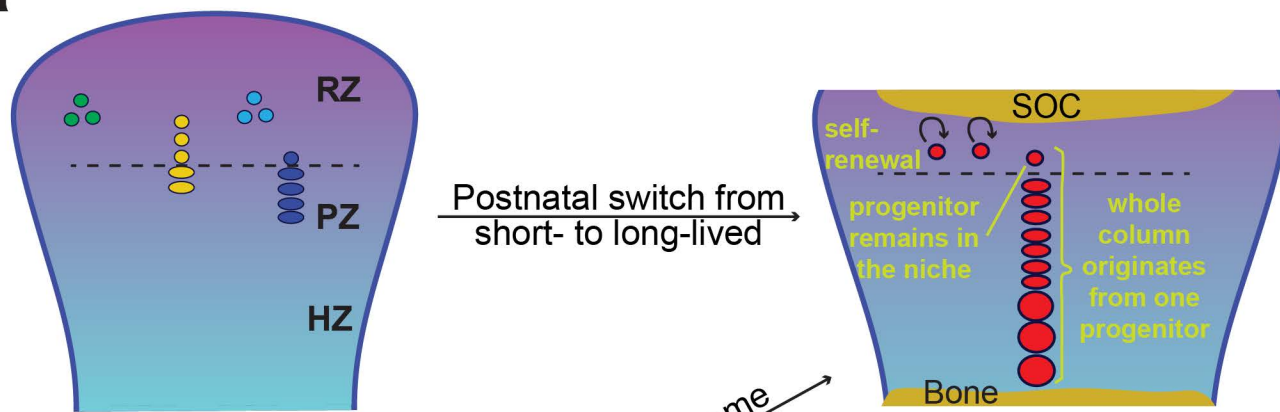**b**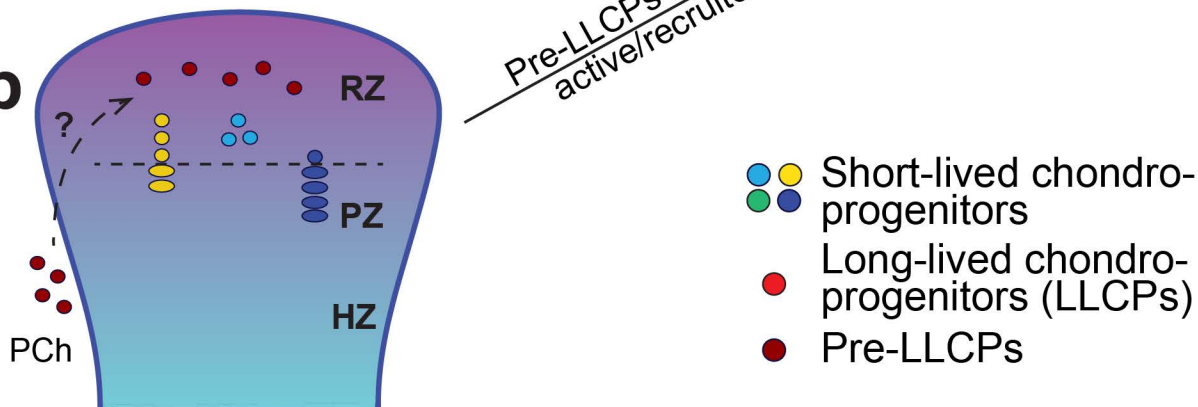**c**

Prediction if LLCs derive from non self-renewing perinatal progenitors

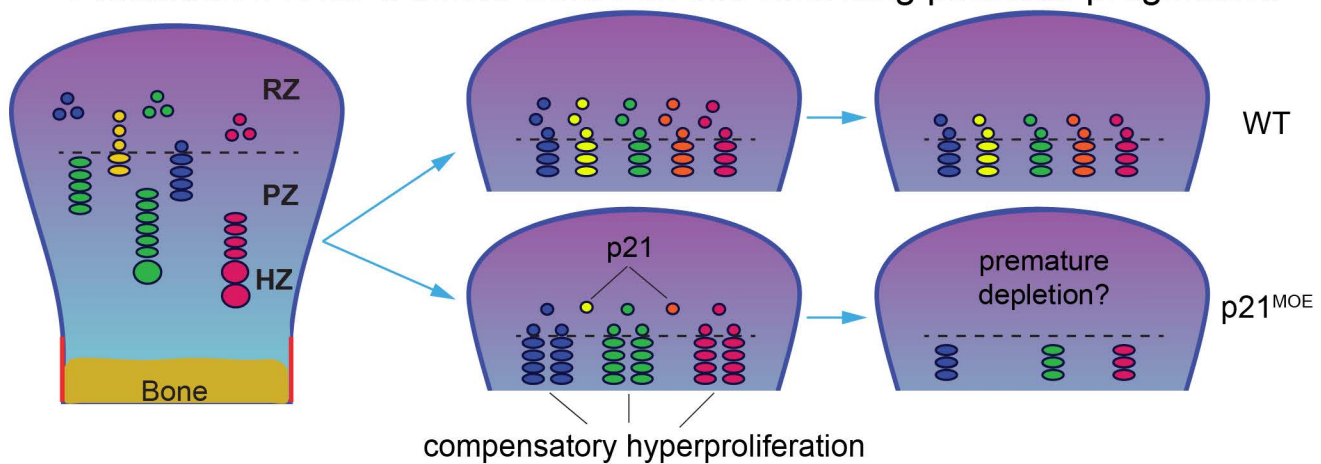**d**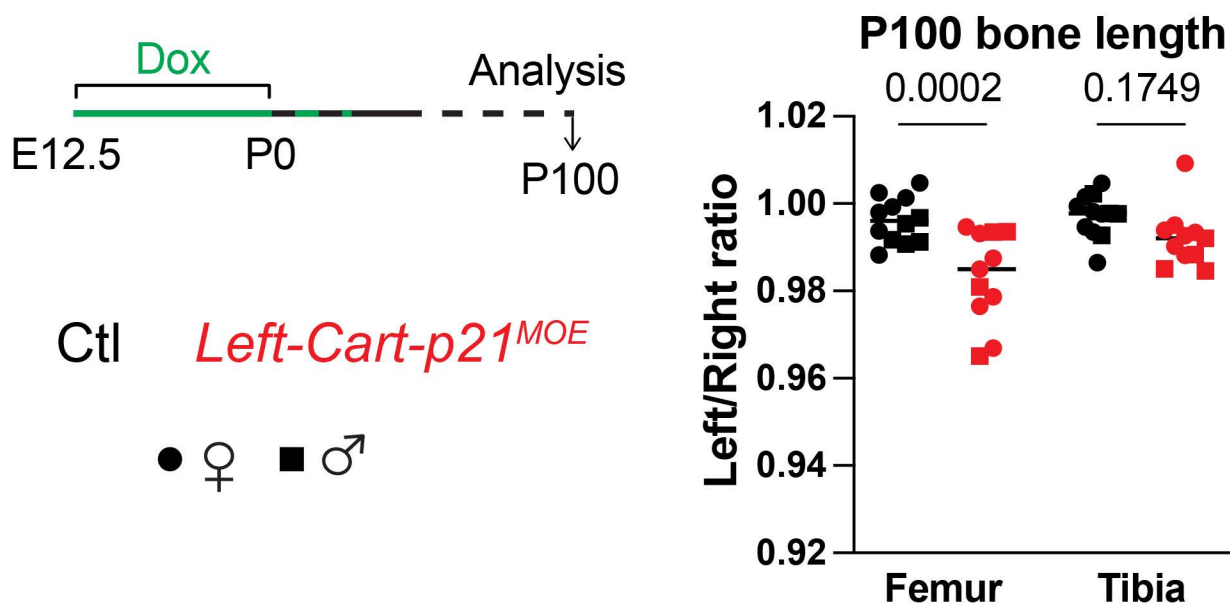

**Supplementary Figure 1.** Possible origins of postnatal cartilage progenitors (CPs). **a**, Cartilage-resident short-lived CPs eventually become long-lived, due to intrinsic and/or extrinsic triggers. **b**, Precursors of long-lived CPs (Pre-LLCPs) already exist in the fetal limb as a separate population (in the cartilage and/or outside), and only become active/recruited postnatally, in response to cartilage maturation. RZ, PZ, HZ, resting, proliferative, hypertrophic zones; SOC, secondary ossification centre; PCh, perichondrium. **c**, Expected accelerated depletion of chondroprogenitors in response to mosaic p21 expression. **d**, Minor to no asymmetries were generated by P100 despite the overactivation of perinatal CPs.

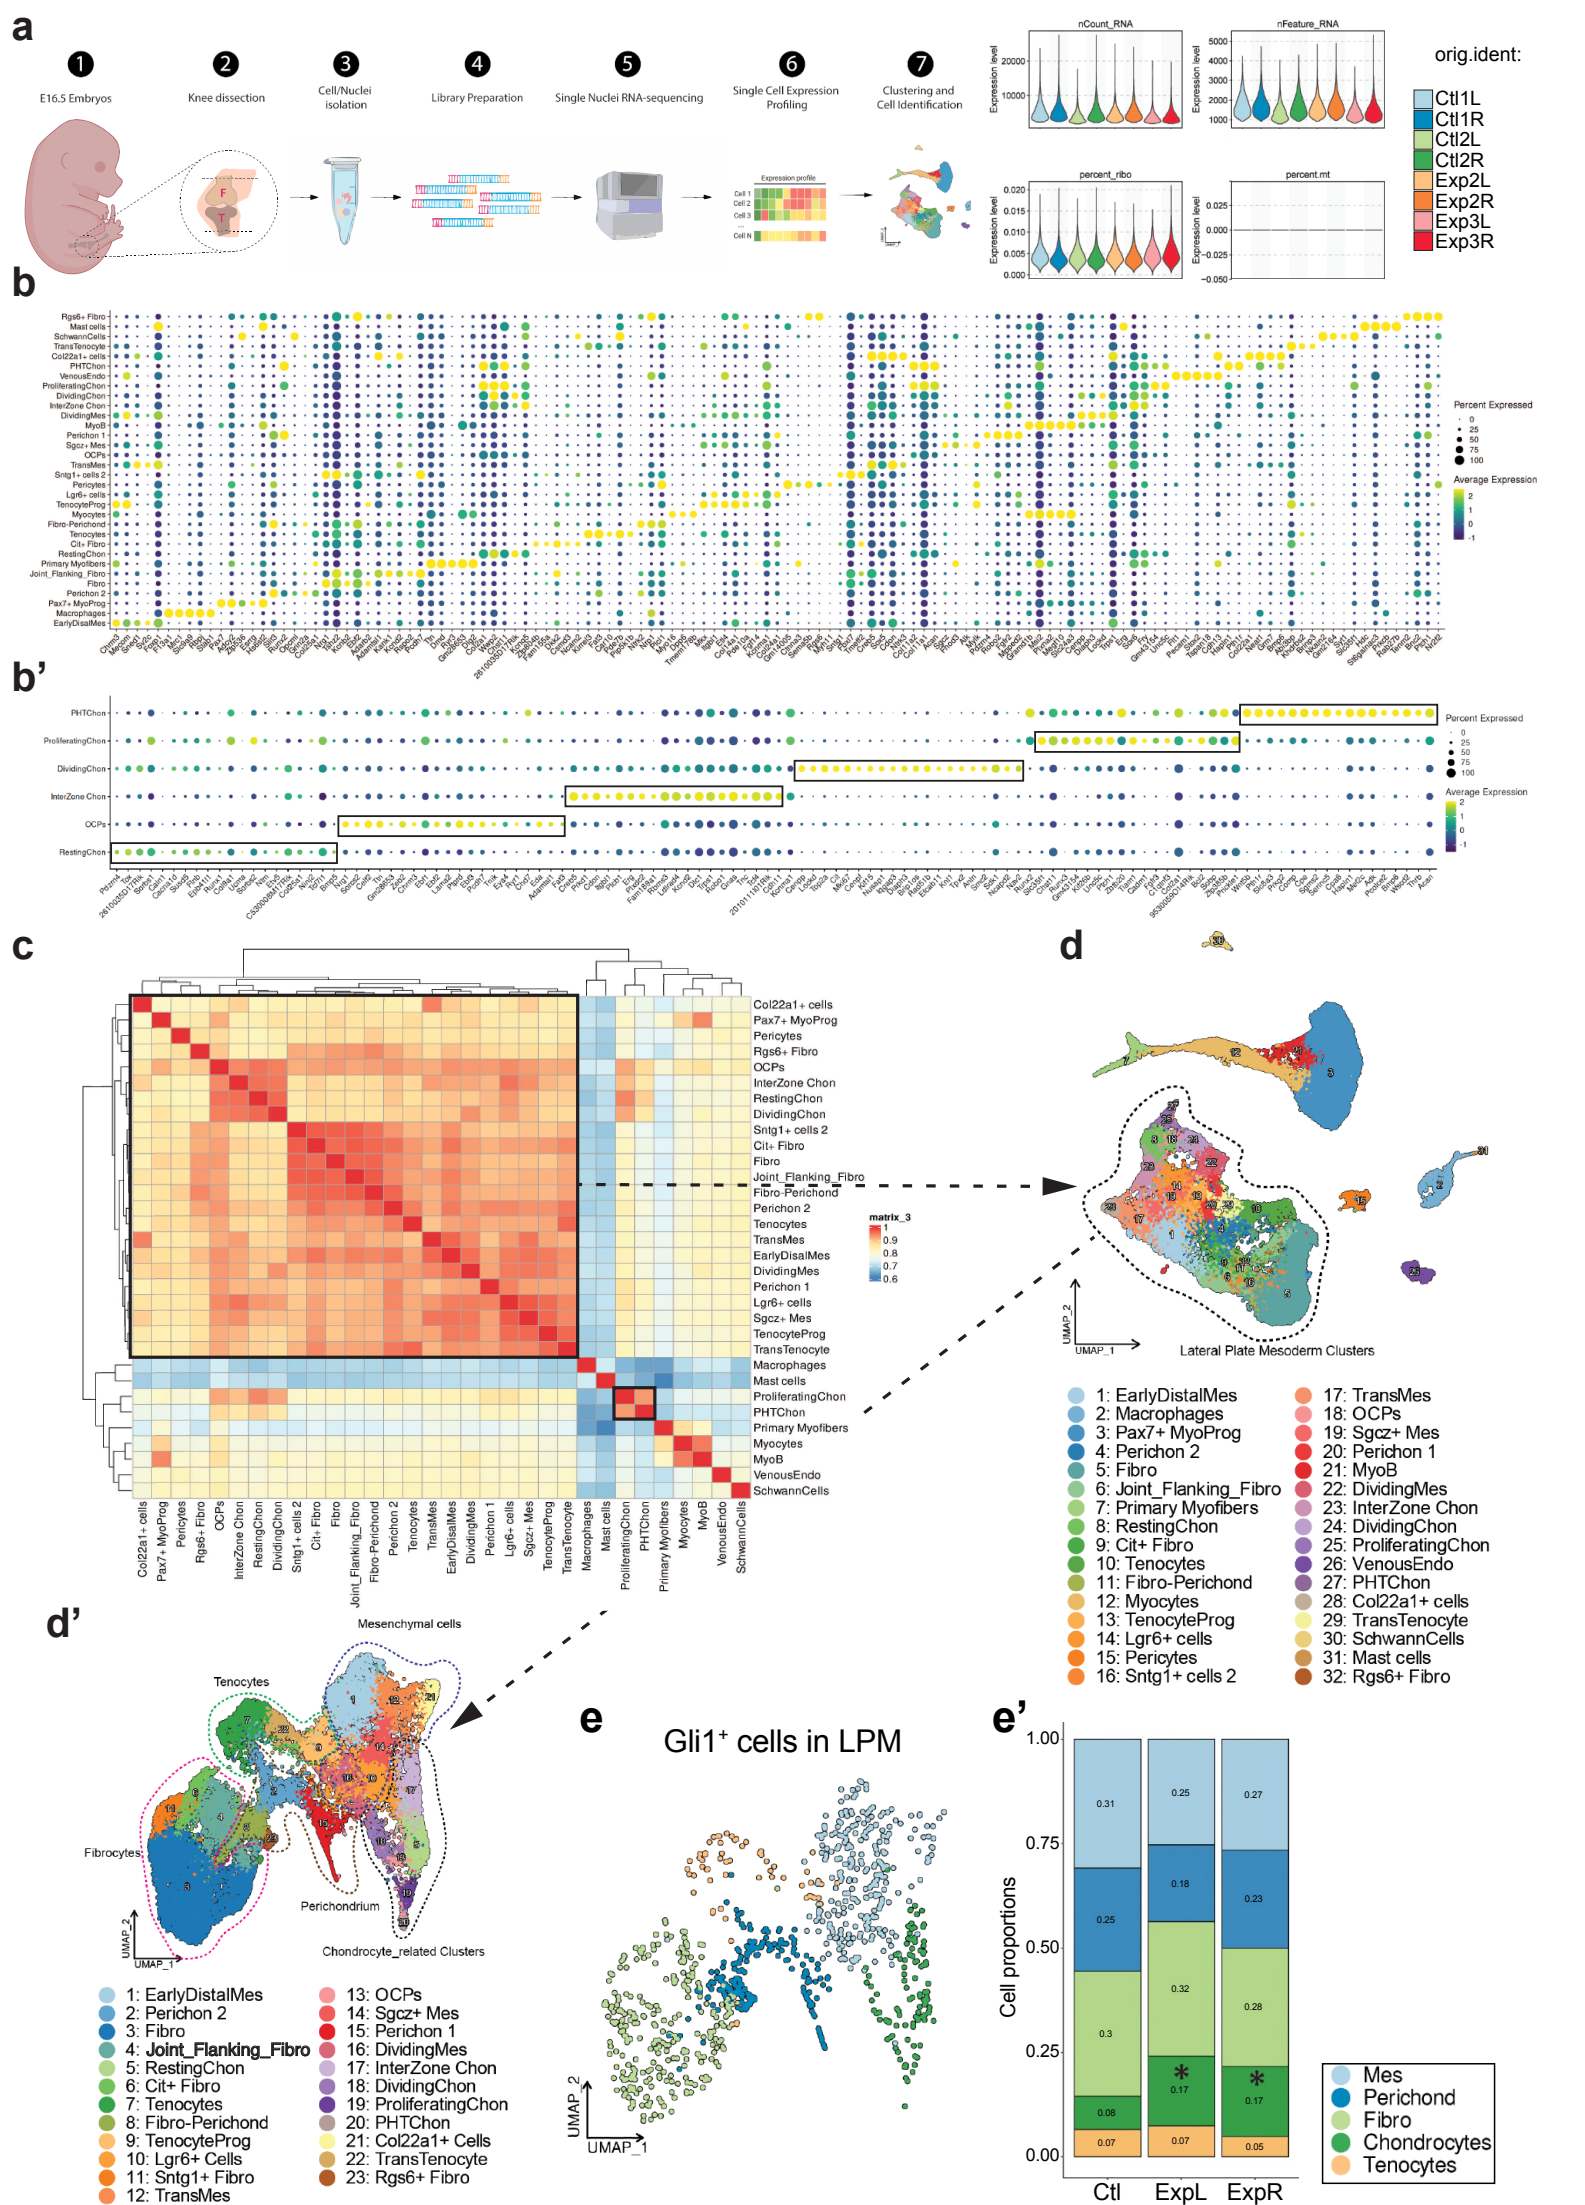

**Supplementary Figure 2.** Analysis of snRNA-seq data. **a**, Schematic of the process for sample collection, processing of single-nuclei RNA sequencing and quality control in Seurat processing. **b-b'**, Dotplot graph illustrating the markers of each of the 32 initially identified clusters (b) and chondrocyte-related clusters only (b'). **c**, Heatmap of average gene expression of all clusters showing the accuracy of clustering. **d-d'**, UMAP of all identified clusters (d). The highly correlated clusters (lateral plate mesoderm-derived cells, LPM) are shown boxed by black rectangles on the heatmap (c), and subclustered in (d'). **e-e'**, Gli1<sup>+</sup> cells in the LPM group (e) and distribution of LPM populations within Gli1<sup>+</sup> cells in Ctl and Exp limbs (e'). \* denotes a significant difference identified by Propeller.

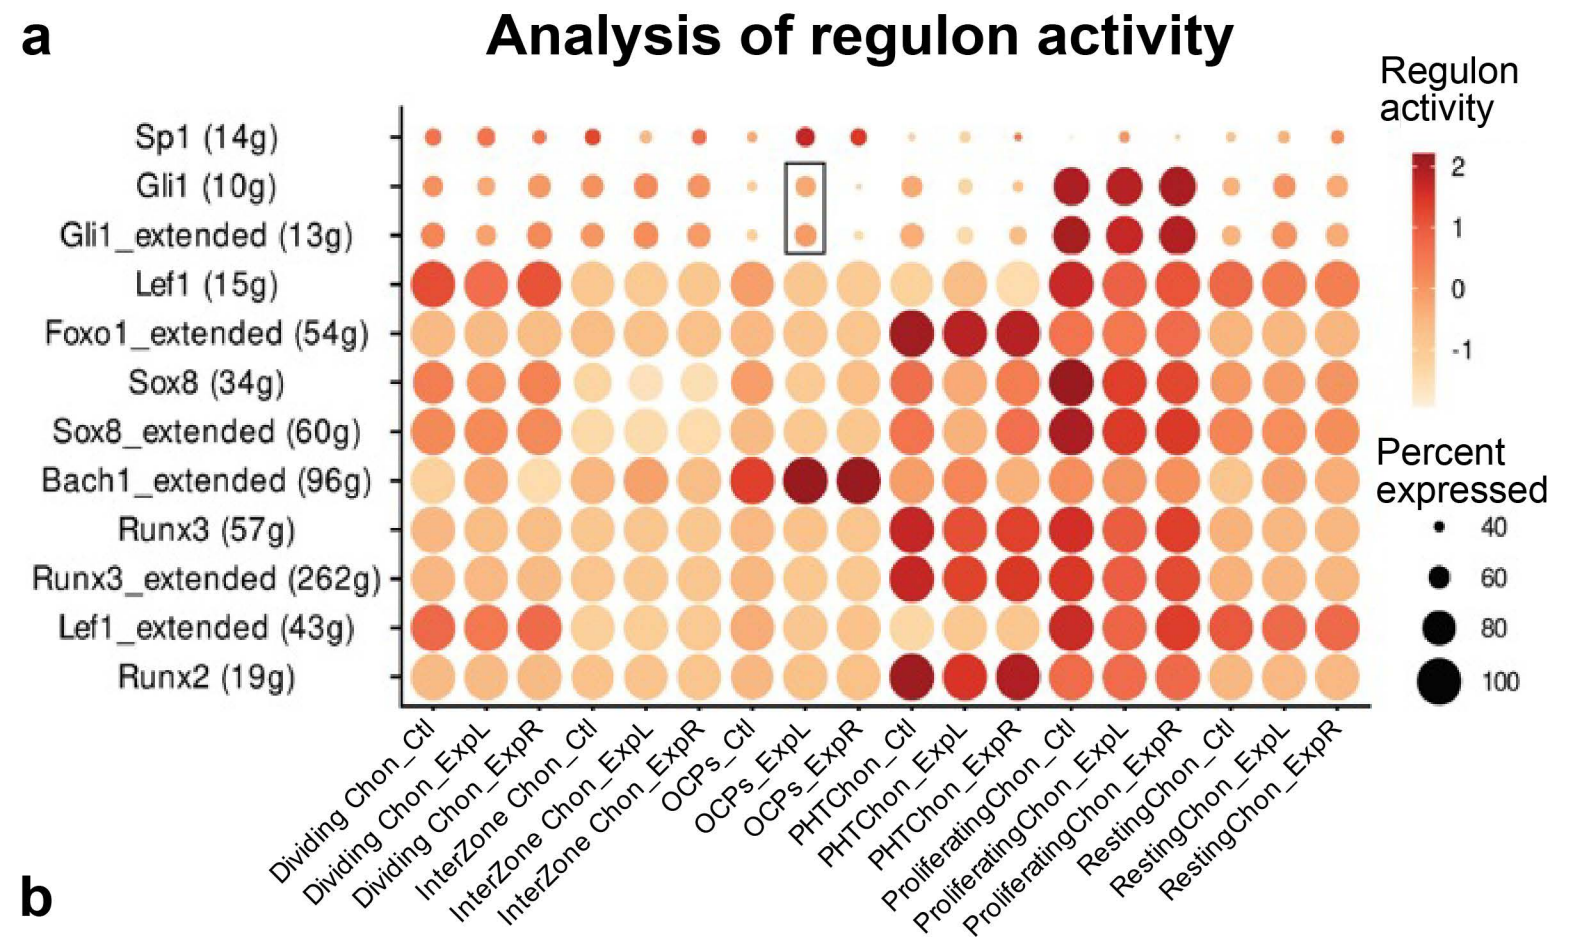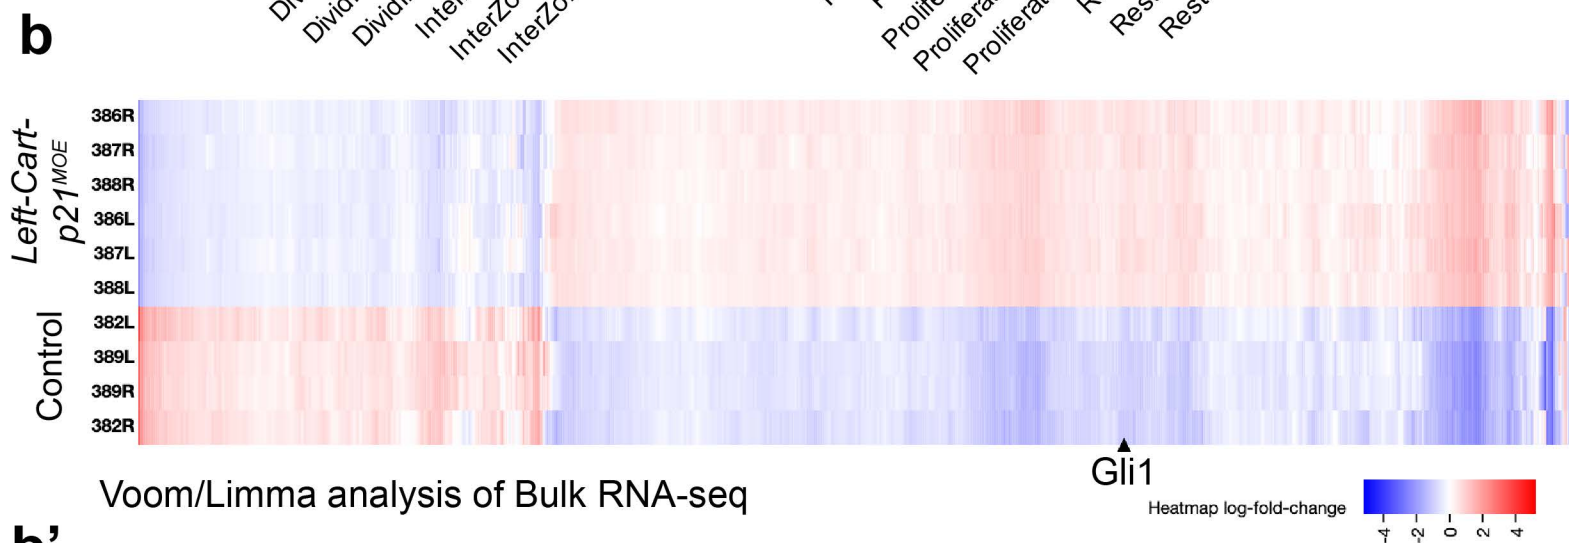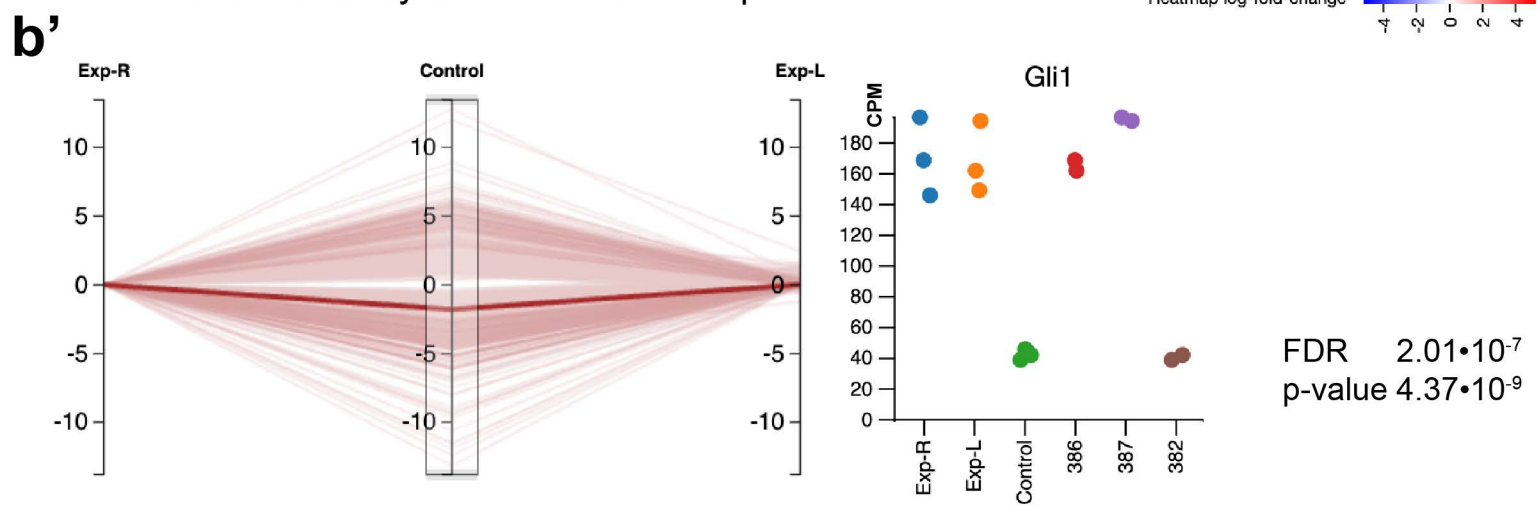

**Supplementary Figure 3.** Combined SCENIC and bulk RNA-seq analysis. **a**, Chondrocyte-related cells were analysed via SCENIC and relevant regulons are shown. **b, b'**, Bulk RNA-seq data of left and right E17.5 cartilage from *Left-Cart-p21<sup>MOE</sup>* (386, 387, 388) and Control embryos (382, 389) was analysed by Voom/Limma using *Degust*<sup>1</sup> (**b**, FDR threshold 0.05 and logFC threshold 1). Among the regulons shown in (**a**), the expression of *Gli1* was found differentially expressed (**b'**, CPM: counts per million bp).

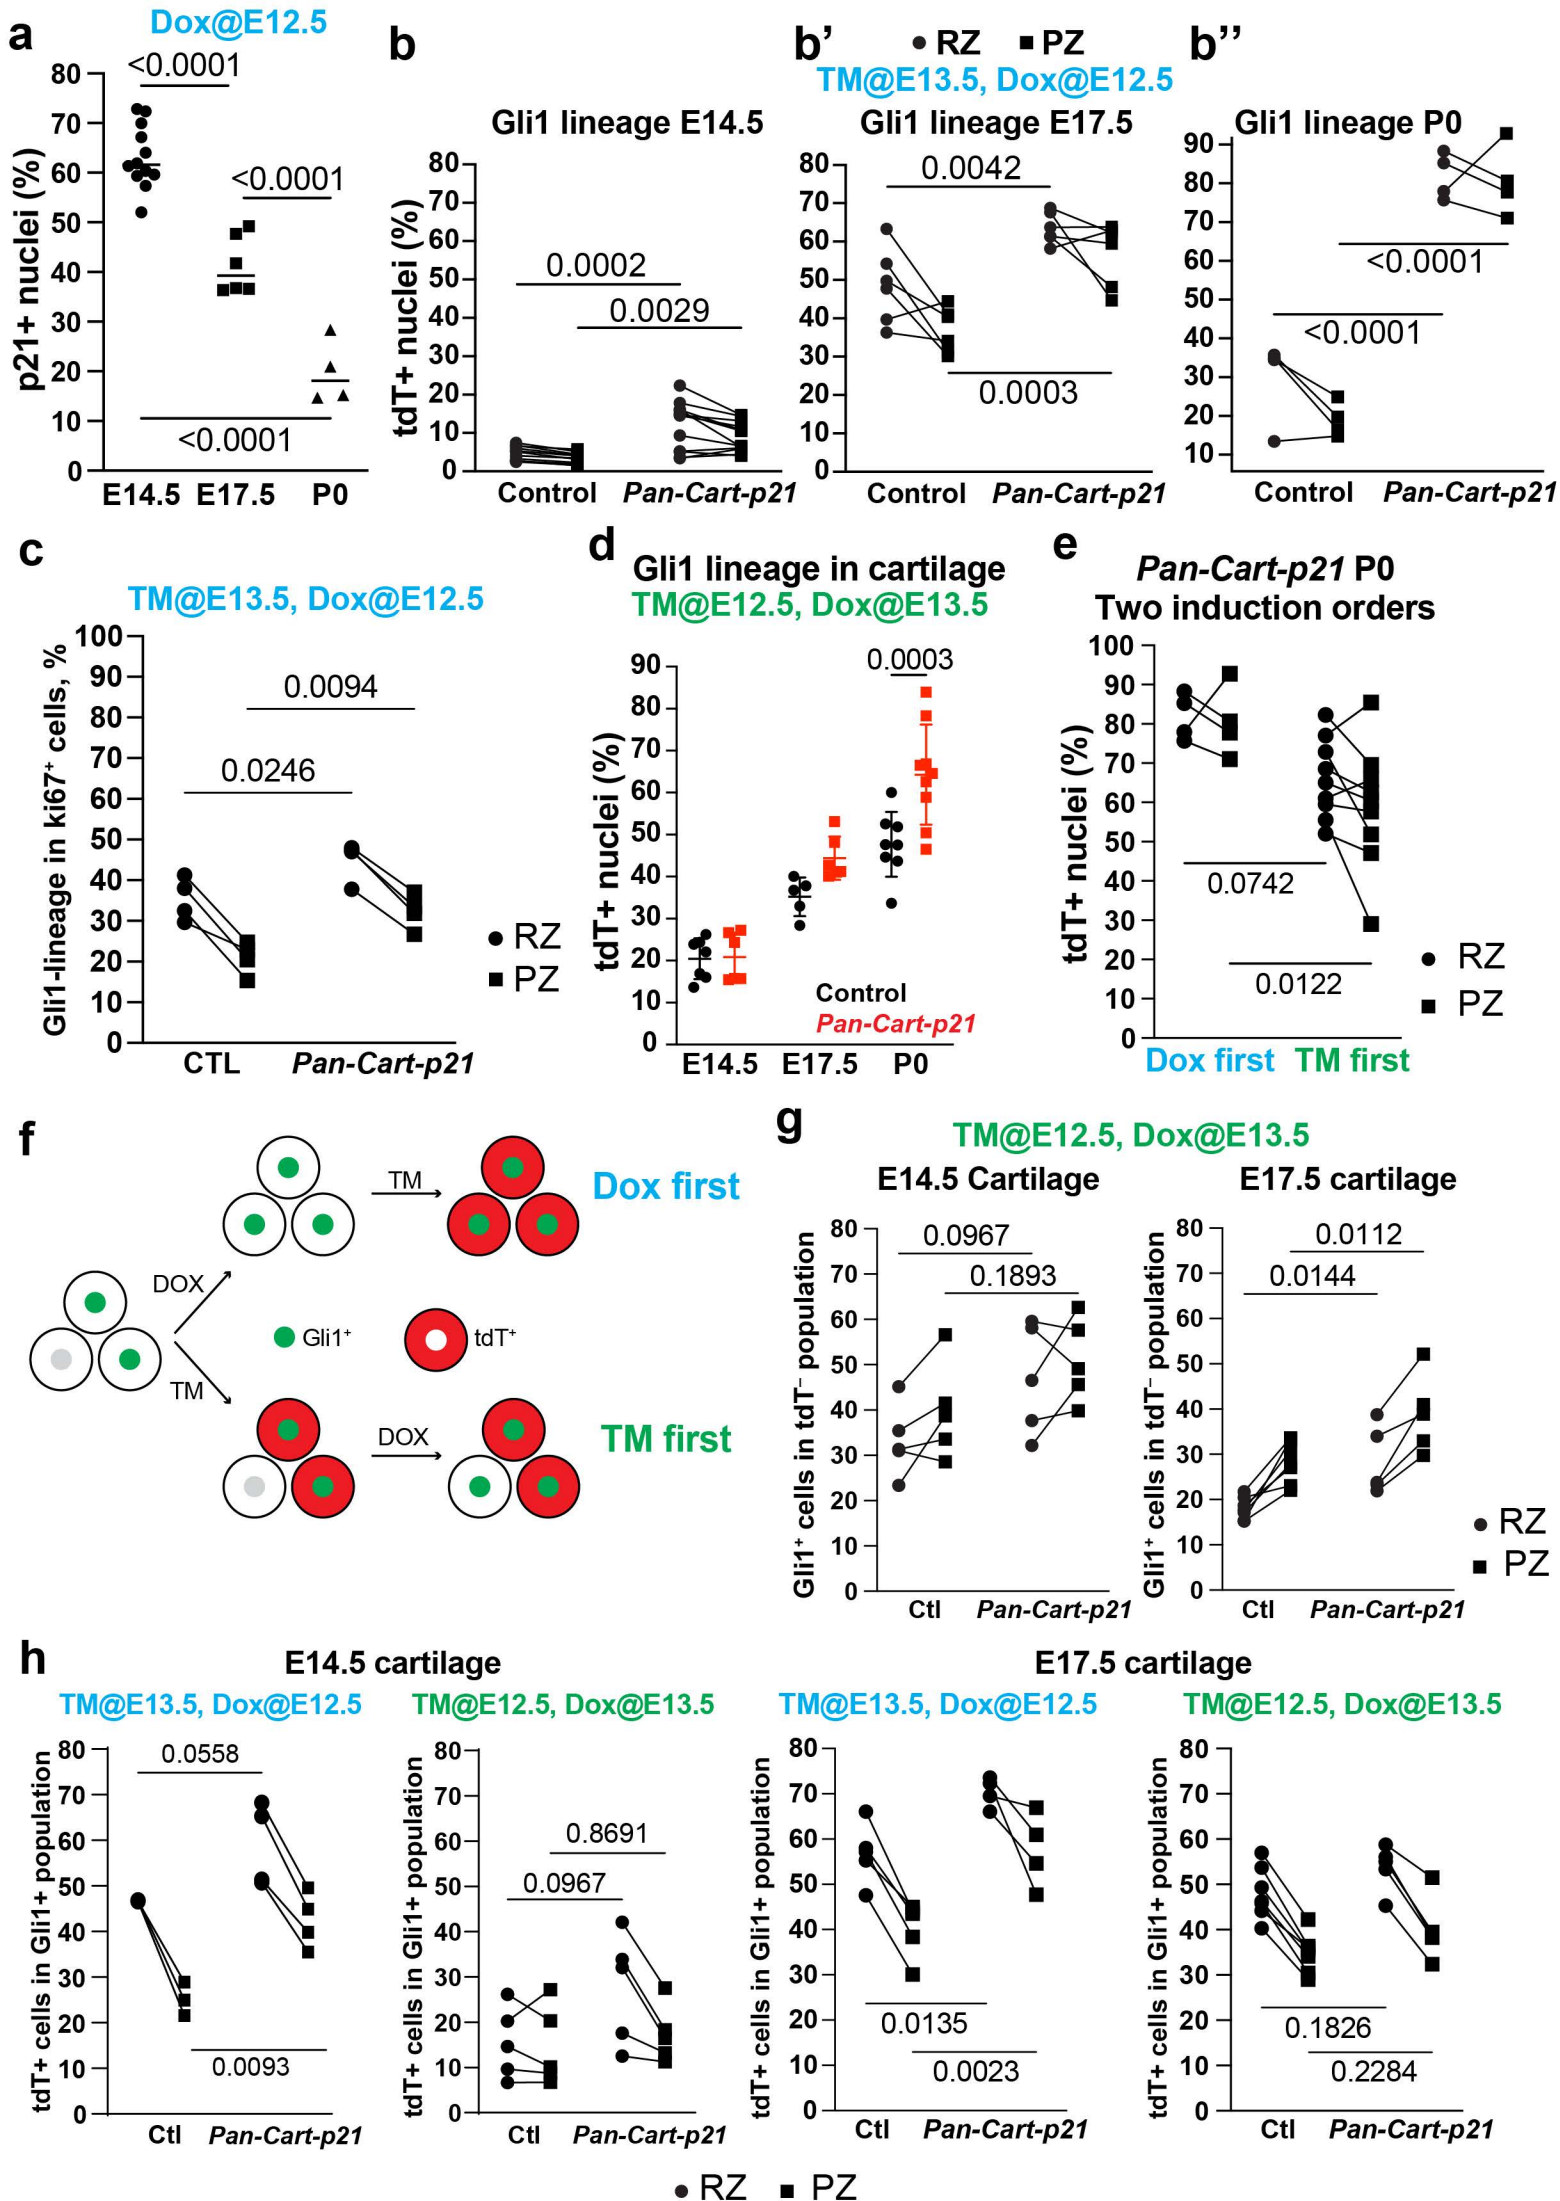

**Supplementary Figure 4.** Characterisation of Gli1-lineage and non-Gli1-lineage behaviours with different induction regimens. **a, a'**, % of p21<sup>+</sup> nuclei found in the proximal tibia cartilage of *Pan-Cart-p21* mice at the shown stages, with Dox at E12.5 (a) or E13.5 (a'). p-values of multiple-comparisons tests after ANOVA are shown. **b-b''**, The Gli1 lineage was quantified in resting (RZ) and proliferative zone (PZ) of Ctl and *Pan-Cart-p21* samples at E14.5 (b), E17.5 (b') and P0 (b''). **c**, Proportion of tdT<sup>+</sup> (left) or tdT<sup>-</sup> cells (right) within the Ki67<sup>+</sup> chondrocytes, in RZ and PZ. **d**, Distribution of tdT<sup>+</sup> cells in Ctl and *Pan-Cart-p21<sup>MOE</sup>* samples across stages, with a TM-first approach. **e**, Distribution of tdT<sup>+</sup> cells in *Pan-Cart-p21<sup>MOE</sup>* P0 samples, comparing Dox-first with TM-first approach. **f**, Quantification of the proportion of non-Gli1 lineage cells (tdT<sup>-</sup>) that express Gli1 in the RZ and PZ of the TM-first condition, at the indicated stages. In b-f, p-values for multiple comparisons tests after 2-way ANOVA are shown.

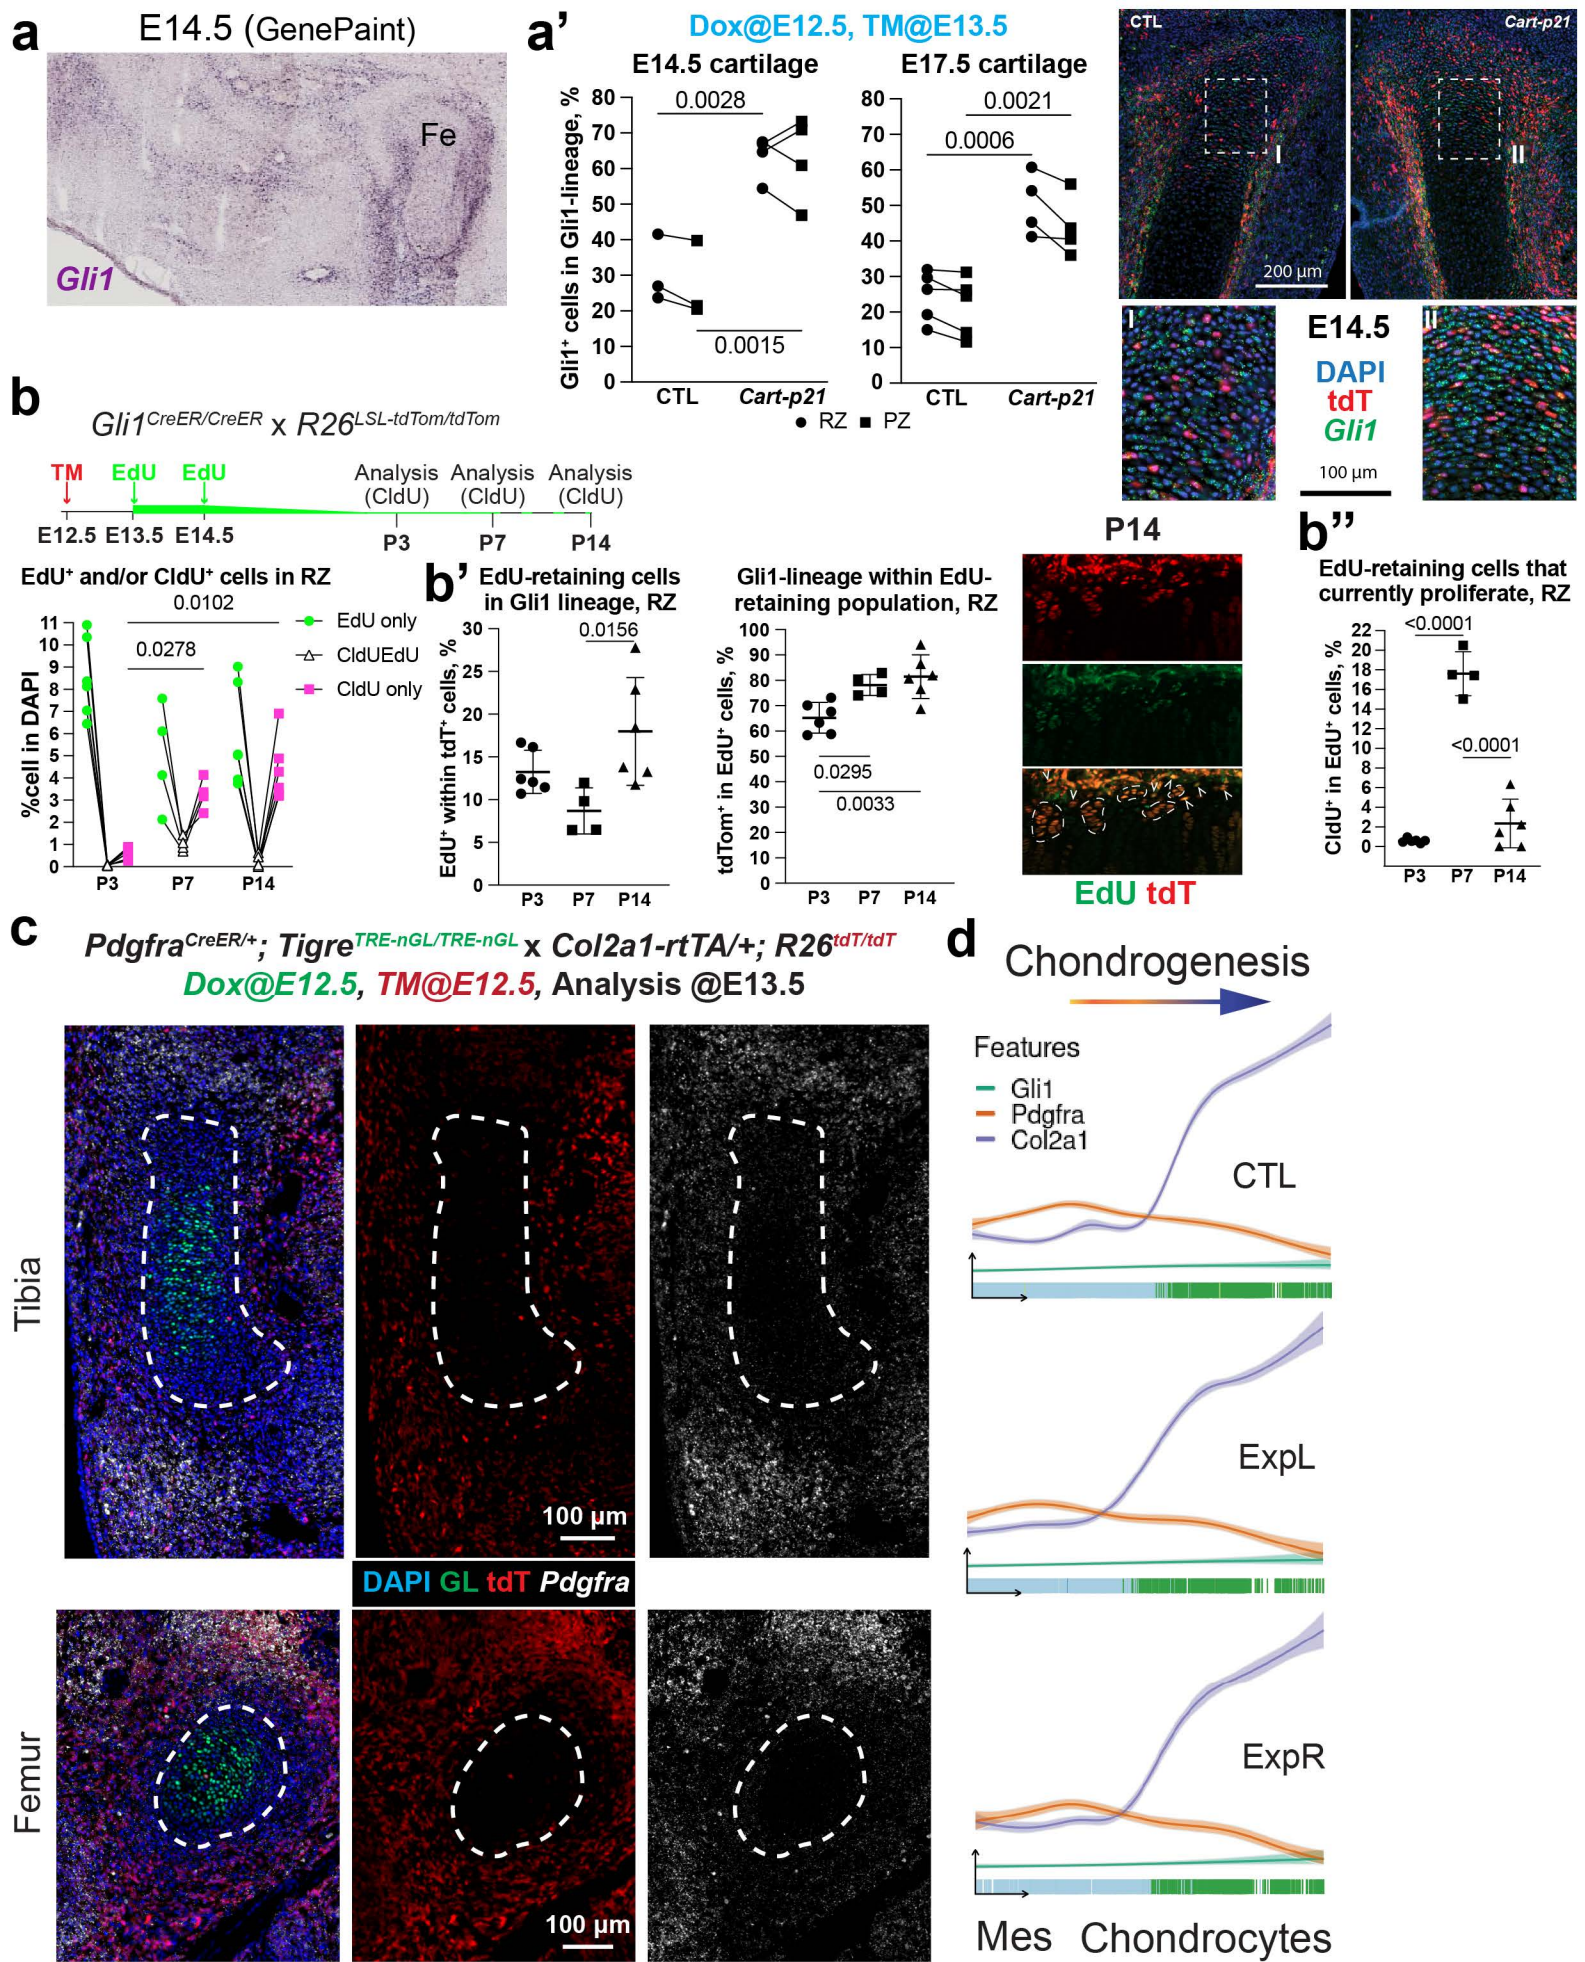

**Supplementary Figure 5.** Distribution and relationship of Gli1- and Pdgfra-expressing populations. **a-a'**, Expression of *Gli1* by ISH in the E14.5 hindlimb (a, image from GenePaint; Fe, femur, Ti, tibia) and quantification of *Gli1* within the E13.5-labelled Gli1 lineage (a', p-values for Sidak's multiple comparisons tests after 2-way ANOVA are shown). **b-b''** Experimental design (b, top) and quantification (b, bottom) of EdU<sup>+</sup> and/or CldU<sup>+</sup> cells, as well as EdU<sup>+</sup>CldU<sup>+</sup>/EdU<sup>+</sup> cells (b'') in the resting zone (RZ) at P3 (n=6), P7 (n=4) and P14 (n=6). Within the tdT population, we quantified the number of EdU<sup>+</sup> ones, and also tdT<sup>+</sup> ones within the EdU<sup>+</sup> population (b'). **c**, Localisation of Pdgfra-lineage (tdT, traced from E13.5 to E14.5) and *Pdgfra* mRNA is mostly located outside the cartilage elements (marked by GL expression). **d**, single-nuclei data was ordered from mesenchymal to chondrocyte fate (for Ctl, ExpL and ExpR). Expression of *Gli1*, *Pdgfra* and *Col2a1* is shown along this trajectory.

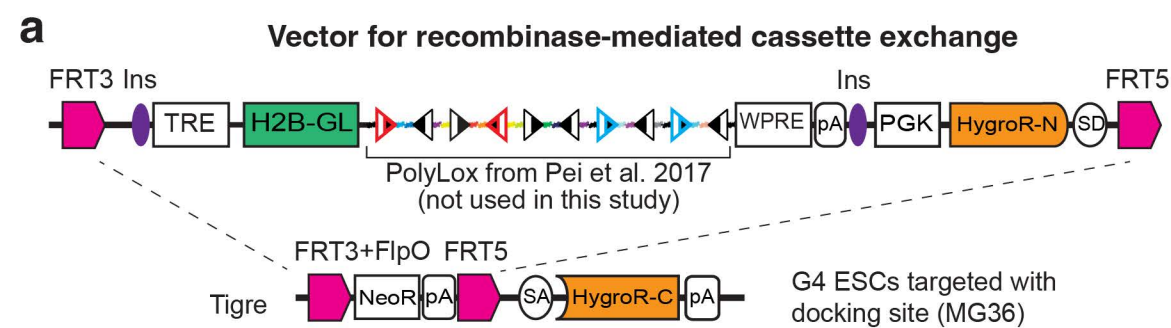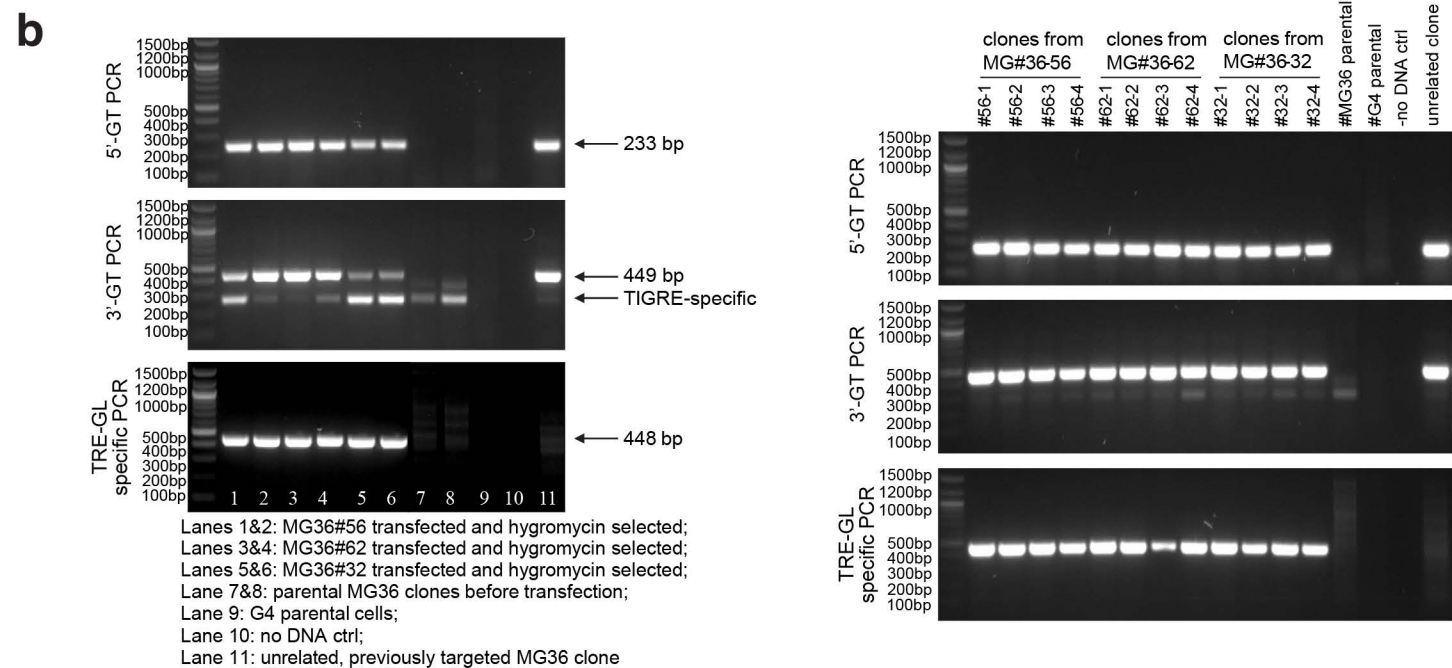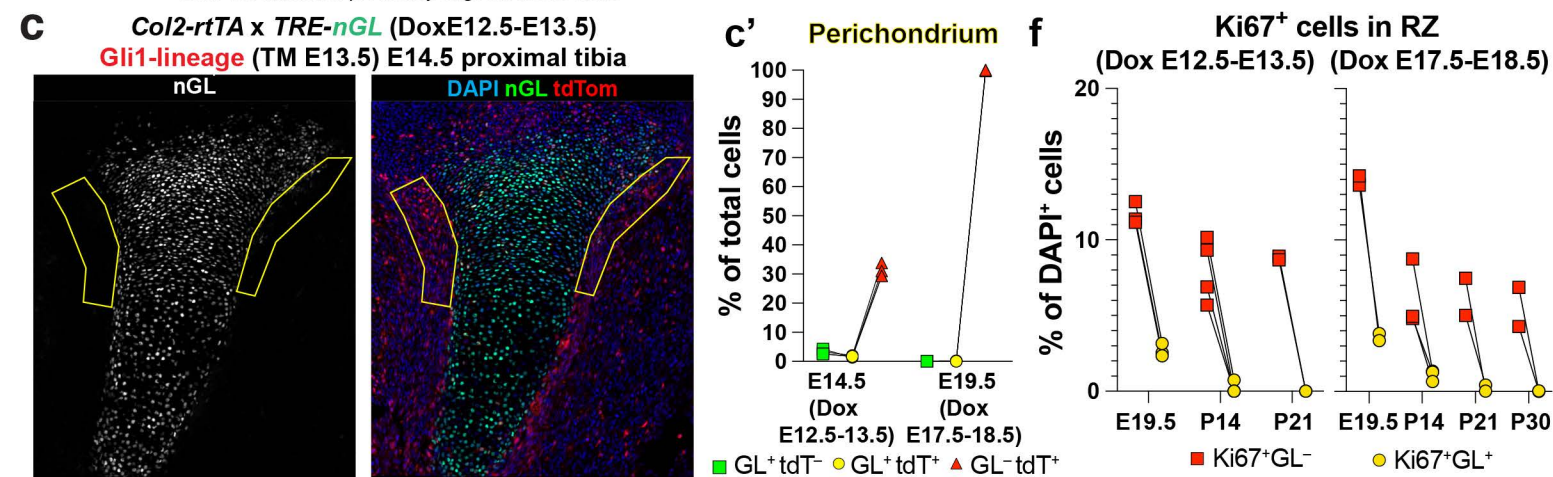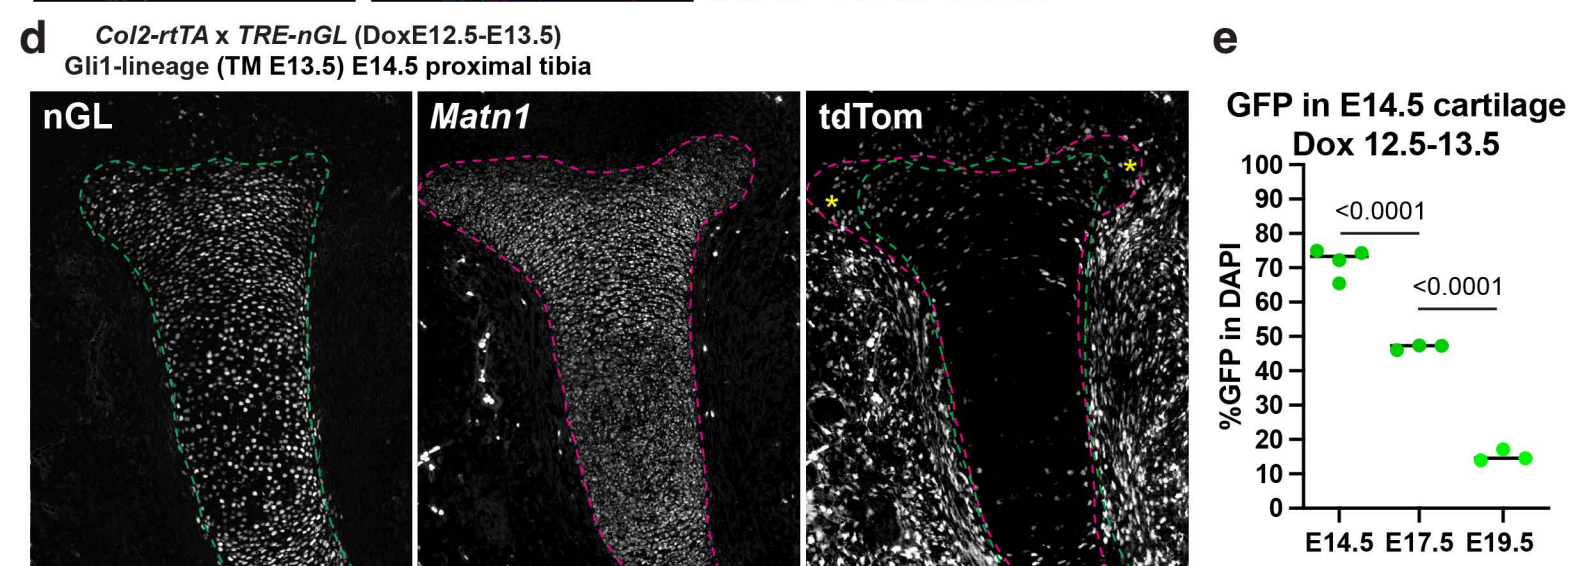

**Supplementary Figure 6.** Generation and characterisation of new targeted cell and mouse lines for pulse-chase experiments. **a**, Targeting strategy to generate ES cell lines carrying a Tet-responsive element (TRE)-controlled nuclear green lantern (H2B-GL) gene in the Tigre locus. Successful FlpO-mediated cassette exchange reconstitutes the Hygro-resistance gene. SA, splice acceptor. pA, poly A. Ins, insulator. FRT, flippase recognition target. WPRE, RNA-stabilising sequence from Woodchuck virus. PGK, constitutive mammalian promoter. **b**, Confirmation of initially picked clones (left) and subclones (right) by 5'/3'/TRE-GL specific PCR reactions. **c**, **c'**, Representative images (**c**) and quantification in the yellow region of interest (**c'**) of the single- and double-labelled cells, upon TM and Dox induction, as indicated. **d**, *Matn1* HCR was used to identify the cartilage, and by imaging tdTom and nGL at the same time, we found that there were barely any tdTom<sup>+</sup> chondrocytes that were not nGL<sup>+</sup> (except in the region indicated with an asterisk). Dashed lines delimit the nGL<sup>+</sup> (green) or the *Matn1*<sup>+</sup> (magenta) region. n=4. **e**, Quantification of nGL<sup>+</sup> cells in the cartilage at the indicated stages. **f**, Quantification of Ki67<sup>+</sup> (i.e., cycling) cells, both GL<sup>+</sup> and GL<sup>-</sup>, in the RZ. Stages and Dox treatment are indicated.

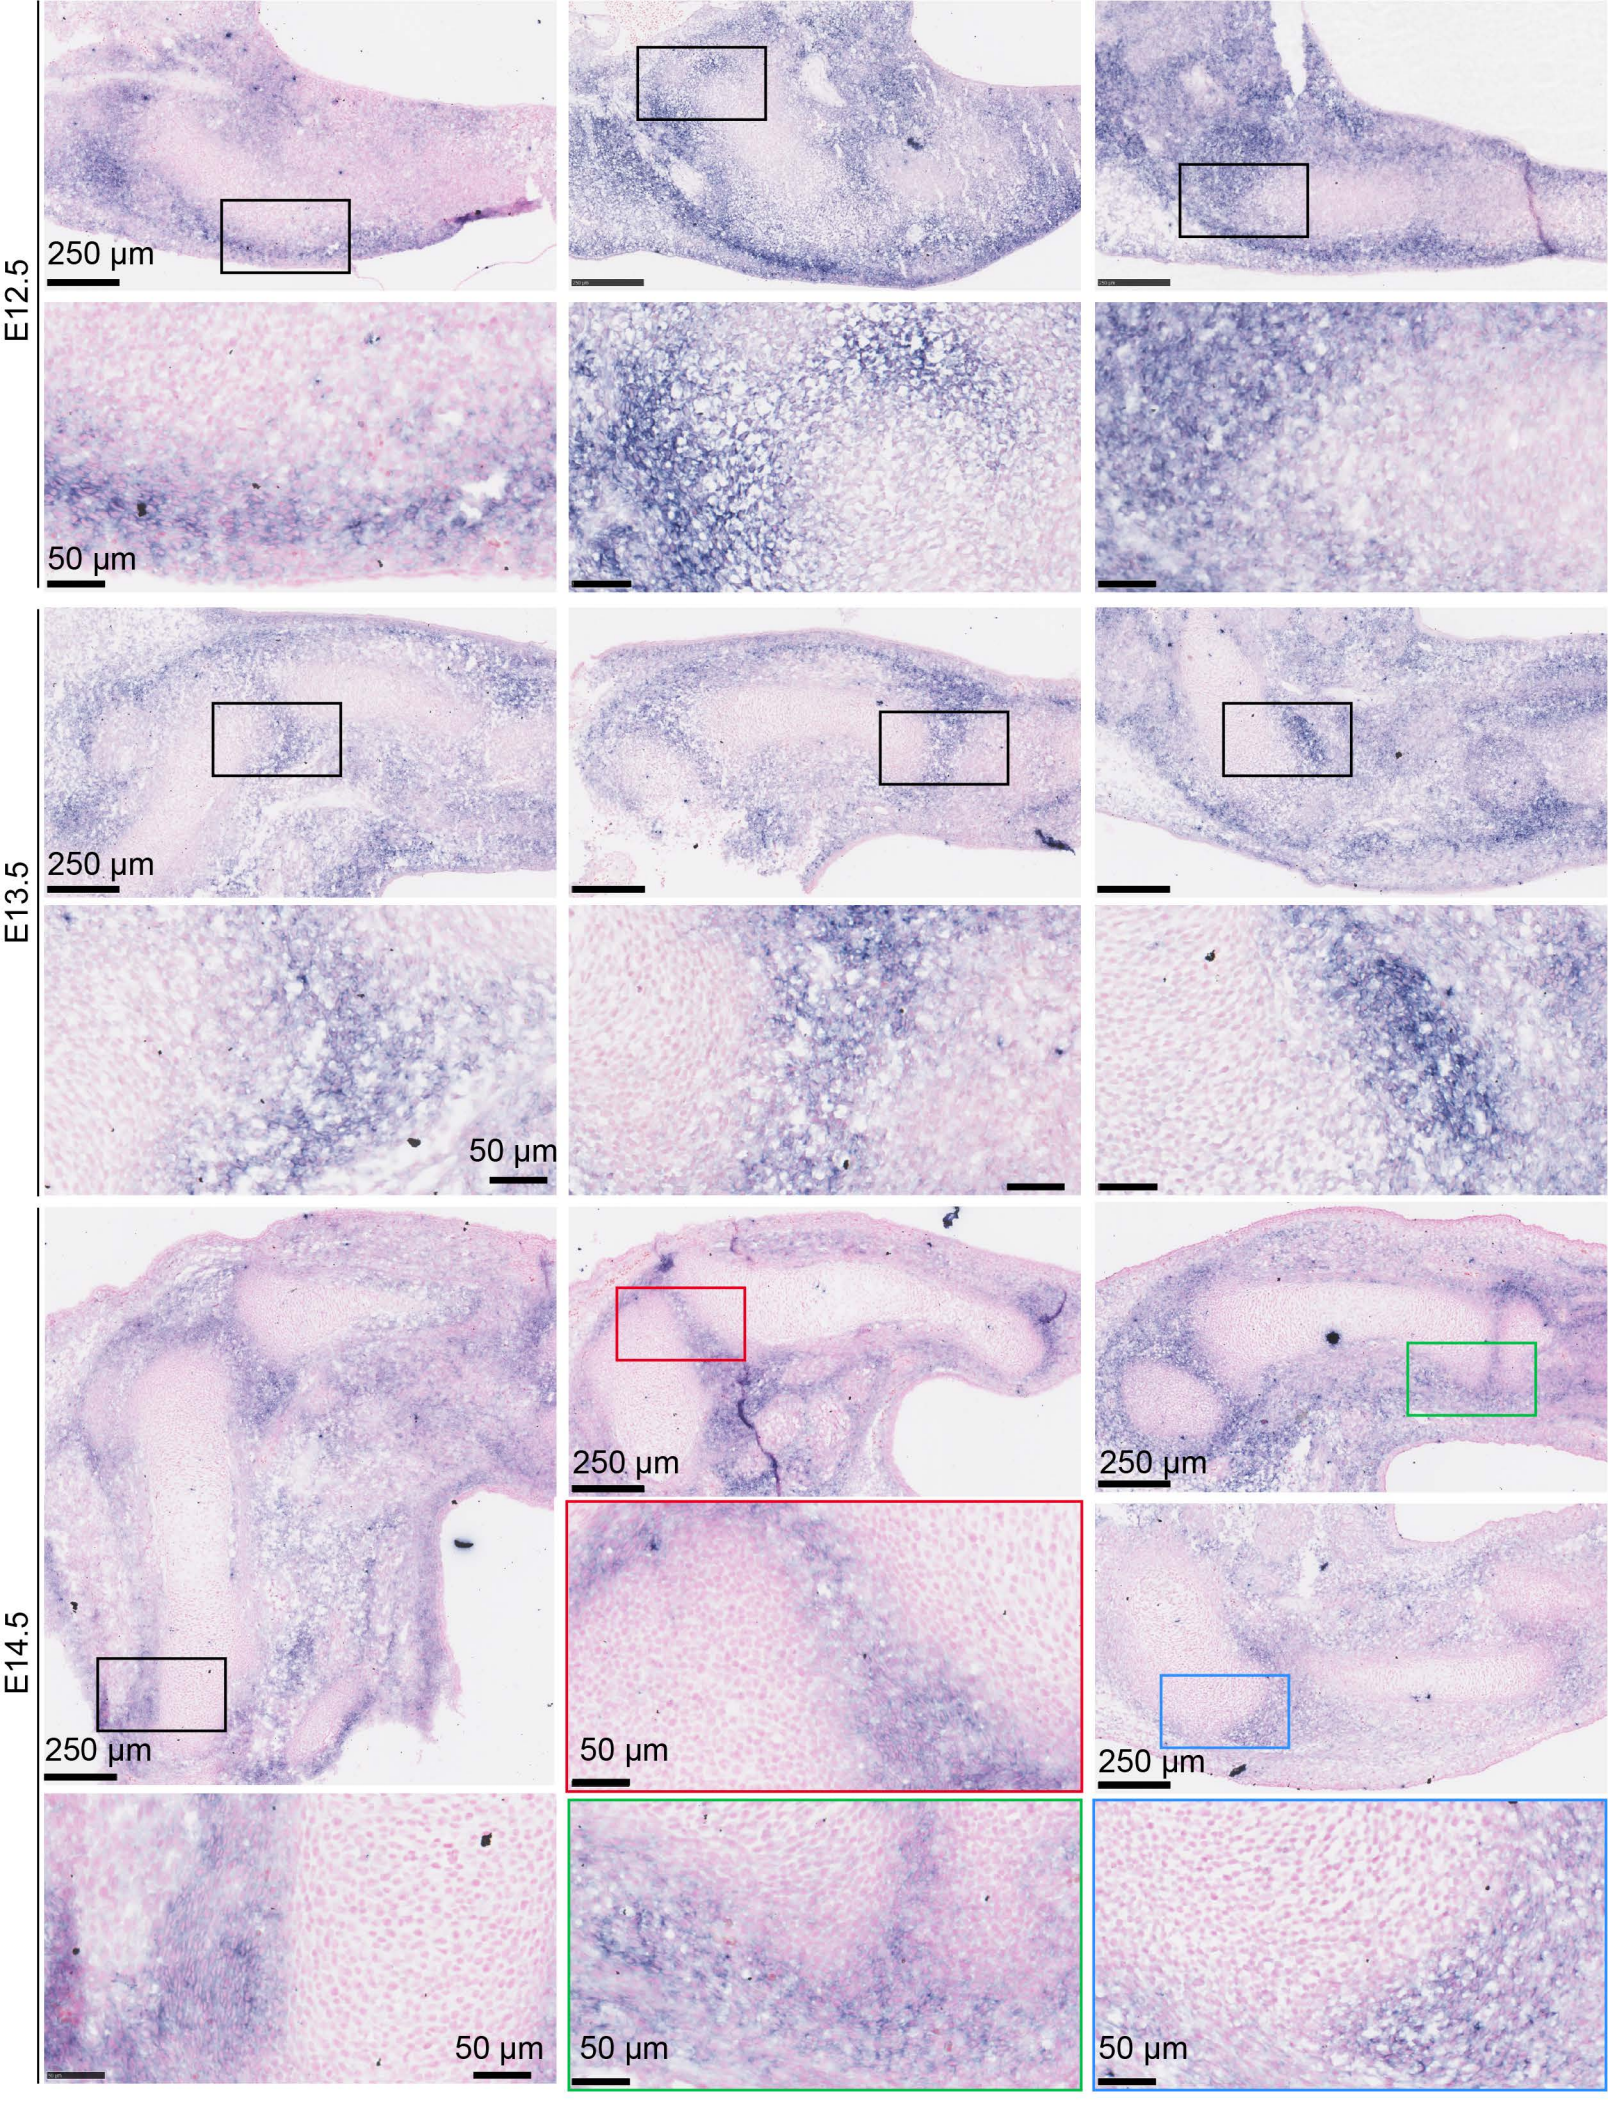

**Supplementary Figure 7.** Expression of *Pdgfra* by ISH at the indicated stages. Rectangles denote regions that are shown magnified.

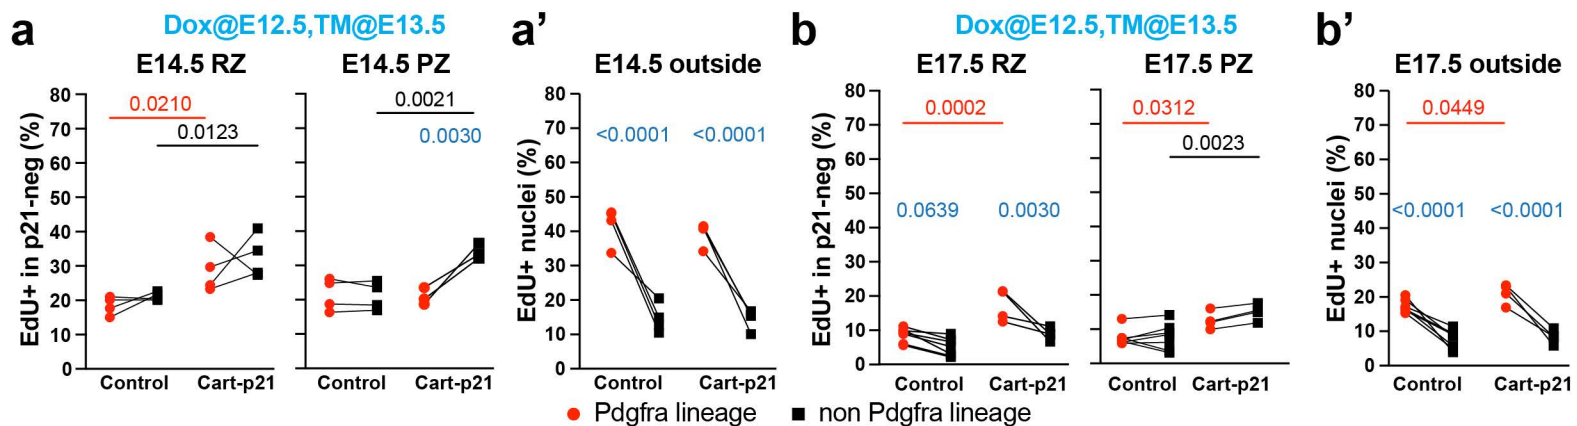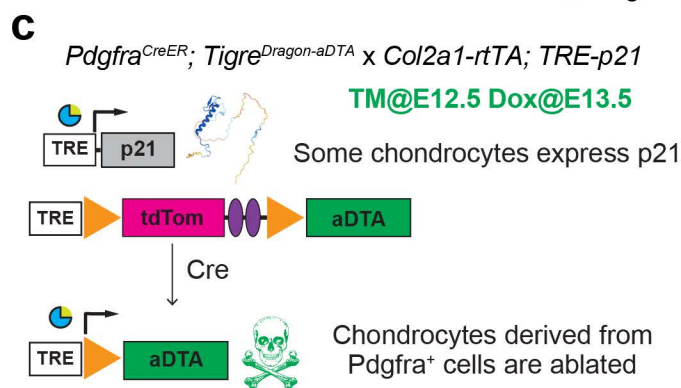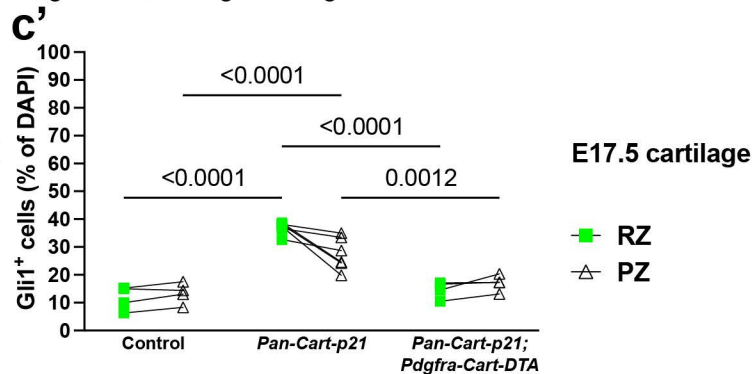

**d** *Pdgfra<sup>CreER</sup> x R26-RGBow. TM@E12.5*

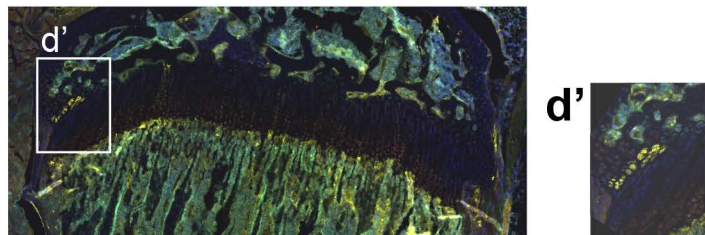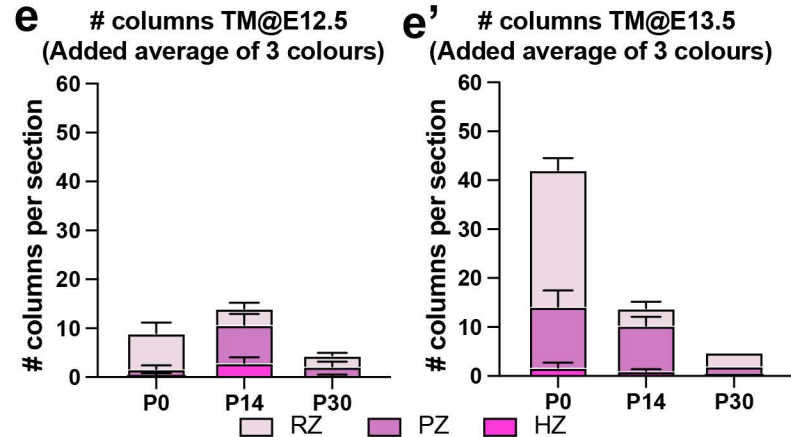

**Supplementary Figure 8.** Characterisation and manipulation of the *Pdgfra* lineage. **a-b'**, Quantification of EdU in p21-negative chondrocytes of resting and proliferative zones (a, b, as indicated) and in cells outside the cartilage (a', b'), at E14.5 (a-a') and E17.5 (b-b'), distinguishing between *Pdgfra*-lineage and non-lineage cells. In (a-b'), p-values for multiple comparisons test after 2-way ANOVA are shown. **c-c'**, Ablation of *Pdgfra*-derived chondrocytes in the context of *Pan-Cart-p21*. Crosses and transgene induction as shown in c. Quantification of Gli1<sup>+</sup> cells by HCR is shown in c' (n=4 Control, 6 *Pan-Cart-p21* and 3 *Pan-Cart-p21; Pdgfra-Cart-DTA*). **d-e'**, Tri-colour lineage tracing of *Pdgfra*<sup>+</sup> cells, upon TM injection at E12.5 (d, e, boxed region amplified in d') and E13.5 (e'). For the quantifications in d and d', the average number of columns of each colour per sections was added up to obtain a total number of columns per section per sample.

## 2

C

## e

**Supplementary Figure 9.** scRNA-seq analysis reveals cell-cell communication via CCN2. **a**, Design of the lineage-specific single-cell RNA-seq approach, multiplexed by sex. **b, b'**, Coarse (b) and fine (b') clustering outcome of the curated sequencing data (see Online Methods). **c**, Violin plot showing expression of *Ccn2* in the different populations identified in the scRNA-seq data, for the 2 genotypes. CTL= CTN+CTP, EXP= ETN+ETP. **d**, Gene Ontology terms related to *Ccn2*, differentially enriched in EXP vs. CTL samples. **e, e'**, MultiNicheNet analysis of cell-cell communication in Proliferating Chondrocytes (e), as well as Resting chondrocytes (e') of the scRNA-seq dataset. In e, e', *Ccn2* is boxed.

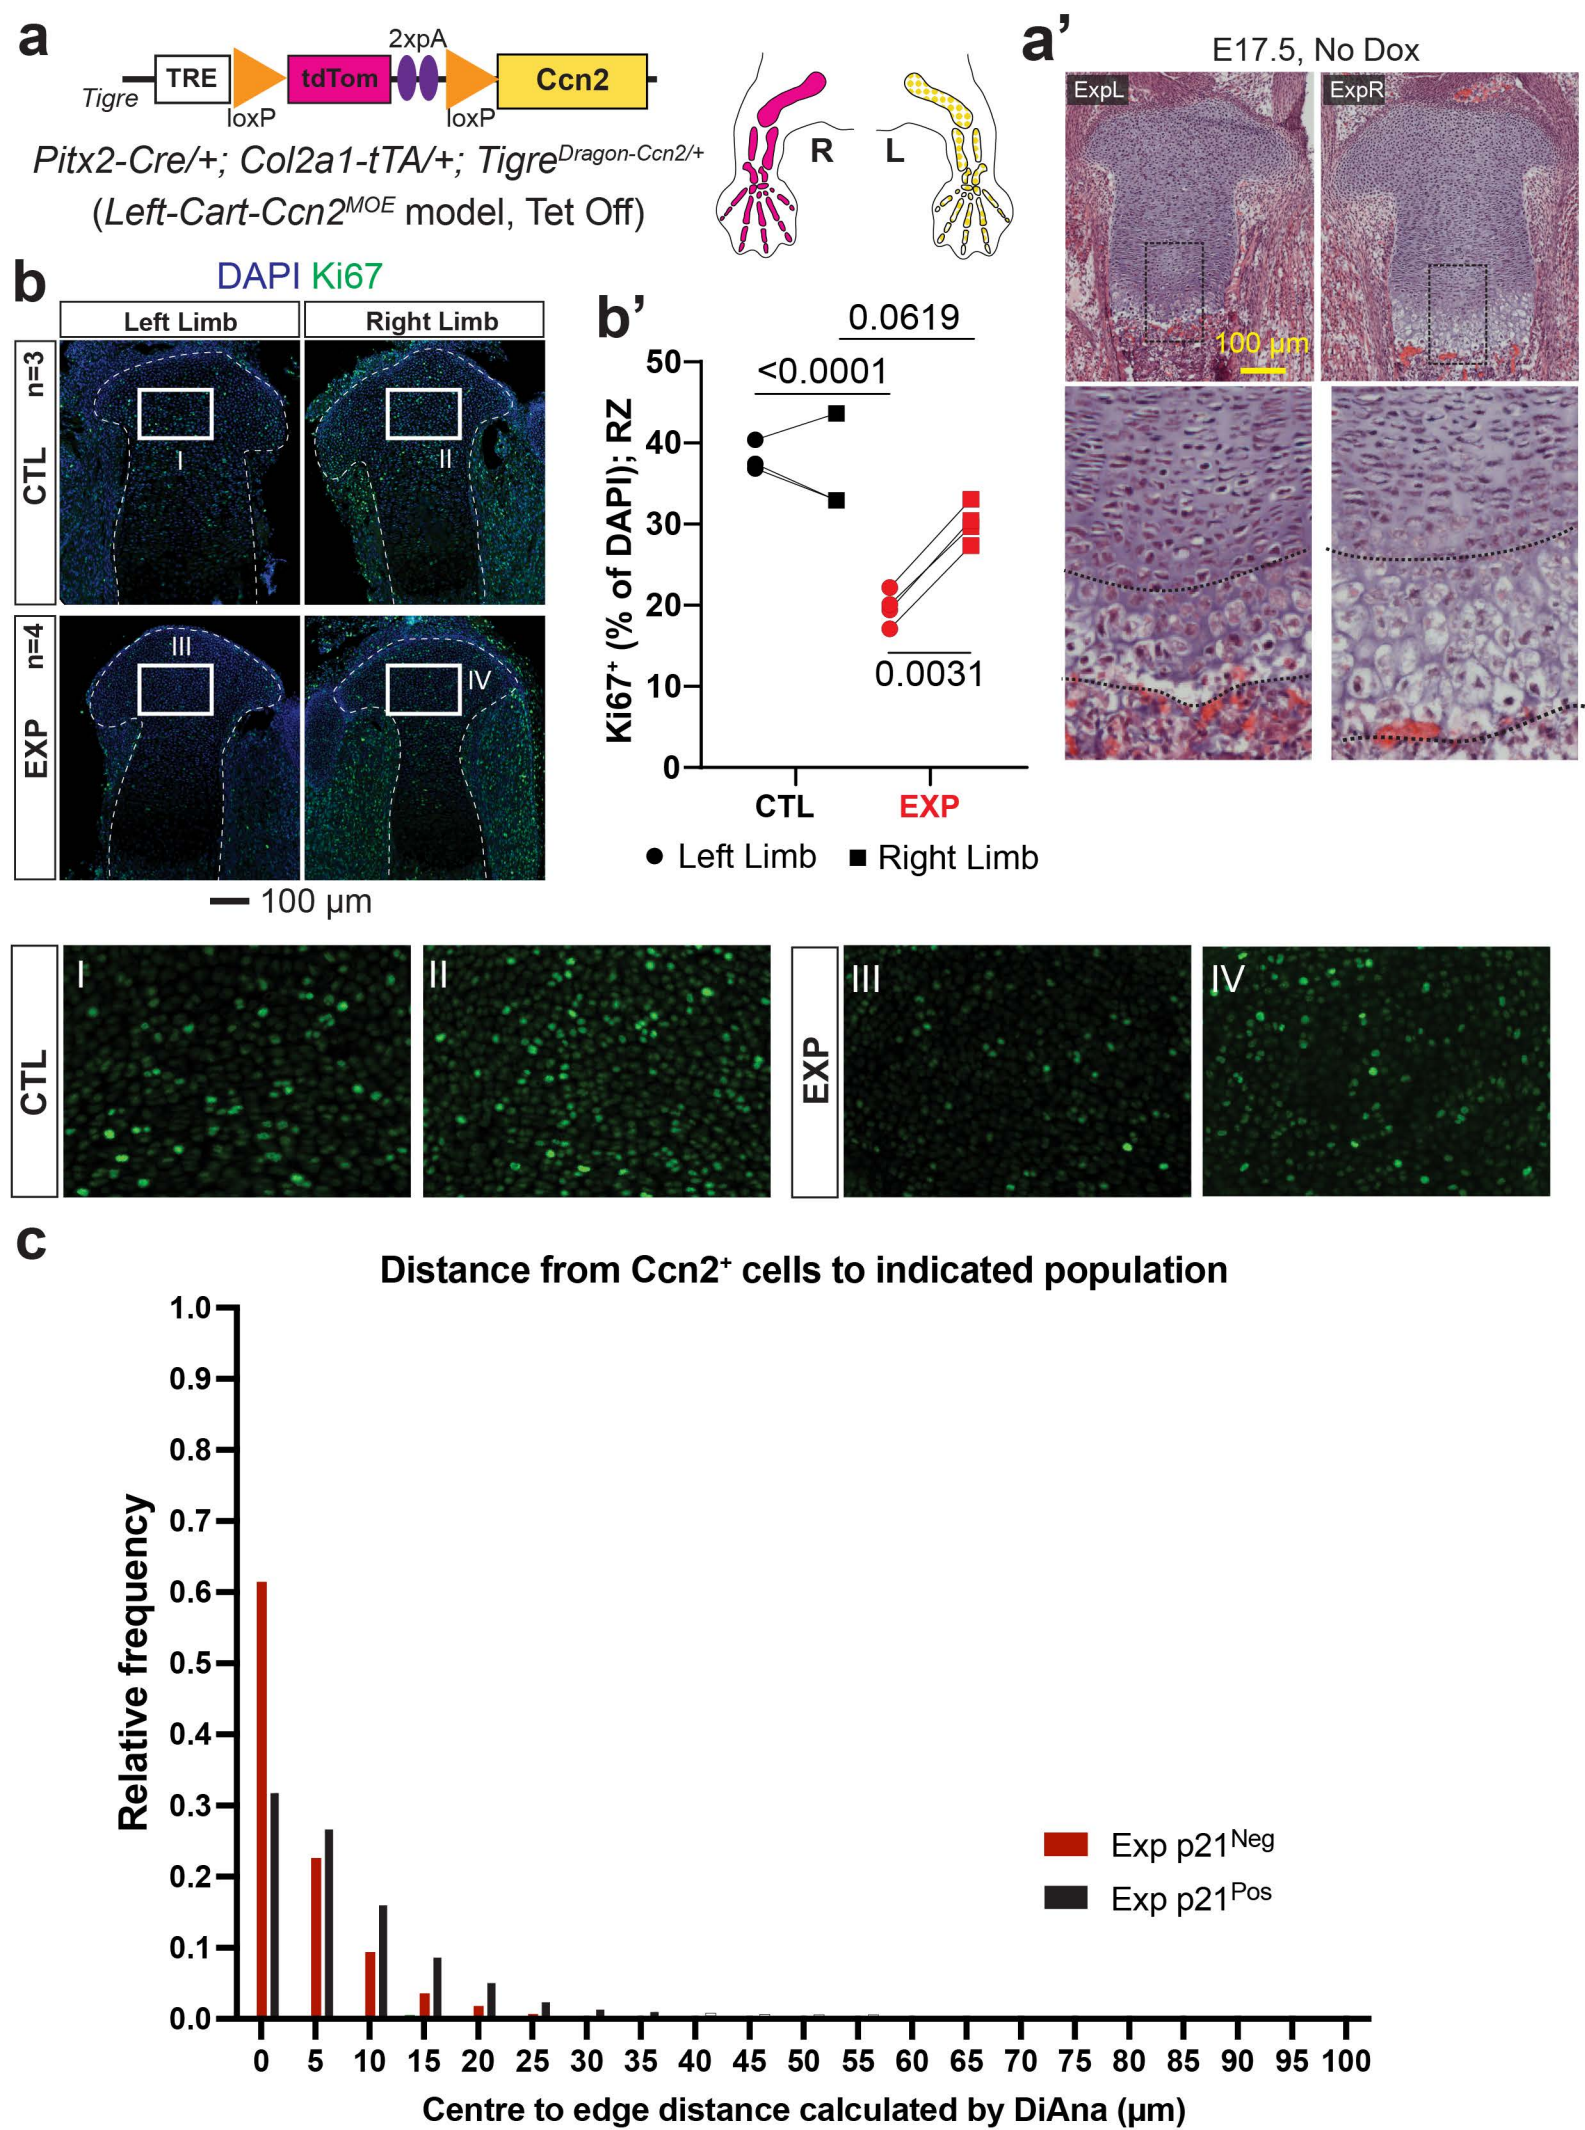

**Supplementary Figure 10.** Effect of *Ccn2* overexpression in the left cartilage. **a, a'**, Mouse model of unilateral, cartilage-targeted, *Ccn2* misexpression (a) and representative H&E images (a') of left and right proximal tibiae at E17.5 (n=3). **b, b'**, Representative images (b, boxed regions shown magnified in I-IV) and quantification (b') of Ki67 staining in the RZ of CTL and EXP proximal tibia (n=5 and 3, respectively.)

**a**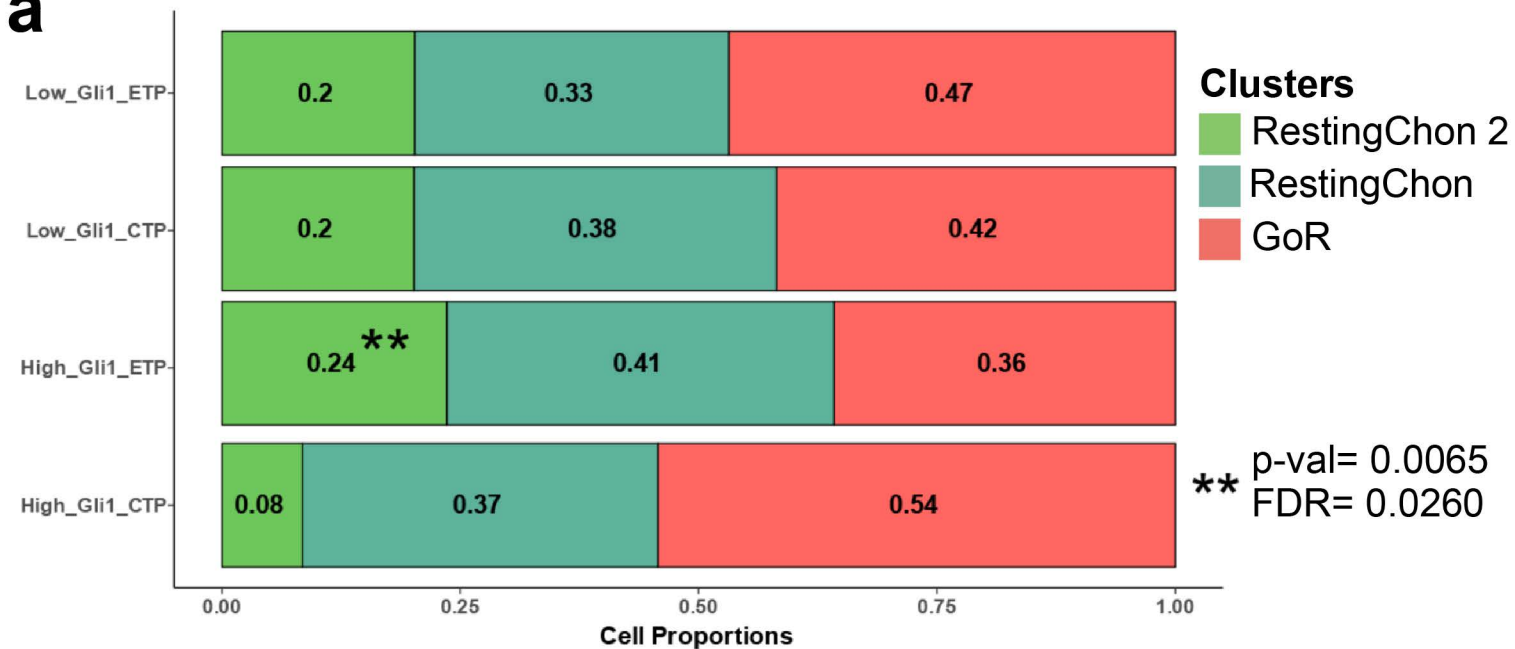**b**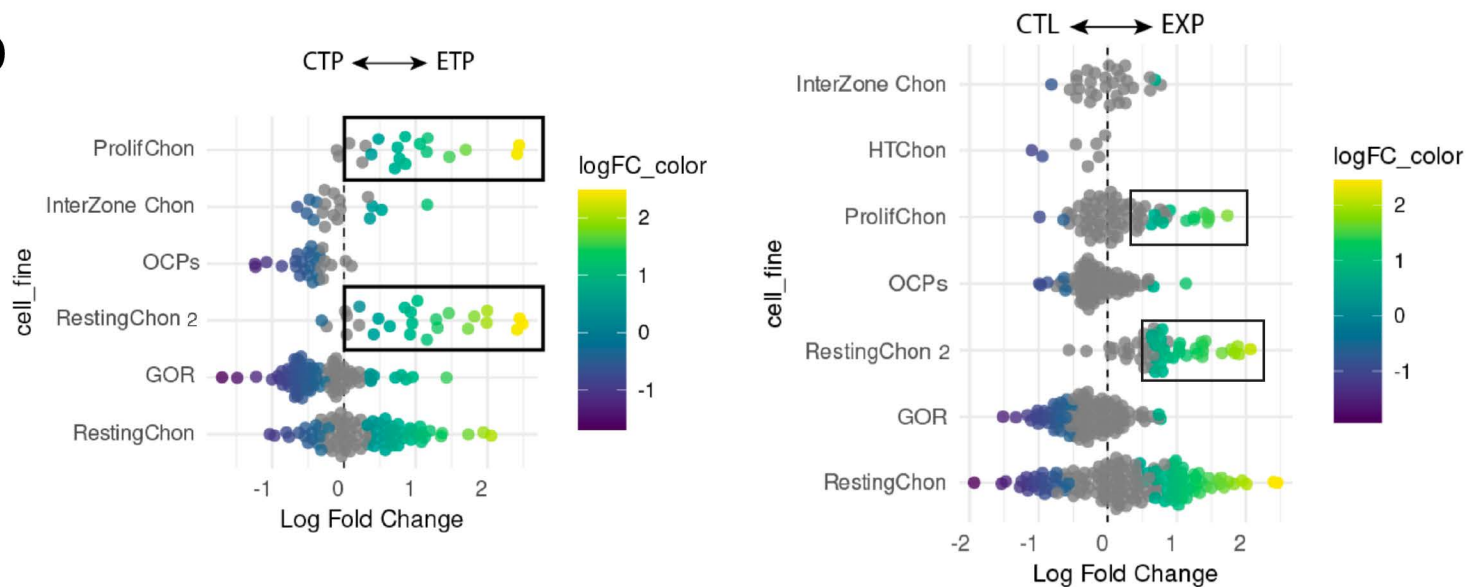

**Supplementary Figure 11.** Cell populations in experimental and control populations, belonging or not to the Gli1 lineage. **a**, Comparison of cell proportions between control (CTP) and *Pan-Cart-p21* (ETP) samples within the Gli1 lineage (tdTom<sup>+</sup>), distinguishing between high- and low-Gli1 expression groups. GoR, groove of Ranvier. Note how the RestingChon 2 population is mainly expanded at the expense of the GoR one. *Propeller* was used for statistical comparison (p-values and FDR provided for the significant change). **b**, Similar comparison using *MiloR*<sup>2</sup>. Left: ETP vs. CTP (left). Right: merged ETP+ETN (EXP) vs. merged CTP+CTN (CTL). Each cell is given an enrichment score (logFC) in the experimental population. The rectangles delineate cell populations preferentially enriched in *Pan-Cart-p21* samples.

## Supplementary Table 1

### Gli1 (10g) module

#### ANOVA per cell type

#### p-value

|                   |            |
|-------------------|------------|
| OCPs              | 0 0446865  |
| RestingChon       | 0 05522893 |
| PHTChon           | 0 15615113 |
| Dividing Chon     | 0 72610742 |
| InterZone Chon    | 0 86095158 |
| ProliferatingChon | 0 95632759 |

#### multiple comparisons test

#### (Sidak correction)

| comparison | mean.diff  | p.raw      | p-adj      |
|------------|------------|------------|------------|
| ExpL-ExpR  | 0 01818012 | 0 02702733 | 0 07891031 |
| Ctl-ExpL   | -0 0083156 | 0 03526965 | 0 10212097 |
| Ctl-ExpL   | 0 01888991 | 0 03757916 | 0 10855397 |
| Ctl-ExpL   | -0 0143033 | 0 057882   | 0 10013491 |
| ExpL-ExpR  | 0 00552006 | 0 15391047 | 0 394312   |
| Ctl-ExpR   | -0 0027956 | 0 42247521 | 0 80737533 |
| Ctl-ExpL   | 0 00568663 | 0 42488968 | 0 80978118 |
| Ctl-ExpR   | 0 00943431 | 0 46004991 | 0 84257965 |
| ExpL-ExpR  | -0 0094556 | 0 47266536 | 0 85335782 |
| ExpL-ExpR  | -0 0048883 | 0 47451957 | 0 85489926 |
| ExpL-ExpR  | 0 00281005 | 0 58691943 | 0 92951377 |
| Ctl-ExpR   | 0 00387687 | 0 63148513 | 0 9499545  |
| Ctl-ExpL   | -0 0020655 | 0 67576366 | 0 96591329 |
| ExpL-ExpR  | -0 0027538 | 0 77162692 | 0 98808937 |
| Ctl-ExpL   | 0 00169732 | 0 83167968 | 0 99523119 |
| Ctl-ExpR   | 0 00074455 | 0 86507359 | 0 99754365 |
| Ctl-ExpR   | -0 0010565 | 0 902976   | 0 99908665 |
| Ctl-ExpR   | 0 00079836 | 0 90700497 | 0 99919577 |

### Gli1\_extended (13g) module

#### ANOVA per cell type

#### p-value

|                   |            |
|-------------------|------------|
| OCPs              | 0 01174893 |
| RestingChon       | 0 05611665 |
| PHTChon           | 0 14751049 |
| Dividing Chon     | 0 5941093  |
| InterZone Chon    | 0 74760945 |
| ProliferatingChon | 0 78162374 |

#### multiple comparisons test

#### (Sidak correction)

| comparison | mean.diff  | p.raw      | p-adj      |
|------------|------------|------------|------------|
| ExpL-ExpR  | 0 01847731 | 0 00732395 | 0 02181133 |
| Ctl-ExpL   | -0 015275  | 0 02115584 | 0 06213429 |
| Ctl-ExpL   | -0 0069434 | 0 02473412 | 0 07238217 |
| Ctl-ExpL   | 0 01472893 | 0 0338457  | 0 09813928 |
| ExpL-ExpR  | 0 0051348  | 0 08831068 | 0 24222443 |
| ExpL-ExpR  | -0 0107181 | 0 28193988 | 0 62976078 |

|                   |           |    |          |   |          |   |          |
|-------------------|-----------|----|----------|---|----------|---|----------|
| Dividing Chon     | Ctl-ExpL  | 0  | 00606065 | 0 | 30915998 | 0 | 67028974 |
| Dividing Chon     | ExpL-ExpR | -0 | 0052536  | 0 | 36067607 | 0 | 73868588 |
| InterZone Chon    | ExpL-ExpR | 0  | 00309182 | 0 | 45610258 | 0 | 83910187 |
| ProliferatingChon | Ctl-ExpL  | 0  | 00439925 | 0 | 48912201 | 0 | 86666273 |
| RestingChon       | Ctl-ExpR  | -0 | 0018086  | 0 | 51239751 | 0 | 88406949 |
| InterZone Chon    | Ctl-ExpL  | -0 | 0022936  | 0 | 56136654 | 0 | 91560723 |
| OCPs              | Ctl-ExpR  | 0  | 00320226 | 0 | 60637054 | 0 | 93900942 |
| PHTChon           | Ctl-ExpR  | 0  | 00401078 | 0 | 67440062 | 0 | 9654816  |
| ProliferatingChon | ExpL-ExpR | -0 | 0030106  | 0 | 67640497 | 0 | 96611515 |
| InterZone Chon    | Ctl-ExpR  | 0  | 00079825 | 0 | 8169844  | 0 | 99386995 |
| ProliferatingChon | Ctl-ExpR  | 0  | 0013887  | 0 | 8370141  | 0 | 99567038 |
| Dividing Chon     | Ctl-ExpR  | 0  | 00080709 | 0 | 8879384  | 0 | 99859275 |

**Supplementary Table 1.** Comparison of Gli1-related regulons across genotypes. ANOVA and multiple comparisons tests are shown.

**Supplementary Data 1.** Outcome of SCENIC analysis. For each genotype, population and Regulon, average expression, scaled expression (z-score) and percentage of expressing cells are indicated.

## Supplementary References

- 1 Powell, D. R. Degust: interactive RNA-seq analysis,. <https://doi.org:10.5281/zenodo.3258932>
- 2 Dann, E., Henderson, N. C., Teichmann, S. A., Morgan, M. D. & Marioni, J. C. Differential abundance testing on single-cell data using k-nearest neighbor graphs. *Nature biotechnology* **40**, 245-253 (2022). <https://doi.org:10.1038/s41587-021-01033-z>

# Supplementary material for: Gli1-expressing stromal cells are highly reparative precursors of long-lived chondroprogenitors in the fetal murine limb
**Source:** Nat Commun. 2025 Nov 18;16:10107. doi: 10.1038/s41467-025-65029-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Outcome of SCENIC analysis. For each genotype, population and Regulon, average expression, scaled expression (z-score) and percentage of expressing cells are indicated.

File Name: Supplementary Data 2

Description: Cell Profiler pipeline (with notes) to quantify individual and colocalised tdT, EdU and p21 signals from RGB images.

# Supplementary material for: Gli1-expressing stromal cells are highly reparative precursors of long-lived chondroprogenitors in the fetal murine limb
**Source:** Nat Commun. 2025 Nov 18;16:10107. doi: 10.1038/s41467-025-65029-y
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ZEN Blue and ZEN Black for microscopy imaging. Siemens Inveon software for micro-CT acquisition                                                                                                                                                                                                     |
| Data analysis   | ImageJ 1.4 and CellProfiler 4.0 for image analysis. Excel 16.8 and Prism 10 for statistical analysis. Mimics 21 for micro-CT measurements. Seurat was used for single-cell/nuclei analysis. Mimics and the Basilisc pipeline (PMID: 34513850) were used to measure bone length from micro-CT images |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The single-nuclei and single-cell RNA-seq datasets have been deposited at the NCBI Sequence Read Archive (SRA) with accession numbers PRJNA1136579 and PRJNA1138445, respectively. These can be accessed via the Gene Expression Omnibus (GEO), with accession numbers GSE273540 and GSE273538, respectively

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size G\*Power was used to estimate sample sizes (5% significance level, 90% power), based on the variability observed in pilot studies.

Data exclusions In experiments that require analyses of multiple tissue sections per sample, occasional sections were technically flawed (artifacts, damage) and had to be discarded from the quantifications, based on the Grubbs test. These are highlighted in red in the 'raw data' file

Replication Image analysis was repeated at slightly different thresholds to ensure robustness of the analysis.

Randomization No specific selection criteria was used to assign CTGF treatment to ex-vivo cultured bones, other than being consistent within the same experiment (i.e., in some experiments, left limbs were vehicle-treated and right limbs CTGF-treated, and in other experiments it was the opposite)

Blinding The investigator performing image analysis (bone length, cell quantification on Cell Profiler) was blinded to the genotype

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- | n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

- | n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

Antibodies used mCherry (goat polyclonal, Origene Technologies #AB0040-200, diluted 1/500), BrdU/CldU (rat monoclonal BU1/75 (ICR1), Abcam #ab6326 diluted 1/500,

GFP (chicken polyclonal, Abcam #ab13970, dilute 1/1000),  
 GFP (alpaca monoclonal, Chromotek #gb2AF488-50, 1/300),  
 Ki67 (rat monoclonal (SolA15), ThermoFisher #14-5698-82 diluted 1/100),  
 mKate2 (camel monoclonal 1H7, Abnova #RAB00798, diluted 1/100),  
 PDGFRA (goat polyclonal, R&D # AF1062, diluted 1/100)

## Validation

Anti mCherry (note from supplier): In 293HEK cells transfected with CDS plasmid detects a band of 29 kDa by Western blot. This antibody (AB0040) recognizes very well tdTomato and does not recognize GFP.

Anti BrdU/CldU: This antibody reacts with BrdU in single stranded DNA, BrdU attached to a protein carrier or free BrdU. It detects nucleated cells in S-Phase which have had BrdU incorporated into their DNA. Also reacts with chlorodeoxyuridine but with reduced staining. The antibody does not react with thymidine. It has been reported in the literature that this antibody clone cross-reacts with EdU (PMID: 23272138) and some customers reported that it cross reacts with IdU.

Anti-GFP antibody (chicken): chicken polyclonal antibody and is validated for use in ICC/IF and WB. It was first used in a scientific publication in 2005 and has been cited over 3610 times in peer reviewed journals. Anti-GFP antibody (ab13970) has been validated in ICC/IF and WB. Anti-GFP antibody (ab13970) specifically detects GFP (UniProt ID: P42212; Molecular weight: 27kDa).

Anti-GFP nanobody: The GFP-Booster stabilizes, enhances, and reactivates the signal of GFP-fusion proteins. Due to its small size, the GFP-Booster enables higher image quality in epifluorescence, confocal, and super-resolution microscopy:

- Considerably higher tissue penetration rates
- Superior accessibility and labelling of epitopes in crowded cellular/organelle environments
- Less than 2 nm epitope-label displacement minimizes linkage error
- Monovalent VHHs do not cluster their epitopes
- Validation: structure and function characterized
- Consistent and reliable performance due to recombinant production

Anti ki67: SolA15 recognizes mouse and rat Ki-67, a 300 kDa nuclear protein. Ki-67 is present during all active phases of the cell cycle (G1, S, G2, and mitosis), but is absent from resting cells (G0). Ki-67 is detected within the nucleus during interphase but redistributes to the chromosomes during mitosis. Ki-67 is used as a marker for determining the growth fraction of a given population of cells. The SolA15 antibody also recognizes human, non-human primate and canine Ki-67. Applications Reported: This SolA15 antibody has been reported for use in immunohistochemical staining of formalin-fixed paraffin embedded (FFPE) tissue sections and frozen (paraformaldehyde fixed) sections and immunocytochemistry (ICC). Applications Tested: This SolA15 antibody has been tested by immunohistochemistry.

Anti mKate2: Recognizes TagRFP, Tag BFP and mTagBFP2.

Anti PDGFRA: Detects mouse and rat PDGF R alpha in direct ELISAs and Western blots. In direct ELISAs, less than 1% cross-reactivity with recombinant human (rh) PDGF R alpha, rhPDGF R beta, and recombinant mouse PDGF R beta is observed.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

*State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.*

Authentication

*Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.*

Mycoplasma contamination

*Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.*

Commonly misidentified lines  
(See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Palaeontology and Archaeology

Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.*

Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                    |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mus musculus. See methods for GA strains                                                                                                                                                                                                                           |
| Wild animals            | n/a                                                                                                                                                                                                                                                                |
| Reporting on sex        | Sex was determined after tissue collection. Both sexes were included in the analysis, as growth differences have not been described at early stages. In the few experiments that used adult mice, no significant differences were found between males and females. |
| Field-collected samples | n/a                                                                                                                                                                                                                                                                |
| Ethics oversight        | Monash Animal Ethics Committee (protocol #32263)<br>Cambridge-based project licence PP6324596                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                   |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.                            |
| Study protocol              | Note where the full trial protocol can be accessed OR if not available, explain why.                              |
| Data collection             | Describe the settings and locales of data collection, noting the time periods of recruitment and data collection. |
| Outcomes                    | Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

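Single cells of E14.5 hindlimbs were measured in 4 libraries, S1 and S3 from tdT+ cells and S2 and S4 from tdT- cells. Each library joined *Pan-Cart-p21* MOE cells of 1 sex with control cells of the other, as the paper's methods set out. The authors aligned the reads with CellRanger to GRCm38 with added transgenes and deposited UMI counts per gene and barcode, with no normalization. The paper also used CellBender, DoubletFinder and a filter on low counts. No barcode under 500 UMIs was present, but many under 1000 UMIs were, and nothing in the counts shows that those 3 steps had been applied. The authors' cell names and cluster assignments were not analysed here, and MultiNicheNet, propeller and miloR were not rerun. Only these libraries were analysed here, not the single-nuclei data.

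Files were read in Python 3.11.15 with scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Barcodes needed 1000 UMIs, 500 genes and at most 10% mitochondrial UMIs. Sex was taken from *Xist* against *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, with at least 2 UMIs of which 80% were of 1 side. Cells with at least 2 UMIs of both sides and under 80% from either were left out as doublets. Scrublet scored barcodes from 3000 UMIs, and the top 5% of scores per library were left out. The area under the curve of its score for sex-mixed cells was 0.707, 0.568, 0.788 and 0.690 in S1 to S4, so in S2 it did little better than chance. Cells were scaled to 10000 UMIs, log-transformed and reduced to 30 principal components of 2000 variable genes. They were joined to 15 nearest neighbours and clustered with igraph 0.11.9 and leidenalg 0.10.2 at a resolution of 1. A cluster was named when its marker score reached 0.5 and 3 of the type's markers were in 10% of its cells at 1.5 times the level elsewhere. A cluster whose best match was a general chondrocyte took the name of its best chondrocyte kind. By a rule on depth, a cluster stayed unnamed if 3 times its median UMIs lay below its libraries' median and no marker of its type was among its 10 leading genes.

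Summed counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and with DESeq2 1.42.0 as an alternative. Genes with low counts were left out by edgeR's filterByExpr, library sizes were scaled by TMM, and glmQLFit and glmQLFTest were run with the sorted fraction as a covariate. The threshold was an adjusted p of 0.05 (Benjamini-Hochberg). The comparisons were *Pan-Cart-p21* MOE against control in all chondrocytes, all cells, resting and proliferative chondrocytes, tdT+ against tdT- chondrocytes with condition as the covariate, and the interaction of condition and fraction. The paper describes a linear model in limma on TMM-scaled pseudobulks and a threshold on the unadjusted p. Gene lists (hedgehog, histone, S phase, G2M, YAP target and dissociation stress) were tested with limma's camera at a correlation of 0.01, with fry and with an estimated correlation. Exact permutation tests covered all 70 assignments of 4 against 4. Shares of cells, those of 0 included, have two-sided exact binomial intervals of 95%.

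Depth varied between pseudobulks. All-cell pseudobulks held 2293497 to 21009249 UMIs and resting chondrocyte pseudobulks 340258 to 1721776, so fewer genes could be tested in resting chondrocytes. On simulated counts with 200 genes changed, edgeR's test recovered 71.6% of the genes changed by 1 on the log2 scale in resting chondrocytes (7128 genes), 70.2% in proliferative chondrocytes (10363 genes), 76.3% in all cells (14631 genes) and 76.5% between fractions (11610 genes). In the interaction it recovered 12.2% (11599 genes). Of its calls on these counts, 6.17% were false in resting chondrocytes, 7.02% in proliferative chondrocytes and 11.6% in all cells. The false share was 8.20% between fractions and 7.22% in the interaction. Simulated pseudobulks were independent draws without shared embryo pools, drawn once per comparison, so these rates may be better than those on the real counts.

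The cells of a library were processed in 1 reaction, so by the paper's multiplexing the library pairs *Pan-Cart-p21* MOE with control. Deviations from the condition means correlated within a library at r = −0.004, −0.032, −0.0747 and 0.184 across genes in S1 to S4, and genes are not independent replicates. The fit with the library as a block is an alternative. Sex is balanced over the conditions, and collection follows the embryo pools. The tdT+ and tdT- cells of a pool share embryos, so 8 pseudobulks stand for 2 embryo pools per condition. Deviations from the fraction means correlated between the tdT+ and tdT- cells of a pool at r = 0.0683 and 0.391 in the *Pan-Cart-p21* MOE pools and 0.248 and 0.136 in the control pools, condition effects included, and the tests treat the 4 values per condition as independent, apart from the alternatives that sum the fractions of a pool or take the pool as a block.

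The sample mapping, the tests and their covariates, the gene and marker lists, the rule for naming genes and the alternatives were fixed before the data were examined, apart from the choices named here. The genes named are those the paper names for this experiment in its text or in Fig. 7a, *Cdkn1a*, *Pdgfra*, *Col2a1*, the transgenes, the hedgehog list, and up to 5 rising and 5 falling genes per test with the smallest p that passed and moved alike in 4 libraries. Of these, single genes are described where they bear on a statement of the paper. Clustering went through earlier versions. The naming thresholds, the preference for a chondrocyte kind, the clustering of cells with an assigned sex, the removal of 478 cell-cycle genes and the doublet rule of 5% were set after cluster and marker tables had been seen, but before any differential test. A first look at the CPM of *Ccn2*, *Hist1h1b*, *Gli1*, *Cdkn1a* and WPRE by condition in roughly gated cells had preceded them. Chosen after the data were seen were 3 alternatives: Scrublet's own threshold, looser cluster names (a score of 0.25) and the embryo pool as a block between fractions. The other alternatives were DESeq2, limma-voom, no filter on low counts, at least 10 counts in every pseudobulk, no TMM, the library as a block, sex as a covariate, no covariate, summed fractions, stricter and more lenient sex assignment, only sex-mixed doublets left out, a stricter cell filter, clustering resolutions of 0.5 and 2, the unadjusted p and each pseudobulk left out.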

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

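The tests of more muscle cells and of a shared segment of chromosome 1 were chosen after the results were seen.

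In 3 of 48 groups of 4 values, 1 value stood farther from the others than Dixon's test allows at the 95% level, and chance gives about 1 in 20 such groups. *Ctnnd2* stood at 62.1 CPM in the *Pan-Cart-p21* MOE chondrocytes of S1 against 27.2 to 30.9 CPM in those of S2 to S4 (gap over range 0.893), and without S1 its log2 fold change was 0.68 in place of 0.96. *Disp1* stood at 22.1 CPM in the *Pan-Cart-p21* MOE chondrocytes of S4 against 16.2 to 17.1 CPM (gap over range 0.845), and without S4 its log2 fold change was −0.71 in place of −0.46. Neither gene passed the adjusted threshold with or without these cells. The tdTom feature stood at 24.7 CPM in the control chondrocytes of S1 against 18.4 to 18.7 CPM in the other tdT+ chondrocytes (gap over range 0.949), from 42 UMIs. The sex, the sorted fraction and the collection of each of these pseudobulks were shared by another value of its group that did not stand apart, for each of the 3 genes. No other technical or biological explanation was tested.

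*Gm28653*, a gene the paper does not discuss, was higher in all *Pan-Cart-p21* MOE cells, with a fitted log2 fold change of 5.68 (SE 0.490, adjusted p = 0.00338 from edgeR, higher in 4 of 4 libraries). The fitted change depends on the prior count, and the ratio of rates was 58.6 (95% exact interval 19.9 to 286, counting error only). Its UMIs in *Pan-Cart-p21* MOE and control cells were 23 and 0 in S1, 22 and 2 in S2, 82 and 0 in S3, and 186 and 1 in S4. Muscle-like cells held 304 of the 313 UMIs of *Pan-Cart-p21* MOE cells, at 391 CPM, against 1 UMI, or 18.8 CPM, in control muscle-like cells, and in S1 all 23 UMIs came from 1 cell. Only 29 *Pan-Cart-p21* MOE and 2 control cells were muscle-like. A hypothesis is that more muscle cells were sampled among the *Pan-Cart-p21* MOE cells. Of 8 muscle markers, 4 could be tested in all cells, and all 4 were higher, with a mean log2 fold change of 2.18 (*Myog* 2.63, *Actc1* 2.51, *Ttn* 1.86 and *Myod1* 1.71, 4 with an unadjusted p under 0.05 and 0 past the adjusted threshold). *Actc1* stood at 15.4 against 3.31 CPM in S1, 137 against 3.03 CPM in S2, 18.2 against 3.85 CPM in S3 and 117 against 35.9 CPM in S4. *Gm28653* stood at 2.95 against 0 CPM, 9.59 against 0.379 CPM, 5.14 against 0 CPM and 9.04 against 0.150 CPM. The control cells of S4 thus had more *Actc1* than the *Pan-Cart-p21* MOE cells of S1 and S3 but less *Gm28653*, where the control value rests on 1 UMI. The marker list was under an unadjusted 0.05 in limma's camera and fry, but not with an estimated correlation. The share of muscle-like cells was 0.427% against 0% in S1, 1.02% against 0% in S2 and 3.07% against 0.461% in S4, but in S3 it was 0.300% against 0.360% and so not higher in *Pan-Cart-p21* MOE. The lower level in control muscle-like cells speaks for a change of *Gm28653* within them beside any difference in share, but the 2 cannot be told apart, because only 2 control cells were muscle-like. Whether the share differs by genotype or by how the limbs were dissected and dissociated was not tested.

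*Cpa6*, which the paper does not discuss, was higher in *Pan-Cart-p21* MOE proliferative chondrocytes, with a log2 fold change of 1.76 (SE 0.237, adjusted p = 0.0189 from edgeR, higher in 4 of 4 libraries). It did not pass without the *Pan-Cart-p21* MOE cells of S4 (adjusted p = 0.0780) or the control cells of S4 (0.0855), with the stricter cell filter (0.0879), or with Scrublet's own threshold (0.133, an alternative chosen after the data were seen). *Cpa6* was highest in the hypertrophic chondrocyte-like cluster, at 427 CPM in *Pan-Cart-p21* MOE and 470 CPM in control, so hypertrophic cells among the proliferative ones could raise it together with other hypertrophic markers. Of 7 hypertrophic markers, 4 were tested in proliferative chondrocytes, and their mean log2 fold change was −0.47, with 3 lower (*Ihh* −0.92 and *Pth1r* −0.50 with unadjusted p values under 0.05). The list as a whole was not under an unadjusted 0.05 in limma's camera or fry, and *Ihh* was higher in *Pan-Cart-p21* MOE in S3 and *Panx3* in S1. Hypertrophic cells therefore stay open as a source, since the few markers tested did not pass in either direction. Within the proliferative clusters, *Cpa6* stood at 108 against 43.9 CPM in cluster 2 and 106 against 28.6 CPM in cluster 8. The challenge of cartilage growth in *Pan-Cart-p21* MOE stays open as a biological explanation and was not tested further.

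*Gm28653*, *Gm16070* and *Cpa6*, all higher in *Pan-Cart-p21* MOE, lie within 1 stretch of chromosome 1 (324720 to 30684298 with flanks). A candidate explanation is a segment from another mouse strain carried with 1 of the alleles by *Pan-Cart-p21* MOE embryos alone. In all cells, 66 other genes of the stretch were tested, and 5 (7.58%) had an unadjusted p under 0.05 against 6.74% of genes elsewhere. Of 13176 runs of as many neighbouring genes on the genome, 44.8% had as high a count. The stretch did not stand apart, but a segment that alters few genes cannot be told apart from none by such a count. *Gm16070* is an antisense gene that passed in 1 of the 8 fits with 1 pseudobulk left out.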

How the results depend on the processing

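Chosen after the data were seen were 3 of the alternatives, Scrublet's own threshold, looser cluster names and the embryo pool as a block between fractions, and they are marked "added" here. Except where a value shows it, the cause of a change was not tested.

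The fall of *Ccn2* in chondrocytes kept its direction and passed the threshold in all 25 alternatives (log2 fold change −1.58 to −1.23, and −1.58 to −1.29 with each pseudobulk left out). The histone list passed in all 23 of its alternatives (−1.58 to −1.13), as did the S phase (−0.39 to −0.16), G2M (−0.49 to −0.11) and dissociation stress lists (−0.57 to −0.28) in limma's camera. The hedgehog list passed in none, and its mean was −0.0857 with at least 10 counts in every pseudobulk and −0.00268 at a clustering resolution of 0.5. The YAP target list passed in none, and its mean was −0.00085 with no covariate, −0.0443 with only sex-mixed doublets left out, −0.00265 with the stricter cell filter, −0.0168 at a resolution of 0.5 and −0.0375 with Scrublet's own threshold (added). These lists were not run with DESeq2 or limma-voom.

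The number of genes that passed in chondrocytes, 32, was 113 with DESeq2, 57 with limma-voom, 403 with no filter on low counts, 54 with sex in the model, 9 with the fractions of a pool summed, 50 at a resolution of 0.5, 67 with Scrublet's own threshold (added) and 1115 by the unadjusted p. Summing leaves 2 values per condition, but this need not lower a count. Of the genes of Fig. 7a, the number that passed fell with summing from 14 to 6 in chondrocytes and from 1 to 0 in all cells. It stayed at 0 in resting chondrocytes and rose from 5 to 7 in proliferative ones. With no filter the test called 20 genes on simulated counts with none changed. The number of genes that passed in chondrocytes ranged from 5 to 30 across the fits that each left out 1 pseudobulk. It was lowest without the *Pan-Cart-p21* MOE cells of S3, and stayed within 1.5 times in the other alternatives.

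In all cells, the number of genes, 3, was 51 with DESeq2, 8 with limma-voom, 416 with no filter, 1 with at least 10 counts in every pseudobulk, 1 with the library as a block, 0 with no covariate, 0 with summed fractions, 0 with the stricter sex assignment, 5 with the more lenient one, 7 with the stricter cell filter and 986 by the unadjusted p, and 1 to 4 with a pseudobulk left out. On simulated all-cell counts with no gene changed, DESeq2 called 8 genes, the test without a filter 46 and edgeR with its filter 2. *Ccn2* in all cells passed with DESeq2 (−0.88, adjusted p = 2.8e-06), limma-voom (−0.92, 0.0461), no filter (−0.88, 2.2e-14) and only sex-mixed doublets left out (−0.91, 0.0452), and in none of the other 18 alternatives (up to 0.856). With a pseudobulk left out its change ranged from −0.95 to −0.75, past the threshold in none.

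In resting chondrocytes, where 0 genes passed and 471 were under 0.05 unadjusted, the number was 3 with DESeq2, 2 with limma-voom, 79 with no filter, 5 with at least 10 counts in every pseudobulk, 2 with the library as a block, 1 with sex in the model, 1 with summed fractions, 2 with the more lenient sex assignment, 2 with only sex-mixed doublets left out, 19 at a resolution of 2 and 4 with looser names (added), and 0 to 5 with a pseudobulk left out, highest without the *Pan-Cart-p21* MOE cells of S1. *Ccn2* in resting chondrocytes passed only with no filter (−1.18, adjusted p = 0.00113, range over its alternatives up to 0.992), and ranged from −1.95 to −1.02 with a pseudobulk left out.

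In proliferative chondrocytes, the number of genes, 8, was 95 with DESeq2, 36 with limma-voom, 353 with no filter, 24 with at least 10 counts in every pseudobulk, 64 with sex in the model, 15 with summed fractions, 15 with the stricter sex assignment, 36 with only sex-mixed doublets left out, 1 with the stricter cell filter, 16 at a resolution of 2, 5 with Scrublet's own threshold (added) and 987 by the unadjusted p. It was 2 to 32 with a pseudobulk left out, lowest without the *Pan-Cart-p21* MOE cells of S4 and highest without the control cells of S3. *Ccn2* failed only with the stricter cell filter (−1.62, adjusted p = 0.0655, the largest over its alternatives), and ranged from −1.78 to −1.48 with a pseudobulk left out. At a resolution of 0.5 no cluster was proliferative chondrocyte-like, so that setting gives no value, and its resting class is wider.

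Between tdT+ and tdT- chondrocytes, 2 genes passed, against 261 with no filter, 0 with at least 10 counts in every pseudobulk (with 604 genes under 0.05 unadjusted in the test of all genes), 4 with sex in the model, 4 with the more lenient sex assignment, 21 at a resolution of 0.5, 1 at a resolution of 2, 4 with Scrublet's own threshold (added), 40 with looser names (added) and 8 with the embryo pool as a block (added), and 1 to 5 with a pseudobulk left out, highest without the *Pan-Cart-p21* MOE cells of S2. The library cannot be a block in this comparison, because each library holds 1 fraction, and the embryo pool pairs the fractions instead. The difference of the *Ccn2* change between fractions was −0.00482 with the stricter cell filter, −0.0672 at a resolution of 2 and −0.136 with looser names (added), and −0.22 to 0.47 with a pseudobulk left out, and it passed in none of its alternatives. The mean difference in the resting share among *Gli1*-detected tdT+ cells moved to 8.52 percentage points at a resolution of 0.5. No other alternative moved it by more than the SD between pools. The log2 ratio of WPRE in tdT- chondrocytes was 3.92 and 3.43 with the stricter and the more lenient sex assignment.

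With the library as a block, the counts in all cells and resting chondrocytes changed as given here, WPRE (adjusted p = 0.0571, range over its alternatives up to 0.154), *Pcdh11x* (0.0571, up to 0.254) and, in all cells, *Hist1h3c* (0.0550, up to 0.302) and *BC006965* (0.166, up to 0.302) no longer passed, and 10 in place of 14 genes of Fig. 7a passed in chondrocytes. In proliferative chondrocytes 3 in place of 5 genes of Fig. 7a passed with the block, and among the other genes tested over the alternatives it changed no call. Of 312 values of single genes under the other alternatives, 275 kept their direction and side of the threshold, 29 no longer passed and 8 newly passed. With a pseudobulk left out, 116 of 157 did so, 39 no longer passed and 2 newly passed.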

Differences from the paper's values

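All alternatives named here were set before the data were examined, except Scrublet's own threshold and the looser cluster names. The number of genes detected was the same as the paper's, 25190, in S4.

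The paper calls the fall of *Ccn2* the second-biggest change, besides cell-cycle genes. By p value, *Ccn2* was number 3 of 11572 genes in chondrocytes (number 1 of 11531 without histone genes), number 2 of 10358 in proliferative chondrocytes and number 7 of 14577 in all cells, where it was number 2 of the 19 genes of Fig. 7a. By size among those 19 genes, it was number 12 in chondrocytes, number 4 in all cells, number 10 in proliferative chondrocytes and number 1 of the 12 tested in resting chondrocytes. By size among all genes with an unadjusted p under 0.05, it was number 44 of 1115 in chondrocytes (22 of 1080 without histone genes). In that ranking it was number 146 of 986 in all cells, 31 of 987 in proliferative and 17 of 471 in resting chondrocytes.

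The paper reports lower *Ccn2* in *Pan-Cart-p21* MOE limbs. In all cells the log2 fold change was −0.88 with an adjusted p of 0.0649 in edgeR (lower in 4 of 4 libraries). It passed with DESeq2 (−0.88, adjusted p = 2.8e-06), limma-voom (−0.92, 0.0461), no filter on low counts (−0.88, 2.2e-14) and only sex-mixed doublets left out (−0.91, 0.0452), and in no other alternative (up to 0.856). At the unadjusted p that the paper's methods name, it passed in all cells. For the resting zone the paper reports lower *Ccn2*-mediated communication. *Ccn2* itself had a log2 fold change of −1.25 in resting chondrocytes (adjusted p = 0.510 from edgeR, lower in 3 of 4 libraries), which passed only with no filter (−1.18, adjusted p = 0.00113, range over its alternatives up to 0.992).

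Fig. 7a lists 19 genes as changed. In chondrocytes, 14 passed the adjusted threshold in edgeR and 19 the unadjusted one that the paper's methods name. The list was chosen on these libraries, so such counts are not independent evidence in any class. *Hsph1* (adjusted p = 0.0631) passed with DESeq2, limma-voom, no filter, at least 10 counts in every pseudobulk, sex in the model, a resolution of 0.5 and Scrublet's own threshold, the last chosen after seeing the values, and without the *Pan-Cart-p21* MOE cells of S1 or the control cells of S2 (range over its alternatives up to 0.352). *Hist1h1a* (0.0562) passed with DESeq2, no filter, at least 10 counts, summed fractions, the stricter sex assignment, only sex-mixed doublets left out, resolutions of 0.5 and 2 and Scrublet's own threshold, the last chosen after seeing the values, and without the control cells of S2 or S3. *Gm26903*, an antisense gene (0.0861), passed with DESeq2, limma-voom and no filter, and without the control cells of S4. *Gm42743* (0.109) passed with DESeq2 and no filter, and *Ctnnd2* (0.176, up to 0.502), whose *Pan-Cart-p21* MOE cells of S1 stood apart, with no filter alone.

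In all cells, 1 of the 19 passed (*Hist1h3c*) and 19 had an unadjusted p under 0.05. With no filter 18 passed (all but *Hist1h3a*) and with DESeq2 9 (*Ccn2*, *Matn3*, *Hist1h1b*, *Hist1h1a*, *Hist1h2ae*, *Hist1h3c*, *Hist1h4d*, *Hist1h2bn* and *Ndc80*). With limma-voom, and with only sex-mixed doublets left out, *Ccn2* and *Hist1h3c* passed, and without the *Pan-Cart-p21* MOE cells of S3 *Matn3* passed. In each of the other alternatives 0 or 1 passed. In resting chondrocytes, 0 of the 12 tested passed and 12 had an unadjusted p under 0.05. Passing there were *Ccn2*, *Matn3*, *Hist1h1b*, *Hist1h2ae*, *Hist1h3c*, *Hist1h4d* and *Hsph1* with no filter, and *Matn3* and *Hsph1* at a resolution of 2. In proliferative chondrocytes, 5 passed and 19 had an unadjusted p under 0.05. More passed in some settings: with DESeq2 and with no filter 19, with sex in the model 15 (all but *Ctnnd2*, *Gm42743*, *Hist1h1a* and *Gm26903*), without the control cells of S3 12, with only sex-mixed doublets left out 11, with limma-voom 8, with summed fractions 7 and with the stricter sex assignment 6. Fewer passed in others: 1 with the stricter cell filter, 2 at a resolution of 2, with Scrublet's own threshold (chosen after seeing the values) and without the *Pan-Cart-p21* MOE cells of S4, 3 with the library as a block and without the *Pan-Cart-p21* MOE cells of S1 or S3 or the control cells of S4, and 4 with no TMM and without the control cells of S1 or S2. With at least 10 counts in every pseudobulk, and without the *Pan-Cart-p21* MOE cells of S2, 5 passed, *1700001K19Rik* among them.

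The paper describes resting chondrocytes and groove-of-Ranvier cells as a continuum. Of the outside neighbours of resting chondrocyte-like cells, cluster 16, which was groove of Ranvier-like, held 1.47% against 1.37% by its size, and cluster 3 held 0.226% against 11.7%. Cluster 3 had more osteoprogenitor than groove-of-Ranvier markers among its 10 leading genes, and at a resolution of 2 a cluster of 260 cells with the same leading genes was named osteoprogenitor-like. Its value therefore does not bear clearly on the paper's continuum, and all cluster names were rebuilt from markers.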

Other observations

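The tests of depth, sex, the mix of chondrocyte types, the share of cycling cells and the level of *Ccn2* in free RNA, and of exchanged libraries for WPRE, were chosen after the result was seen.

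*Ccn2* fell by 1.47 on the log2 scale in *Pan-Cart-p21* MOE chondrocytes, and several technical explanations were tested. Thinning every pseudobulk to 964043 UMIs left −1.48 (adjusted p = 0.00108 from edgeR), which argues against depth. With sex in the model the change was −1.44, within proliferative chondrocytes −1.66 and among chondrocytes scored as G1 −1.57, each past the adjusted threshold, which argues against the sex of the embryos, the mix of types and the share of cycling cells as its whole cause. The proliferative class joins clusters 2 and 8, and their mix within it was not held fixed. Free RNA was examined in barcodes under 1000 UMIs, where *Ccn2* stood at 40.7 CPM against 83.0 CPM in chondrocytes. Of the 200 genes most enriched in those barcodes, 121 were tested, and they moved both ways (median log2 fold change 0.0399, 51 lower), which decides nothing. The log2 ratio of *Ccn2*, those barcodes over chondrocytes, was −1.03, and the lowest control pseudobulk stood at 91.3 CPM. These values argue against free RNA as the source of the higher *Ccn2* in control. No barcode under 500 UMIs was present, so the barcodes used may hold cells and stand in for free RNA only roughly. Dilution by free RNA would have to bring *Pan-Cart-p21* MOE chondrocytes from 135 to 48.5 CPM, near the level of free RNA itself. This argues against dilution as the whole cause, although the level of free RNA was pooled over the libraries and not measured in each. Stress from dissociation stays open, because 18 of 23 genes that respond to it were lower (mean −0.46, limma's camera adjusted p = 4.4e-06), but fry (adjusted p = 0.161) and camera with an estimated correlation did not pass. The list includes *Hsph1*, which the study picked from these libraries. *Ccn2* is a target of YAP and TAZ, and lower activity of these is another hypothesis. The other YAP targets moved both ways (17 tested, mean 0.0139, 7 lower, limma's camera adjusted p = 0.488), which does not decide it. The p21 challenge itself may lower *Ccn2*, but these lists cannot tell dissociation stress apart from it, so in these libraries this remains a hypothesis. The paper also reports lower *Ccn2* by hybridisation chain reaction on sections, where the tissue was not dissociated into cells.

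Histone transcripts fell in *Pan-Cart-p21* MOE chondrocytes, and a lower share of cells in S phase is a candidate explanation. The S phase list was lower (mean −0.26, limma's camera adjusted p = 3.1e-05), but limma's fry (adjusted p = 0.406) and camera with an estimated correlation did not pass, so it stays open. The share of chondrocytes scored as S phase in *Pan-Cart-p21* MOE and control was 22.2% and 22.8% in S1, 15.4% and 20.3% in S2, 17.1% and 12.7% in S3, and 18.2% and 8.79% in S4. After thinning to 7440 UMIs per cell it was 32.1% and 31.3%, 21.1% and 28.9%, 22.2% and 12.1%, and 22.1% and 12.6%. The phase score counts transcripts, so it does not measure arrest, and reads shared between histone genes were not examined.

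Other divisions of the same 8 pseudobulks into 4 against 4 were tested for each comparison, 35 in all. In chondrocytes 1 of the 35, the real one, gave as many genes as 32, and the largest other count was 7. In all cells 3 of 35 gave as many as 3, the real one and those by sex and by sorted fraction, and no remaining division gave more than 1. In proliferative chondrocytes 2 of 35 gave as many as 8, the real one and that by sex, and no remaining division gave more than 3. In resting chondrocytes, where 0 genes passed and 471 were under 0.05 unadjusted, all 35 gave as many. Any division reaches a count of 0, so this decides nothing, and the largest other count was 9. Between fractions 3 of 35 gave as many as 2, the real one and those by sex and by condition. Of the 8 divisions that part the cells of every library, 1 in chondrocytes, 2 in all cells, 2 in proliferative and 8 in resting chondrocytes gave as many, the real one included, and the other divisions leave both conditions of some library on 1 side. The division by sex gave 9 genes in all cells, 8 in proliferative chondrocytes, 5 in resting chondrocytes and 7 between fractions, and with sex in the model 4, 64, 1 and 4 genes passed. The division by sorted fraction gave 353 genes in all cells, and the fraction was in the model. In the comparison of fractions the division by condition gave 32 genes, and condition was in the model. The division by collection gave 0 genes in each of the 5 comparisons.

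tdT+ and tdT- chondrocytes differed in 2 genes (604 under 0.05 unadjusted). tdTom stood at 20.1 ± 3.02 CPM (SD, *n* = 4) in tdT+ and 1.71 ± 1.13 CPM in tdT- cells, a log2 fold change of 3.89 (SE 0.348, adjusted p = 0.00143 from edgeR, 1 of its 4 tdT+ values standing apart). The tendon gene *Tnmd* (chromosome X, 133850980 to 133865577, plus strand) stood at 0.644 ± 0.611 CPM against 12.3 ± 5.14 CPM, a log2 fold change of −3.73 (SE 0.487, adjusted p = 0.0383 from edgeR), from 10 UMIs against 200. *Tnmd* did not pass without the *Pan-Cart-p21* MOE cells of S1 (adjusted p = 0.165) or the control cells of S1 (0.0939) or S3 (0.229, the largest over its alternatives). Without the *Pan-Cart-p21* MOE cells of S1 or S4, or the control cells of S1, S2 or S4, 1 gene passed, and without the *Pan-Cart-p21* MOE cells of S2 5 passed. With the embryo pool, which pairs the fractions, as a block, an alternative added after the data were seen, 8 genes passed, tdTom and *Tnmd* among them.

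The paper reports from imaging that *Ccn2* fell in both *Gli1*+ and *Gli1*- chondrocytes, whereas the sorted fractions part cells by lineage. In the sorted fractions, the difference of the *Ccn2* change between tdT+ and tdT- chondrocytes was 0.17 on the log2 scale (SE 0.318, adjusted p = 1.00 from edgeR). It ranged from −0.22 without the control cells of S4 to 0.47 without those of S2. In the interaction of condition and fraction, 0 of 11572 genes passed and 377 were under 0.05 unadjusted. On simulated counts this test recovered 12.2% of the genes whose difference was 1 on the log2 scale and 78.0% of those at 2. Most differences of 1 were thus missed, and no other size was simulated.

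An exchange of sex and condition within a library would have put WPRE into control tdT- cells. The mean log2 ratio of WPRE, *Pan-Cart-p21* MOE over control, was 3.55 (SD 0.739) over the 2 tdT- libraries, with both above 0, which argues against an exchange in S2 or S4. The tdT+ libraries carry WPRE from the tdTomato allele as well, and they were not decided by this ratio.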
